# Behavioral state coding by molecularly defined paraventricular hypothalamic cell type ensembles

**DOI:** 10.1126/science.abb2494

**Published:** 2020-10-16

**Authors:** Shengjin Xu, Hui Yang, Vilas Menon, Andrew L. Lemire, Lihua Wang, Fredrick E. Henry, Srinivas C. Turaga, Scott M. Sternson

## Abstract

**INTRODUCTION:**

Brain function is often compared to an orchestral ensemble, where subgroups of neurons that have similar activity are analogous to different types of instruments playing a musical score. Brains are composed of specialized neuronal subtypes that can be efficiently classified by gene expression profiles measured by single-cell RNA sequencing (scRNA-seq). Are these molecularly defined cell types the “instruments” in the neural ensemble? To address this question, we examined the neural ensemble dynamics of the hypothalamic paraventricular nucleus (PVH), a small brain region that is important for behavior states such as hunger, thirst, and stress. Past work has emphasized specialized behavioral state–setting roles for different PVH cell types, but it is not clear whether the dynamics of the PVH ensemble support this view.

**RATIONALE:**

We considered three possibilities for how PVH neurons could be involved in encoding behavioral states: (i) PVH neurons of a molecularly defined cell type may respond similarly and be specialized for a behavioral state as a “labeled-line,” (ii) molecularly defined cell types may show unrelated activity patterns and be irrelevant to behavioral state coding, and (iii) molecularly defined neurons may respond similarly within a type, but behavioral state may be encoded by combinations of cell types. To evaluate the role of molecularly defined cell types in the neural ensemble, it is important to monitor activity in many individual neurons with subsecond temporal resolution along with quantitative gene expression information about each cell. For this, we developed the CaRMA (calcium and RNA multiplexed activity) imaging platform in which deep-brain two-photon calcium imaging of neuron activity is performed in mice during multiple behavioral tasks. This is followed by ex vivo multiplexed RNA fluorescent in situ hybridization to measure gene expression information in the in vivo–imaged neurons.

**RESULTS:**

We simultaneously imaged calcium activity in hundreds of PVH neurons from 10 cell types across 11 behavioral states. Within a molecularly defined cell type, neurons often showed similar activity patterns such that we could predict functional responses of individual neurons solely from their quantitative gene expression information. Behavioral states could be decoded with high accuracy based on combinatorial assemblies of PVH cell types, which we called “grouped-ensemble coding.” Labeled-line coding was not observed. The neuromodulatory receptor gene *neuropeptide receptor neuropeptide Y receptor type 1* (*Npy1r*) was usually the most predictive gene for neuron functional response and was expressed in multiple cell types, analogous to the “conductor” of the PVH neural ensemble.

**CONCLUSION:**

Our results validated molecularly defined neurons as important information processing units in the PVH. We found correspondence between the gene expression hierarchies used for molecularly defined cell type classification and functional activity hierarchies involving coordination by neuromodulation. CaRMA imaging offers a solution to the problem of how to rapidly evaluate the function of the panoply of cell types being uncovered with scRNA-seq. CaRMA imaging bridges a gap between the abstract digital elements typically described in systems neuroscience with the “wetware” associated with traditional molecular neuroscience. Merging these two areas is essential to understanding the relationships of gene expression, brain function, behavior, and ultimately neurological diseases.

## Abstract (summary)

Brains encode behaviors using neurons amenable to systematic classification by gene expression. The contribution of molecular identity to neural coding is not understood because of the challenges involved with measuring neural dynamics and molecular information from the same cells. We developed CaRMA (calcium and RNA multiplexed activity) imaging based on recording in vivo single-neuron calcium dynamics followed by gene expression analysis. We simultaneously monitored activity in hundreds of neurons in mouse paraventricular hypothalamus (PVH). Combinations of cell-type marker genes had predictive power for neuronal responses across 11 behavioral states. The PVH uses combinatorial assemblies of molecularly defined neuron populations for grouped-ensemble coding of survival behaviors. The neuropeptide receptor neuropeptide Y receptor type 1 (Npy1r) amalgamated multiple cell types with similar responses. Our results show that molecularly defined neurons are important processing units for brain function.

Neuron activity and neuronal gene expression are considered distinct facets of brain function. Large-scale neuron activity recordings reveal discrete groups of neurons that respond similarly (1–4), and gene expression brain atlases show differential expression patterns across the brain (5). Single-cell transcriptomic studies reveal that the brain is composed of hundreds of molecularly defined neuronal subtypes (6–8). Molecular markers facilitate repeatedly returning to the same type of neurons and also serve as genetic elements that can be used for targeting functionally similar neurons for causality testing (9, 10) or potentially therapeutics (11). These applications can only be justified if molecular markers categorize neurons into groups with similar neuronal dynamics (12) that together encode distinct behavioral states. However, there is limited knowledge about the relationship between activity patterns of cells in the neural ensemble and their underlying gene expression profiles. Therefore, the merit of using neuronal gene expression as a proxy for neurons with similar activity patterns is controversial (12–17).

We set out to determine (i) the role of molecularly defined cell types for encoding different behavioral states and (ii) the association of neuronal marker genes with distinct functional response types of the neuronal ensemble from the mouse paraventricular hypothalamus (PVH). The PVH mediates appetite, stress, thirst, and autonomic functions. This brain region is well known for its diverse peptide-expressing cell types (18, 19), and there are distinct behavioral and physiological consequences of PVH neuropeptide pharmacology (20) as well as cell type–selective optogenetic and chemogenetic perturbations (21–23). Molecular and cellular perturbation studies have indicated that the PVH acts as a behavioral state “switchboard” in which each molecularly defined population influences a distinct behavioral state as a labeled-line (24). However, it is not known if this is consistent with the natural dynamics of PVH neurons during these behaviors.

We considered three models for the role of molecularly defined cell types to encode behavioral states. The labeled-line model encodes different behavioral states based on the activity pattern of distinct, molecularly defined cell types (Fig. 1A). Labeled-line coding is frequently assumed for information processing in hard-wired neural functions involving essential survival behaviors (25–27). At the other end of the spectrum, the full neural ensemble encodes behavioral state irrespective of cell type identity and is primarily a product of neural plasticity (Fig. 1B) (28). In this case, molecular identity is a poor predictor of behavioral state, and functional ensembles are formed using rules that are independent of cell type. An intermediate model is grouped-ensemble coding, in which the members of some molecularly defined cell types show coordinated responses and encode behavioral states based on specific combinations of cell types (Fig. 1C).

It has been extremely difficult to distinguish these models because there has not been a suitable approach to simultaneously examine the functional dynamics of individual neurons having distinct molecular identities across many behavioral states within a single animal. Several methods have been developed to map gene expression onto neuronal function (29–33). However, these methods have limitations of temporal sensitivity, dynamic range, molecular diversity, or restrictions to transparent organisms that have prevented evaluation of this type of problem. Thus, an unbiased and systematic method to relate multigene expression of individual neurons to their activity patterns in vivo on a subsecond time scale is needed to combine molecular and systems neuroscience.

To address this problem, we developed the CaRMA (calcium and RNA multiplexed activity) imaging platform, a comprehensive, three-part strategy compatible with recording neuron dynamics deep in the mouse brain (Fig. 1D). In the first step, we used single-cell RNA sequencing (scRNA-seq) to classify PVH cells into molecular types (Fig. 1D, a and b). In the second step, we performed volumetric, deep-brain, pan-neuronal, two-photon calcium imaging in awake, behaving animals without regard to PVH neuronal subtypes to measure the response dynamics of hundreds of neurons during multiple behavioral states (Fig. 1D, c). Subsequently, the brain was removed, sectioned, and the neurons in the ex vivo tissue sections were registered to those from the in vivo imaging volume (Fig. 1D, d and e). In the final step, molecular identity of the neurons imaged in vivo was determined post hoc by performing multiple rounds of three-plex RNA-fluorescent in situ hybridization (FISH) on the ex vivo tissue sections, guided by marker genes from scRNA-seq in step 1 (Fig. 1D, f to i). This approach enables monitoring the dynamics of many molecularly defined neurons in parallel, within a deep-brain region, and across multiple behaviors.

## RESULTS

### Molecularly defined cell types within PVH

#### scRNA-seq of PVH neurons

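Cells of the paraventricular hypothalamus (PVH) were picked by hand, lysed singly and reverse transcribed with barcoded primers, and the cDNA of a plate was amplified as a pool (Smart-SCRB chemistry). The sample labels name 10 plates, of which 4 have the prefix Q, 2 the prefix AL and 4 the prefix JM. The plate was the replicate here, since the paper's text does not name the animals on each plate. All plates belong to the same condition, and no conditions were compared. The labels and the paper's methods name different sequencers, read lengths and library kits, and which of them applies to which plate was not settled here. The labels also describe the picked cells as labelled neurons of the *Agrp* reporter cross, whereas the methods use the AGRP axons to find the boundary of the PVH. *Agrp* was detected in 12 of 706 cells.

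The authors deposited unnormalized counts of unique molecular identifiers (UMIs) for 48397 genes and 92 ERCC spike-ins in the 960 wells, with a table of the cells kept after quality control. The plates held 43 to 87 of these cells. Total UMIs per cell ranged from 50646 to 1078101, with a median of 128672 and a median of 5206.5 genes detected. The authors' total was lower than the sum of the deposited counts in each cell. In all 706 cells the difference was matched exactly, for UMIs and for genes, by subtracting from each gene the mean plus 2 SD of its UMIs in 4 control wells of the plate, rounded up. The paper's text does not describe this step, and the rule was chosen from the values, after other formulas had been tried without a match, over 350 to 980 combinations of wells and formulas on each plate. It removed a median of 0.318% to 0.987% of a cell's UMIs, depending on the plate. Counts are used as deposited unless the subtraction is named.

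The plate median of UMIs per cell was 243700 ± 40080 (SD, n = 4) on the Q plates and 88220 ± 20820 (SD, n = 6) on the AL and JM plates (exact two-sided permutation test over plates, p = 0.00476, the smallest that 4 plates against 6 allow, and 0.00952 after Benjamini-Hochberg adjustment over 10 measures). The median number of genes per cell was 4987 ± 450.0 (SD, n = 4) and 5290 ± 440 (SD, n = 6) on these plates (exact permutation p = 0.314, adjusted 0.349). Spike-ins found in 2% to 25% of a plate's cells gave the number of UMIs counted per captured molecule, taking capture as a Poisson process. This number was 29.5 ± 2.83 (SD, n = 4) on the Q plates and 5.49 ± 2.48 (SD, n = 6) on the others (exact permutation p = 0.00476, adjusted 0.00952), so that a count of several UMIs did not stand for as many molecules. The confidence intervals given with shares of cells are exact Clopper-Pearson intervals at 95% and cover counting error only. As checks of the samples, *Xist* was found in 5 cells with at most 1 UMI, and *Ddx3y* in 418 cells, from mice that the methods describe as male.

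**Figure D1:**
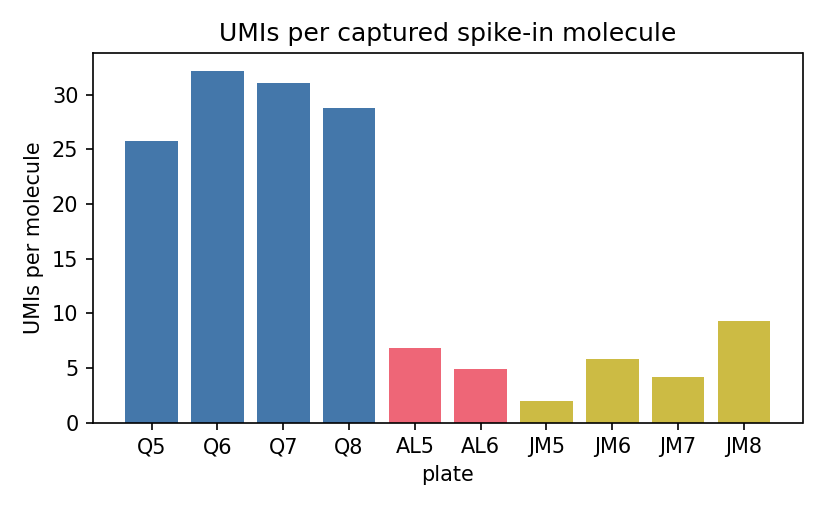
UMIs counted per captured spike-in molecule (vertical axis) on each of the 10 plates (horizontal axis), as the median over the spike-ins used, with bars coloured by plate prefix. The Q plates lie between 25.8 and 32.2 and the AL and JM plates between 1.98 and 9.26.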

We used scRNA-seq to transcriptionally profile 706 manually picked PVH cells from 10 animals. 

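The authors' table gives each cell a cluster number from 1 to 15, and the legend of fig. S1 sets clusters 5, 6 and 11 aside as non-PVH neurons. The other 12 clusters held 664 cells, with 221 in cluster 1 and 16 in cluster 13. Their shares of a plate's PVH cells were compared between the Q plates and the AL and JM plates. Of the 12 clusters, 6 passed an adjusted p of 0.05 (exact two-sided permutation tests over 4 and 6 plates). Cluster 2 held 15.6% ± 6.87 (SD, n = 4) of the cells on the Q plates and 1.20% ± 1.95 (SD, n = 6) on the others (exact permutation, adjusted p = 0.0143), and 48 of its 53 cells came from Q plates. Cluster 8 took 13.1% ± 7.30 (SD, n = 4) and 0.505% ± 1.24 (SD, n = 6) (exact permutation, adjusted p = 0.0143). Clusters 3, 4, 12 and 13 were lower on the Q plates, which held 1 cell of cluster 3 and none of clusters 4, 12 and 13. Cluster 1 did not differ detectably, with 34.8% ± 15.0 (SD, n = 4) and 30.3% ± 17.2 (SD, n = 6) (exact permutation, adjusted p = 0.738). Which animals the plates of a prefix came from is not stated in the paper's text. Differences between batches and between animals therefore cannot be told apart here. The shares also depend on which wells were kept. Of 121 wells left out of the table with at least 5000 UMIs, 110 lay on AL and JM plates. Of the 121, 33 were assigned to cluster 10 and 27 to cluster 15, against 1 to cluster 2 and 4 to cluster 8.

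To see whether a cell's cluster could be read from other plates, each plate was left out in turn and its cells were assigned to the cluster with the most highly correlated mean profile (Pearson's r of log2(CPM + 1) over the 2000 most variable genes of the remaining plates). The deposited cluster was recovered for 561 cells, or 84.5%. Over the plates this share was 83.9% ± 4.96 (SD, n = 10). With the cluster labels of the training plates shuffled 100 times, 22.7% to 38.4% were recovered, and the largest cluster alone holds 33.3% of the cells. Assignment by 15 nearest neighbours recovered 76.5%. In simulated cells of 12 types the correlation recovered 97.7% and the neighbours 36.1%. In cluster 1, 97.3% of the cells were recovered. In cluster 4, 8 of 22 cells were recovered and 14 were assigned to cluster 3, and in cluster 15 the share was 41.7%, with 18 of 60 cells assigned to cluster 14. The deposited clusters were made from all plates together, so the plate left out had taken part in defining them. Other plates of the same batch stayed among the training plates, and no batch was left out as a whole. For clusters found almost only in 1 batch, differences between batches could therefore have helped recovery. The shares do not show recovery from another batch.

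**Figure D2:**
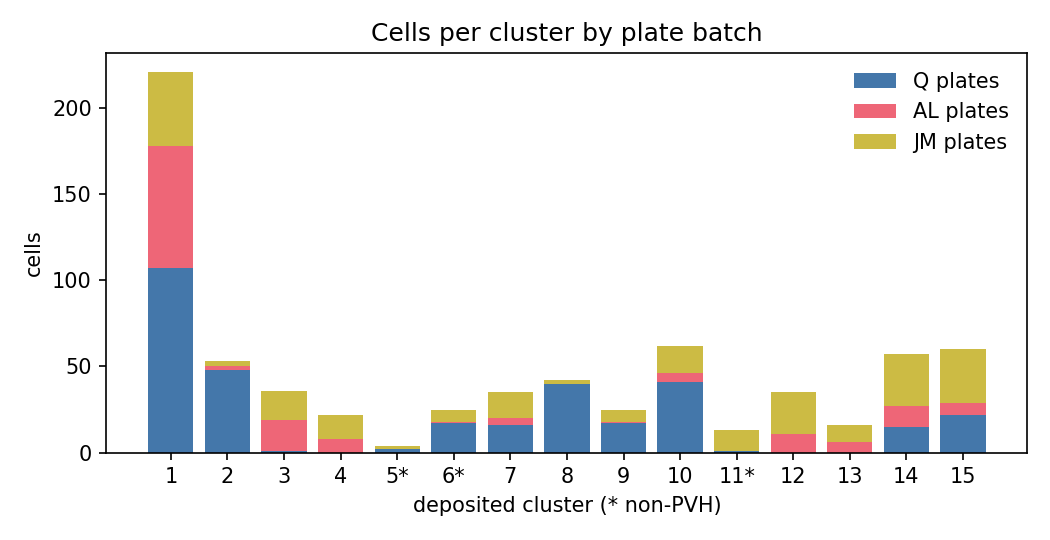
Number of cells (vertical axis) in each deposited cluster (horizontal axis, with an asterisk for non-PVH clusters), stacked by plate prefix. Clusters 2 and 8 consist mostly of cells from Q plates, and clusters 4, 12 and 13 of cells from AL and JM plates.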

We applied iterative unsupervised clustering (8) to group cells into 12 molecularly defined cell types within the PVH (fig. S1A). Differentially expressed marker genes for these clusters included canonical PVH neuropeptides: oxytocin (*Oxt*), vasopressin (*Avp*), corticotropin-releasing hormone (*Crh*), thyrotropin-releasing hormone (*Trh*), somatostatin (*Sst*), proenkephalin (*Penk*), and prodynorphin (*Pdyn*). 

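For each PVH cluster the UMIs of its cells were summed per plate and set against the sum over the other PVH clusters of that plate, with at least 3 cells in each sum (edgeR's quasi-likelihood test with the plate as a block, adjusted p by Benjamini-Hochberg over the genes tested). The clusters were drawn from these cells, so an adjusted p is not independent evidence that a cluster exists. *Oxt* was highest in cluster 1, at 70900 ± 23160 CPM (SD, n = 10 plates) against 2125 ± 1882 in the other clusters, a log2 fold change of 5.57 (standard error 0.72, edgeR adjusted p = 0.000813). *Avp* was highest in cluster 2, with a log2 fold change of 4.50 (standard error 0.41, edgeR adjusted p = 0.00332, 5 of 5 plates), and was also higher in cluster 3 by 3.12. In cluster 4 *Avp* was higher by 3.56 in 5 of 5 plates, at 50800 ± 16920 CPM (SD, n = 5 plates) against 5883 ± 5701, without passing over all genes (edgeR adjusted p = 0.124; 0.00423 over the neuropeptide list). *Crh* was higher in cluster 10 by a log2 fold change of 5.14 (standard error 0.50, edgeR adjusted p = 0.00223, 7 of 7 plates) and in cluster 14 by 2.33. *Sst* reached 14690 ± 10350 CPM (SD, n = 8 plates) in cluster 7, a log2 fold change of 6.48 (edgeR adjusted p = 0.0163). *Pdyn* was higher in clusters 2, 3 and 4, by log2 fold changes of 1.98, 1.35 and 1.97. *Trh* was higher in cluster 9 by a log2 fold change of 4.04 (standard error 0.51, edgeR adjusted p = 0.0296, 4 of 4 plates), and passed in 4 of 10 other settings, with an adjusted p of 0.274 without a filter on low counts. *Penk* was highest in cluster 14, at 1235 ± 945 CPM (SD, n = 8 plates) against 87.9 ± 68.8, higher in 7 of 8 plates, but did not pass the threshold there (log2 fold change 3.67, standard error 1.15, edgeR adjusted p = 0.141). The adjusted p for *Penk* was 0.00120 with DESeq2 and 0.025 without the plate as a block. Of the 84 tests of a neuropeptide gene in a cluster, 54 passed when adjusted over all genes tested and 68 when adjusted over the list alone, in both directions, and the study chose this list on the same cells. Of the 7 genes, 6 were higher in at least 1 cluster. With the plates left out in turn, the log2 fold change of *Oxt* stayed between 5.26 and 5.87, and that of *Trh* between 3.58 and 4.48 with 2 of 4 fits past the threshold.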

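Each PVH cluster was put in a class by a neuropeptide gene. This was the gene detected in over 40% of its cells whose mean CPM stood highest relative to the other clusters. The rule was set here and not taken from the paper, whose classes may differ. By this rule clusters 1 and 12 formed an *Oxt* class, clusters 2 and 3 an *Avp* class, clusters 10 and 13 a *Crh* class, clusters 7 and 8 an *Sst* class and clusters 9 and 15 a *Trh* class, while clusters 4 (*Pdyn*, although *Avp* is also high there) and 14 (*Penk*) stood alone. Clusters 4 and 14 therefore entered no comparison within a class, so cluster 4 was not compared with clusters 2 and 3. The ratio was 1.79 for *Oxt* in cluster 12, at 13230 CPM, and 3.28 for *Crh* in cluster 13. Against the other clusters of the same plates, the class gene did not pass as higher in 5 clusters: *Oxt* in cluster 12 (log2 fold change -0.91, higher in 2 of 6 plates; edgeR adjusted p = 0.528), *Crh* in cluster 13 (0.53, higher in 2 of 3 plates; edgeR adjusted p = 0.977), *Sst* in cluster 8 (2.71, higher in 4 of 4 plates; edgeR adjusted p = 0.463), *Trh* in cluster 15 (2.98, higher in 7 of 8 plates; edgeR adjusted p = 0.395) and *Penk* in cluster 14. With adjustment over all genes tested, the class of these 5 clusters rests on the ratio. Adjusted over the neuropeptide list alone, *Sst* in cluster 8 (edgeR adjusted p = 0.0417) and *Penk* in cluster 14 (edgeR adjusted p = 0.0192) passed. *Oxt* in cluster 12, *Crh* in cluster 13 and *Trh* in cluster 15 did not. Glutamic acid decarboxylase 2 (*Gad2*), reelin (*Reln*), netrin G1 (*Ntng1*) and neuropeptide Y receptor type 1 (*Npy1r*) were tested between the clusters of each class in a fit of 73 sums of UMIs per plate and cluster, with the plate as a block. Of the 20 tests, 7 passed (edgeR's quasi-likelihood test, adjusted over the 20). In cluster 12, *Reln* was 182.5 ± 98.3 CPM (SD, n = 6 plates) and *Ntng1* 162.8 ± 80.1 CPM, against 0.914 ± 2.19 and 0.913 ± 1.49 CPM in cluster 1 (SD, n = 10 plates). Their log2 fold changes were 7.55 (standard error 0.81, edgeR adjusted p = 2.83e-12) and 8.42 (standard error 1.04, edgeR adjusted p = 4.40e-11). In cluster 13, *Gad2* was higher than in cluster 10 by a log2 fold change of 5.52 (standard error 1.54, edgeR adjusted p = 0.00258), and *Npy1r* was 90.4 ± 15.6 CPM (SD, n = 3 plates) against 0.145 ± 0.248 (SD, n = 7 plates; log2 fold change 8.98, edgeR adjusted p = 6.77e-05). In cluster 15, *Reln* was higher than in cluster 9 by 8.62 on the log2 scale (standard error 1.39, edgeR adjusted p = 3.00e-07). *Npy1r* passed between clusters 9 and 15 (edgeR adjusted p = 0.0111) and between clusters 2 and 3 (edgeR adjusted p = 0.0246), where it rested on 78 UMIs against 0 and on 10 UMIs against 0, and the latter 10 UMIs all lay on plate JM6. Clusters 2 and 3 came almost entirely from different plate batches. Between clusters 7 and 8 no gene passed, and *Npy1r* was 143 ± 74.4 CPM (SD, n = 8 plates) and 48.9 ± 27.4 CPM (SD, n = 4 plates; edgeR adjusted p = 0.202). *Gad2* came closest there, higher in cluster 8 by a log2 fold change of 5.21 (edgeR adjusted p = 0.0550), and passed in 7 of 19 other settings. With sums of at least 5 cells 3 of 16 tests passed, and without a filter on low counts 11 of 20. In simulated sums, 53.5% of genes made 16 times higher in cluster 13 were found.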

Within these broad classes, clusters were further divided into subgroups based on the expression of additional marker genes: glutamic acid decarboxylase 2 (*Gad2*), reelin (*Reln*), netrin G1 (*Ntng1*), and neuropeptide Y receptor type 1 (*Npy1r*) (fig. S1B). 

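Detection in a cell meant at least 1 UMI. *Sim1* was detected in 59.9% of the PVH-cluster cells (95% interval 56.1% to 63.7%), or 60.2% ± 7.87 (SD, n = 10 plates). Among the PVH clusters its share was lowest in cluster 9, in 8 of 25 cells (32.0%; 20.0% at 3 UMIs or more, and 1 of 8 cells or 12.5% on the AL and JM plates alone), and highest in cluster 3, in 30 of 36 cells (83.3%). In the non-PVH clusters 5, 6 and 11 it was found in 2 of 42 cells (4.76%, 95% interval 0.582% to 16.2%). Within the 9 plates that held both kinds of cluster, *Sim1* was detected in 56.6 points more of the PVH cells (SD 11.1, higher in 9 of 9 plates, exact two-sided permutation test, p = 0.00391, adjusted 0.0117 over 3 genes). These plates counted equally, although AL5 and JM7 held 1 non-PVH cell each and Q8 and JM5 held 2 each. *Slc17a6*, the gene of Vglut2, was detected in 80.4% of the PVH-cluster cells (95% interval 77.2% to 83.4%), from 60.4% in cluster 2 to 96.5% in cluster 14. It was found in none of the cells of clusters 5 and 6 and in all 13 cells of cluster 11. Within plates its share was 45.6 points higher in the PVH clusters (SD 38.4, higher in 7 and lower in 2 of 9 plates, exact permutation p = 0.0156, adjusted 0.0234). The 2 plates with a lower share were JM5 and JM7, whose only non-PVH cells, 2 and 1, belonged to cluster 11. *Slc32a1*, the gene of Vgat, had no UMI in any of the 664 PVH-cluster cells, which allows a share of up to 0.452%. In the smallest of these clusters, with 16 cells, a count of 0 allows a share of up to 18.75%. *Slc32a1* was found in 2 of 4 cells of cluster 5, 12 of 25 of cluster 6 and none of cluster 11. Its share within plates differed by -27.8 points between PVH and non-PVH clusters (SD 31.9, lower in 6 of 9 plates; exact permutation p = 0.03125, adjusted 0.03125). The same test gave -22.8 points when at least 3 UMIs were asked for, where 5 plates differed and the exact permutation p could not fall below 0.0625. On the AL and JM plates alone, *Slc17a6* was lowest in cluster 2, in 1 of 5 cells (20.0%).

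**Figure D3:**
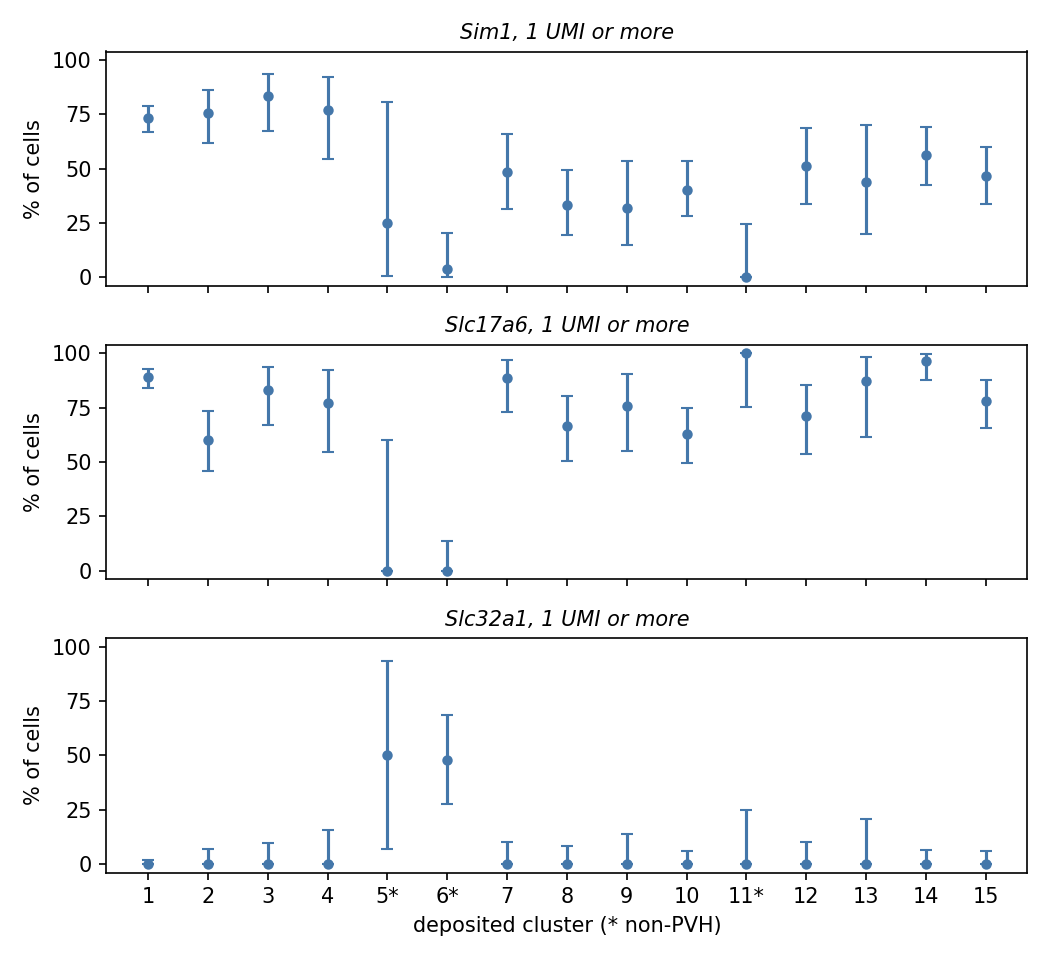
Share of cells in percent (vertical axes) with at least 1 UMI of *Sim1*, *Slc17a6* and *Slc32a1* in each deposited cluster (horizontal axis, with an asterisk for non-PVH clusters). Points are shares over all cells of a cluster and bars are exact 95% intervals; *Slc32a1* lies at 0 in each PVH cluster.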

All PVH clusters expressed *Sim1*, contained the excitatory neuron marker *Vglut2* (*Slc17a6*), and lacked the inhibitory neuron marker *Vgat* (*Slc32a1*). This targeted, deep-sequencing approach provides a combinatorial set of marker genes for molecularly defined cell type assignment.

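The 11 marker genes with *Slc17a6*, the panel taken on to FISH, were also used by themselves to assign cells of a left-out plate to the deposited PVH clusters. They placed 72.9% of the cells in their own cluster, or 72.0% ± 8.20 over the plates (SD, n = 10), and 73.3% with nearest neighbours in place of the correlation. The share was 95.5% in cluster 1, 88.0% in cluster 9 and 82.9% in clusters 7 and 12. None of the cells of cluster 4 was placed in it, 18.3% of those of cluster 15 were, and 44.4% of those of cluster 3. These shares are from the correlation and moved in both directions with nearest neighbours. With neighbours they were 97.7% in cluster 1, 76.0% in cluster 9, 80.0% in cluster 7 and 62.9% in cluster 12. They were 0% in cluster 4, 31.7% in cluster 15 and 58.3% in cluster 3. Here too, other plates of the same batch stayed among the training plates. From the markers of its clusters, the paper states that targeted, deep sequencing gives a set of genes whose combinations assign cells to molecularly defined types.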

#### 12-plex FISH in PVH

We mapped the spatial and coexpression pattern of these 11 differentially expressed genes plus *Vglut2* by performing four rounds of three-plex FISH from two mice in PVH subregions separated by 280 mm: the anterior PVH (aPVH, 1394 cells), middle PVH (mPVH, 1855 cells), and posterior PVH (pPVH, 1263 cells) (Fig. 2A). This was achieved by developing new methods for stripping fluorescently labeled probes, aligning individual cells in three dimensions across multiple rounds of FISH using 4′,6-diamidino-2-phenylindole (DAPI) fluorescence, as well as generalizable methods for three-dimensional (3D) segmentation of cell boundaries (figs. S2 to S4; see the materials and methods).

We observed marker gene enrichment in different PVH subregions (Fig. 2B): Two genes (*Gad2 and Ntng1*) were significantly enriched in aPVH, three genes (*Vglut2*, *Crh*, and *Avp*) were significantly enriched in mPVH, and nine genes (*Vglut2*, *Gad2*, *Npy1r*, *Crh*, *Reln*, *Ntng1*, *Pdyn*, *Oxt*, and *Avp*) were significantly enriched in pPVH. Pairwise gene coexpression also differed based on anterior-posterior position (fig. S5). For example, a majority of *Crh* cells coexpressed *Npy1r* in pPVH (75%) but considerably less in mPVH (30%) and aPVH (35%).

We determined the proportions of PVH cells in situ that expressed 0 to 12 of the marker genes (Fig. 2C). Coexpression (more than two genes) was common (81% of cells), and the mode was three genes. Unsupervised hierarchical clustering of gene expression profiles from these 4512 PVH cells resulted in 13 transcriptional clusters (Fig. 2, D to F). The spatial distribution of these molecularly defined cell types was largely intermingled but some well-organized patterns were apparent (Fig. 2G; fig. S6, A and B; and table S1). Expression levels of the marker genes were distributed continuously, with strong rightward skew and high variance (Fig. 2H). Clustering implicitly thresholded gene coexpression relationships, and most FISH clusters (12/13) were dominated by high expression of one gene (Fig. 2E). FISH clusters were correlated with the scRNA-seq dataset (fig. S6, C and D). Likewise, scRNA-seq clusters were represented in the FISH dataset (fig. S6, E to G) and mapped to different regions of the PVH (fig. S6G).

#### CaRMA imaging

To record PVH neuronal dynamics, we expressed GCaMP6m in PVH neurons without regard to neuronal subtypes. A thin gradient refractive index (GRIN) lens was implanted into the PVH (Fig. 3A). Volumetric two-photon calcium imaging was acquired from PVH neurons under the GRIN lens (range: 80 to 240 μm) in a head-fixed behaving mouse (Fig. 3B). We performed a set of calcium-imaging experiments involving eating during hunger, drinking water during thirst, hedonic eating (ad libitum fed, palatable food), fear retrieval (movie S1), and hormone-induced hunger (ghrelin) or energy surfeit (leptin) sequentially over 10 days (fig. S7). Subsequently, the brain was removed and sectioned.

To register the GCaMP-expressing neurons in the ex vivo–sectioned brain to the in vivo image volume, the sections below the GRIN lens were imaged by confocal microscopy. Because the GRIN lens introduced multiple optical distortions, we characterized these aberrations and transformed the in vivo image volume coordinates to the view obtained by confocal imaging in ex vivo tissue sections (fig. S8). For a successful in vivo ↔ ex vivo alignment, it was crucial to correct field curvature introduced by the GRIN lens (fig. S8, C, D, F, and J), as well as the nonlinear relationship between sample position and objective lens position (fig. S8, H and J) and depth-dependent magnification changes (fig. S8, C, D and I). After correcting for these aberrations (Fig. 3C and fig. S9A), we found neurons with distinctive shapes in the two-photon–imaging volume (neurons 1 to 3 in Fig. 3D; neurons 1, 2, 4, and 35 in fig. S9B) that could be recognized in the ex vivo confocal images. We used these neurons as starting points to match the surrounding neurons imaged in vivo and ex vivo with 96% correspondence between two independent observers. Most of the neurons (89.3%, 334/374) imaged in vivo could be found in the brain slices, and 95.5% (319/334) of the aligned neurons could be tracked across the entire sequence of experiments (Fig. 3D and fig. S9B).

After matching neurons between the in vivo and ex vivo image spaces, we quenched GCaMP6m with acidic buffer (34) and performed four rounds of three-plex RNA-FISH (Fig. 3E and fig. S9C). We developed a non-rigid 3D registration pipeline for the GCaMP-expressing brain slices across multiple rounds of processing (fig. S10). Calcium dynamics of individual neurons during multiple behaviors were extracted from the in vivo image volumes (fig. S11), along with the corresponding molecular profiles for each neuron acquired from ex vivo tissue sections (Fig. 3F and fig. S9D). These computational and image analysis tools are available online (see “Data and materials availability” in the Acknowledgments).

#### PVH ensemble activity across 11 behavioral states

We recorded calcium dynamics of 319 neurons from three mice in the same portion of the pPVH (fig. S12) during all behaviors. We segmented the behavioral tasks into 11 behavioral states (fig. S7). These behavioral states could be well separated by unsupervised clustering of the recorded PVH neural activity patterns (Fig. 4A).

#### Labeled-line coding

First, we investigated whether this PVH ensemble showed evidence for labeled-line coding of behavioral states irrespective of any gene expression information. A labeled-line neuron was defined as specifically activated or inhibited in one state but not in other states. We searched for the maximum number of labeled-line neurons among all *k* combinations of 11 behavioral states (Fig. 4B). Although selectively tuned neurons were evident with comparison of a small number of behavioral states, the number of neurons showing apparent labeled-line coding was dependent on the number of behavioral states examined (Fig. 4C). Beyond six behavioral statessss, there were no selective neurons for each state. Moreover, the proportions of neurons selective for each behavioral state were statistically greater than chance for not more than four states (Fig. 4B). We also considered the possibility that grouping similar states might make labeled-line coding more apparent. States were grouped into “state classes” either subjectively based on ideas about behavioral similarity (fig. S13A) or systematically based on PVH neuronal response similarity metrics for unsupervised clustering (Fig. 4A). However, grouping further reduced performance of the labeled-line model (Fig. 4D and figs. S13 and S14). Examining a small number of behavioral states might thus lead to the erroneous conclusion that a set of neurons is involved in highly selective labeled-line coding. Although the labeled-line configuration cannot be excluded for some brain functions, labeled-line coding is poorly scalable.

#### Molecularly defined neural ensemble responses

Next, we used unsupervised clustering of gene expression profiles to group the PVH neurons into 11 molecularly defined clusters (MCs) (Fig. 5, A to C; see the materials and methods) so that we could evaluate the activity patterns in molecularly defined cell types across 11 behavioral states. Although GCaMP expression was not observed in *Oxt-* or *Avp*-expressing neurons because of adeno-associated virus tropism (fig. S15), these 11 MCs were consistent with cell types clustered from FISH-only pPVH tissue (fig. S16). Spatially, these molecularly defined cell types were intermingled, primarily in the medial parvicellular and lateral parvicellular subdivisions of the pPVH (Fig. 5, D and E).

#### Response purity within molecular clusters

If cell type information is important to encode a behavioral state, then we expected that neurons within a molecularly defined type, grouped solely using gene expression information, should respond similarly in that state. When we looked at MC5-Crh neurons in response to hedonic eating and fear retrieval, we found that neurons within this cluster responded similarly. By contrast, MC8-Penk neurons showed highly heterogeneous responses in these states (Fig. 5F). Thus, molecularly defined neurons do not necessarily respond similarly in all behaviors and may be tuned to only some behavioral states.

We quantified the similarity of neuronal responses within each cell type cluster using linear purity (fig. S17; see the materials and methods). During fear cue presentation, MC5-Crh had high purity (approaching 1), whereas MC8-Penk had low purity (close to zero; Fig. 5F). Cell types with purity >0.5 can be considered to respond similarly (fig. S17). Next, we defined a metric called “consistent-response”, which weights cell type activity by the response purity (Fig. 5F and fig. S17). A high consistent-response molecularly defined cell type is composed of neurons that respond strongly to a stimulus with similar temporal dynamics. Low consistent-response cell types have either low purity (a diversity of responses) or low response magnitude in a behavioral state (fig. S17).

#### Combinatorial molecularly defined cell type tuning to behavioral states

We computed the temporal maximum of consistent-responses and purities of each cell type in 11 behavioral states (Fig. 5H and fig. S18, B and C). In the consistent-response map, some cell types responded differently to individual behavioral states, whereas others were similarly tuned across multiple states. MC8-Penk neurons, which had relatively low response and low purity during fear, showed higher purity activation after injection of the hormone ghrelin. This demonstrates that molecularly defined neurons are tuned to respond similarly in some behaviors but not others. The purity of the molecularly defined cell types resulting from unsupervised clustering of multiple genes produces significantly higher response purities than when cells are grouped by expression of a single gene (fig. S19, A to C). The high purity activation response to food consumption of MC5-Crh neurons that highly express *Crh* and coexpress *Vglut2* and *Npy1r* in the pPVH is opposite to the inhibitory response reported by low-resolution, multineuron fiber photometry measurements of all CRH neurons in the PVH, although both methods give the same response to fear-inducing stimuli (35, 36). However, low-expressing *Crh*^+^/*Vglut2*^+^/*Npy1r*^−^ neurons in the pPVH were inhibited in response to food ingestion (fig. S20), and this cell type is more prevalent in the mPVH (fig. S20, F and G), which is the major target region in the reported photometry experiments (35, 36). Thus, CaRMA imaging is a powerful platform for systematically discovering the relationship between cell types defined by multiple gene markers and their response consistency in different behavioral states.

The consistent-response map shows the relationships between molecularly defined cell type activity patterns for behavioral state coding (Fig. 5H). From these data, it is apparent that behavioral state is not represented by a single molecularly defined cell type (fig. S19D). Instead, the consistent-response pattern indicates combinatorial coding. What is different from previous views of hypothalamic circuits is that behavioral state is encoded by the different combinations, magnitudes, and temporal dynamics of cell type activity patterns. For example, MC5-Crh and MC6-Pdyn showed similar consistent-responses during hunger eating, drinking, and hedonic eating (absolute differences ≤0.18; Fig. 5H), but their temporal response profiles were significantly different (Fig. 5G). MC5-Crh neurons ramped to maximum magnitude, whereas MC6-Pdyn neurons responded more quickly to the ingested stimuli (Fig. 5G). Similarly, the return to baseline after withdrawing food, water, or the offset of the fear retrieval cue was slower for MC5-Crh (fig. S18A). Although these cell types have similar consistent-response measures, their different temporal dynamics indicate distinct functions for encoding behavioral states, as is also the case for other cell types (fig. S18A).

### Decoding behavioral states with molecularly defined cell types

#### Individual cell type coding

CaRMA imaging enabled us to investigate whether behavioral states can be quantitatively decoded from the PVH ensemble dynamics of molecularly defined cell types. Because cell type encoding of behavioral states has been traditionally examined either one cell type at a time (37–39) or was used without regard to cell type (2, 3, 40), we first examined the decoding performance of individual molecularly defined cell types to distinguish 11 behavioral states.

We used multinomial logistic regression classification to determine the overall performance of predicting behavioral states from the temporal dynamics of single neurons without regard to cell type (All) as well as from singlssse neurons of known cell types (Fig. 6A; see the materials and methods). Single neurons from several cell types showed decoding performance superior to a classifier trained using all neurons without regard to cell type (Fig. 6B and fig. S21A). The decoding accuracy from the dynamics of MC5-Crh neurons was the highest (Fig. 6B), and the confusion matrix for behavioral state decoded by MC5-Crh neurons showed perfect decoding of the ghrelin-induced hunger state and high decoding performance for fear retrieval (Fig. 6C). MC5-Crh neurons showed significantly different response amplitude and sign across several behavioral states (Fig. 6D), which explained the high decoding performance. However, our analysis also showed that individual cell types in the PVH are insufficient to decode many behavioral states.

#### Grouped-ensemble cell type ensemble coding

CaRMA imaging enables the activity of many cell types to be imaged simultaneously in the same animal. This permitted us to test models of behavioral state coding using an ensemble of molecularly defined cell types (Fig. 1C) or, alternatively, an ensemble of neurons in which molecularly defined cell type information was ignored (Fig. 1B). We trained a classifier on an ensemble of molecularly defined cell types model by randomly choosing one cell’s activity trace from each of 10 molecularly defined cell types and concatenating them into 10-cell ensembles for each behavioral state (repeated 100 times with replacement), followed by multinomial logistic regression for 11 behavioral states using 10-fold cross-validation (accuracy: 93.13 ± 0.02%, Fig. 6, E and F; see the materials and methods). With molecularly defined cell type information, 11 different behavioral states could be accurately decoded with the combinatorial responses of only 10 PVH neurons, one from each of the 10 cell types. This was significantly higher decoding accuracy (*P* = 0; Fig. 6G) than a neural ensemble that ignores molecularly defined cell type information by randomly assigning neurons into dummy cell types (fig. S21B).

We also examined the effect of adjusting the hierarchical molecularly defined cell type clustering threshold on behavioral state decoding. Purity and decoding accuracy generally increased with the number of molecular clusters (figs. S22 and S23). Although grouped-ensemble coding was supported with a range of clustering thresholds, this approach involves “peeking” at the functional responses to supervise molecular clustering. Because our objective was to evaluate the predictive value of molecular information on functional and behavioral responses, we proceeded using the unbiased determination of 11 MCs in the pPVH ensemble (to avoid circular logic). Taken together, our findings support a grouped-ensemble coding strategy used by molecularly defined PVH neurons (Fig. 1C).

#### Cell type ensemble response-decoding diagrams

To reveal the relative contributions of different molecularly defined cell types to grouped-ensemble coding (Fig. 1C) for different behavioral states in the PVH, we used the multinomial regression coefficients and the consistent-response measurements to generate cell type response-decoding diagrams for each behavioral state (Fig. 6, H to K, and fig. S24). In these diagrams, cell type consistent-responses are weighted by each cell type’s contribution to decoding accuracy and quantitatively summarized across multiple behavioral states. MC5-Crh and MC6-Pdyn neurons had large consistent-responses in several behavioral states (23, 35, 36). These neurons were activated by negative and positive stimuli, indicating an unexpected general role for encoding salience of diverse stimuli in a variety of different states. Other molecularly defined cell types, such as MC8-Penk and MC10-Trh neurons, contributed substantial weights for distinguishing behavioral states (Fig. 6, H to K, and fig. S24C). For example, food withdrawal (Eat-Aft) in hunger elicited a transient inhibitory response in MC10-Trh after spout retraction that transitions to a prolonged activated response, which was not observed after removing water in thirst (Drink-Aft) (fig. S25A). This contributes to behavioral state coding (fig. S25B) and is also consistent with past work indicating that TRH neurons project to the arcuate nucleus and activate hunger-associated Agouti-related peptide (AGRP) neurons (22). By contrast, most MC8-Penk neurons showed prolonged inhibition after food withdrawal in hunger but only transient inhibition after drinking in thirst (fig. S25, C and D). More generally, these response-decoding diagrams show a functional organization in the pPVH, with major branches associated with the sign and amplitude of broadly tuned MC5-Crh and MC6-Pdyn neurons and individual twigs associated with a more selective combinatorial code of cell types that distinguish behavioral states.

#### Gene expression prediction of ensemble functional responses

Grouped-ensemble coding relies on similar responses from the neurons that make up a cell type, thereby simplifying the neural ensemble to component cell types instead of the much larger total number of cells. Consistent-response maps also indicate higher-level organization based on similar responses between groups of cell types. For example, MC5-Crh and MC6-Pdyn show similar response tuning to multiple behavioral states. By contrast, MC8-Penk typically responds oppositely to these cell types (Figs. 5H and 6, H to K, and fig. S24C). Thus, different molecularly defined cell types may have coordinated activity patterns that comprise hierarchical functional groupings in the neural ensemble. This raises the second major question: Do differentially expressed genes map to functional response types in the neural ensemble?

We aimed to identify optimal combinations of genes that best predict the functional response classes within the neuronal ensemble. Moreover, neurons have complex dynamics during behaviors, so we assessed the temporal window over which molecular markers offer useful predictive information about functional responses.

#### Differential gene expression in functional clusters

For each behavioral state, we grouped all neurons on the basis of their neuronal response dynamics into functional clusters (FCs) by unsupervised hierarchical clustering (Fig. 7, A and B, and fig. S26). Two FCs emerged for each behavioral state associated with primarily activated (Act-FC) or inhibited (Inh-FC) neurons. We first examined how functional clustering segregates neuron gene expression profiles.

A subset of gene expression profiles specifically segregated with functional response clusters (Fig. 7, A to C, and fig. S26). We performed differential gene expression analyses between the two FCs in each behavioral state (fig. S27A), which was measured by either the *P* value of the expression-level difference or by the ratio of expression level between FCs (Fig. 7D and fig. S27B). *Npy1r* was significantly enriched across 11 behavioral states and was ranked as the first or second enriched gene by *P* value. *Crh* and *Pdyn* were significantly enriched in eight and nine behavioral states, respectively. Moreover, if *Npy1r*, *Pdyn*, and *Crh* were enriched for a behavioral state, then they were found in the same FC because of partial coexpression in the same cells. For example, *Npy1r*, *Pdyn*, and *Crh* were enriched in the Act-FC for Eat-Hed (hedonic) and Fear states. By contrast, the Inh-FC was enriched with neurons expressing *Penk*. We also examined combinations of molecularly defined cell types within FCs in each behavioral state. For most behavioral states (eight of 11 states), activated or inhibited FCs also showed significant enrichment of cell types (fig. S28). The cell types with the highest FC selectivity were MC5-Crh and MC6-Pdyn, which also showed high consistent-responses in most behavioral states (Fig. 5H). These gene and cell type enrichment analyses demonstrated a strong association between neuron function during behavior and the molecular profile of individual neurons. However, this analysis lacks useful metrics for ranking the predictive power of gene expression for functional response class, and it does not define the optimal set of marker genes for predicting responses across the neural ensemble.

#### Gene expression prediction of FCs

We therefore determined the best gene combinations for predicting neuron functional response classes in each behavioral state (Fig. 8A). We used supervised machine learning to predict the FCs of individual PVH neurons solely by their gene expression profiles with a logistic regression classifier (Fig. 8B; see the materials and methods). Three normalized features represented the expression level of each gene (figs. S29 and S30A). This approach does not binarize gene expression by thresholding. Instead, it explicitly incorporates the broad continuous distribution of gene expression levels that we found (Fig. 2H) as the independent variables in the predictive model. Sequential forward feature selection (SFFS) determines the most predictive individual gene for FC classification and sequentially adds the next most predictive gene until predictive accuracy no longer increases. This approach identified optimal gene sets that best predicted the functional response class while minimizing the contribution of redundant gene coexpression information (Fig. 8C and fig. S30, B to D). We compared the predictive power of the molecular profiles for functional response class with the 95th percentile of predictive accuracies after shuffling the relationship between gene expression of individual neurons and their FCs (Fig. 8, C and D, and fig. S30B). The two behavioral states during which neuronal ensemble response could be best predicted by gene expression profiles were during ghrelin-induced hunger [accuracy: 73%, area under the receiver-operating characteristic (auROC): 0.784, *P* = 0) and fear retrieval (accuracy: 69.9%, auROC: 0.745, *P* = 0) states. The lowest predictive accuracy was for saline injection (accuracy: 62.1%, auROC: 0.570, *P* = 0.0005) (Fig. 8D and fig. S30D).

#### Predictive contribution of individual genes

Combinations of genes always had higher predictive power for functional response class than single genes (fig. S30B). In addition, for all behavioral states, the optimal accuracies from the first round of SFFS (SFFS1) with just two to six genes were higher than the accuracies predicted with all genes (Fig. 8C). This showed that a subset of genes provided higher prediction performance than the whole set of genes (41). Next, we quantitatively assessed and ranked the predictive accuracy of single genes for FCs across 11 behavioral states. *Pdyn*, *Npy1r*, or *Crh* showed the highest predictive power in the first round for all behavioral states. *Npy1r* was always in the optimal gene set from SFFS1 in all behavioral states. Moreover, *Npy1r* expression strongly predicted fear-activated neurons. We determined the roles of individual genes within the optimal gene set to improve prediction performance by measuring the average coefficients of those genes from logistic regression (Fig. 8C). For ghrelin-induced hunger, SFFS1 showed an additive relationship for *Npy1r* and *Pdyn* prediction of the inhibited functional response class (Fig. 8C). Both genes have been previously associated with appetite control by the PVH (42). For food consumption during hunger (Eat-Hng), *Pdyn* and *Npy1r* predicted the activated response type, whereas the inhibited response class was predicted by *Trh* and *Penk* (Fig. 8C). For fear retrieval, *Npy1r* and *Crh* best predicted activated neurons and *Penk* predicted fear-inhibited neurons (Fig. 8C).

Multiple rounds of SFFS (mSFFS; see the materials and methods) revealed genes that could compensate for the removal of the most predictive gene from the previous rounds (fig. S30B). This indicated that the most predictive genes could be largely compensated by combinations of additional genes in subsequent rounds. For example, *Pdyn* was most predictive during Eat-Hng, but this predictive accuracy was largely replaced by *Crh* in round 2 and *Npy1r* in round 3 of mSFFS, and we found that *Npy1r* neurons coexpressed *Pdyn* and *Crh* in a hierarchical relationship in pPVH (fig. S30, E and F). Consistent with this, *Npy1r* showed statistically significant predictive power for every behavioral state, but if *Npy1r* was removed from the analysis, its predictive power could be largely replaced by other genes (fig. S30B). Thus, the hierarchical gene expression relationship of these three genes in the pPVH was associated with similar neuron functional responses. Neurons with low or no *Npy1r* expression typically responded oppositely. We also found similar results for the predictive power of marker genes for neuron FCs concatenated across all 11 behavioral states (fig. S31).

#### Gene expression levels for improved FC prediction

Using the quantitative gene expression level to predict functional responses also offers a systematic method for defining the gene expression threshold that targets a functional response class with the best precision for each behavioral state. We identified optimal cut points for the gene expression threshold using Youden’s J statistic with the ROC curve (fig. S32). Prediction precision with a single gene was up to 40% higher, and response purity was significantly improved when the optimal expression threshold was used instead of a lower threshold based on expression over background (Fig. 8, E to G). Thus, neuronal functional identity is not a binary quality of gene expression.

#### Temporal profile of gene → functional response prediction

Next, we investigated how the predictive power of gene expression profiles was related to neuron temporal dynamics. For example, does a gene have similar predictive value throughout a state? For each timestamp (0.4-s interval), we modeled the relationship of gene expression level to neuronal response (Fig. 9, A to C, and fig. S33A). Our results complemented those obtained from prediction of FCs, including (i) higher predictive power of combinatorial expression profile (Fig. 9A), (ii) improvement in prediction performance by mSFFS (Fig. 9A), (iii) redundant information in molecular profiles for predicting temporal response (Fig. 9B), and (iv) that *Npy1r* predictive power was high and statistically significant across all behavioral states (Fig. 9A). However, predictive power depended on cell type–specific neuronal dynamics. During eating and drinking, the predictive power of marker genes increased as consumption progressed. For example, *Pdyn* neuron activity rose more quickly than *Pdyn* predictive accuracy for Eat-Hed and Eat-Hng. In this case, the transient activation at onset of food presentation was not specific within *Pdyn*-expressing neurons but was also widespread in *Pdyn*-negative neurons (fig. S33B). This shows that cell type–specific responses develop progressively in some behaviors. By contrast, fear retrieval showed an immediate cell type–specific response that was best predicted by *Npy1r* and gradually became less well predicted by gene expression (fig. S33B).

In five of 11 behavioral states (Eat-Hng, Drink-Thirst, Eat-Hed, Fear, and Ghrelin), a single gene had the greatest predictive accuracy throughout a behavioral state. However, for six other states, the most predictive gene for the ensemble functional response switched with time. Moreover, using the optimal predictions of neural activity, we ranked neurons by the fraction of deviance explained with our linear regression models along the entire time series across behavioral states (Fig. 9, C and D, fig. S33A). A majority of neurons (65%) showed statistically significant predictive power. Neurons within the top quartile of predictive powers showed significantly higher expression levels of *Vglut2*, *Gad2*, *Npy1r*, *Crh*, *Reln*, *Pdyn*, and *Trh* (fig. S33D). Next, we remapped the corresponding gene expression profiles onto molecularly defined cell types (Fig. 9, E and F). MC4-Npy1r, MC5-Crh (exclusively), and MC6-Pdyn neurons were enriched in the most highly predictive quartile (fig. S33E), consistent with the high predictive accuracy associated with *Npy1r* coexpression.

## DISCUSSION

Neural coding by an ensemble-of-cell-types indicates that many molecularly defined neurons also form functional groupings that work in concert to encode behavioral state. It is unlikely that coding in the pPVH follows the labeled-line model because we could not find such neurons in the ensemble irrespective of molecular identity. Our results validate the use of molecularly defined cell types to reduce the dimensionality of the PVH neuronal ensemble to understand behavioral state coding. Ensemble-of-cell-types coding of behavioral states provides superior efficiency, scalability, and flexibility than labeled-line coding and offers superior robustness (due to redundancy) than cell type–independent, full-ensemble coding. Operationally, grouping by molecularly defined cell types is justified by high consistent-responses and is analogous to the pooling operation in artificial neural networks, which is used to extract invariant information (43–45). This may also be a key function when molecularly defined circuits are used for coding behavioral states, which should be invariant to irrelevant external conditions. Taken together, these cell types and the patterns of activity reported here provide a parts list for systematically examining the neural coding of behavioral state by the PVH. CaRMA imaging offers a quantitative method to evaluate the extent to which other brain regions rely on molecularly defined cell type ensemble coding.

Using CaRMA imaging, we demonstrate an important role for gene expression information to predict both neuron functional response class as well as temporal dynamics within the PVH neural ensemble. High predictive power of *Npy1r* for neuron activity was observed with all analysis methods. However, combinations of other cell type marker genes also showed significant prediction for functional responses. The highest consistent-response cell types, MC5-Crh and MC6-Pdyn, coexpressed *Npy1r*, and cell types that responded oppositely typically lacked *Npy1r*. scRNA-seq analysis revealed hierarchical relationships of gene expression within neuron populations, where the smallest subpopulations are designated as “types” and the largest subdivisions as “classes” that encompass many types (46). We found evidence that this molecular hierarchy extends to functional responses in the neuronal ensemble, in which similarly tuned neuron types form classes that can be well described by a neuromodulator receptor gene that is expressed across multiple molecularly defined cell types (fig. S30, E and F). This is interesting in the context of the neuromodulatory function of *Npy1r* and its endogenous agonist NPY (47). Because *Npy1r* is expressed across multiple cell types and NPY signals through volume transmission (48), this receptor can cooperatively regulate diverse cell types (Fig. 10A). This may enhance the generality of neural output in the presence of noisy neural inputs, which is important to facilitate behavioral state coding but is also a computational role akin to regularization in machine learning. Nevertheless, despite the response similarity between neurons that express *Npy1r*, there are reliable temporal differences that map onto cells with specific gene expression profiles. These temporal responses are important for distinguishing behavioral states and functional response types in the neuronal ensemble. In the analogy of an orchestral ensemble, *Npy1r* is a conductor selectively coordinating the responses of multiple cell types (Fig. 10B) that are like instruments that play together but maintain distinctive contributions to a score.

Marker-gene expression in the PVH can be dynamic (49, 50), but to the extent that this affects our results, it may degrade the predictive accuracy of gene expression level to a functional or behavioral response. Additional genetic markers (51, 52) may improve these predictions by offering increased coverage of all neurons in the ensemble. However, predictive accuracies solely from gene expression information are not expected to be perfect because functional responsiveness is also influenced by plasticity and connectivity mechanisms that are independent of cell type (13, 16, 28). Moreover, our findings also highlight potential limitations of site-specific recombinase (e.g., Cre) mouse lines that use low gene expression thresholds to specify cell type identity (53, 54).

Although we focused here on decoding behavioral states and predicting functional responses solely from molecular information about the underlying cells, we found that if functional information is used to supervise clustering, then molecularly defined cell types can be defined with higher purity (17). This may be useful in the future for better defining combinations of molecular markers and their expression levels that are optimal for targeting specific functional perturbations.

CaRMA imaging provides a solution to the general problem of assessing functional roles for the large number of new molecularly defined cell types that are being discovered routinely using single-cell transcriptomics. Because CaRMA imaging does not rely on genetic modifications, only viral targeting, it is applicable to any organism suitable for in vivo functional imaging. By producing unbiased and systematic datasets that integrate genes, neuron dynamics, and behavior, CaRMA imaging offers a path to discoveries about the organization of brain function at both the molecular level and the systems level.

## Supplementary Material

SM

Movie S1

MDAR Reproducibility Checklist

## Figures and Tables

**Fig. 1.**
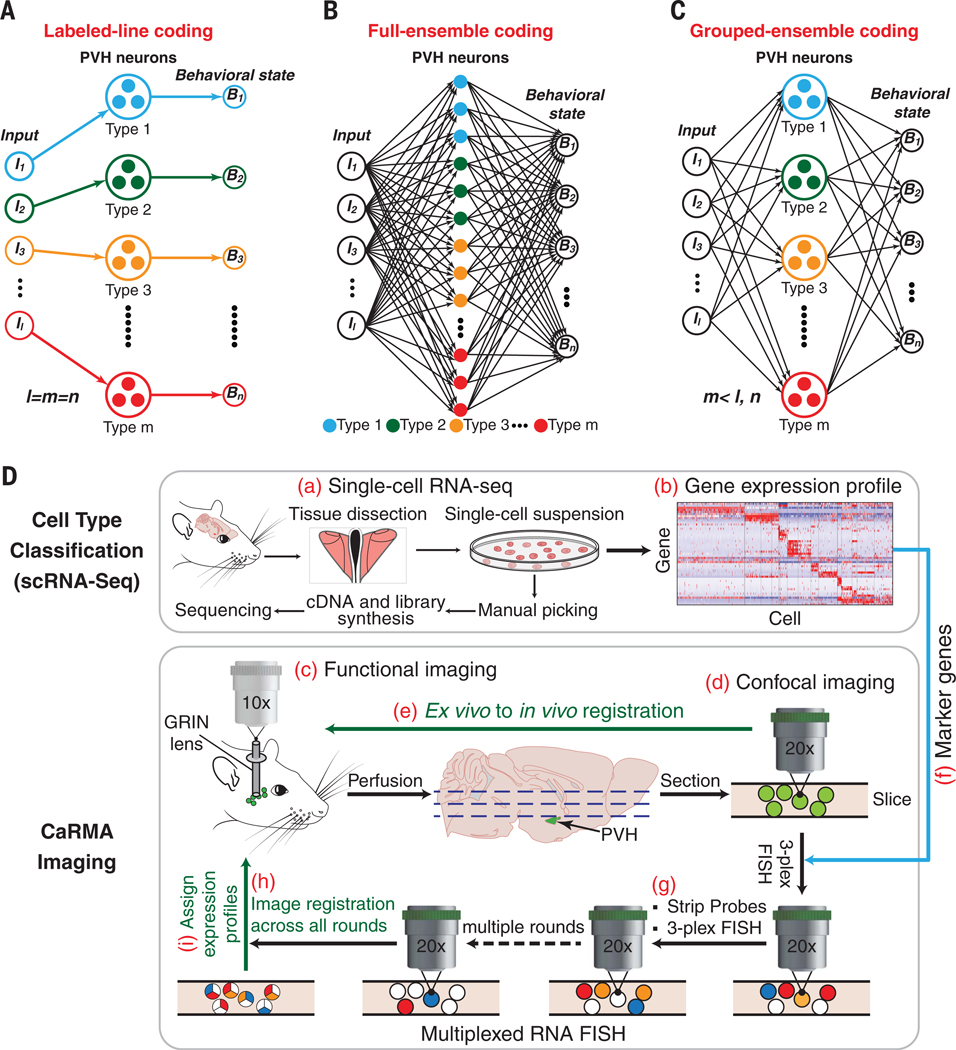
CaRMA imaging for investigating models of behavioral state coding by molecularly defined cell types. (**A** to **C**) Models of multiple molecularly defined cell types encoding multiple behavioral states after processing diverse internal and external inputs (*I*). (A) Labeled-line coding uses a specialized cell type for a behavioral state in which individual members respond similarly, where the number of encoding cell types (*m*) is equal to the number of distinctly encoded behavioral states (*n*). (B) In a full-ensemble-coding model, molecularly defined cell types do not respond similarly, and behavioral state coding is independent of cell type. (C) Grouped-ensemble coding uses combinations of molecularly defined cell types in which individual molecularly defined cell types act as a coherent functional unit. (D) Schematic of the CaRMA imaging platform.

**Fig. 2.**
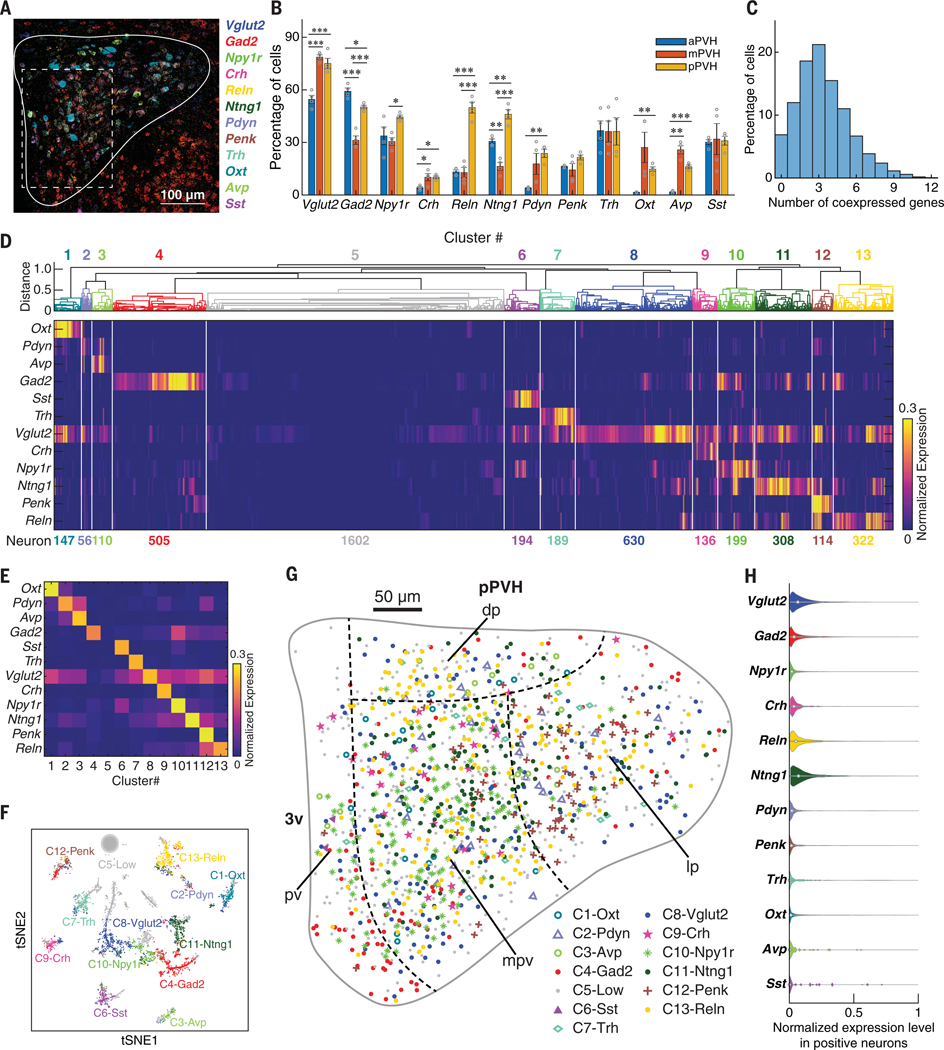
Molecular and spatial characterization of PVH neurons by multiplexed FISH with 12 marker genes. (**A**) Maximum intensity projection image of multiplexed FISH with 12 marker genes in pPVH. Right, mRNA puncta pseudocolor legend. Solid white line is the contour of pPVH; dashed white line is the region in fig. S4B. (**B**) Percentages of cells expressing each marker gene in aPVH, mPVH, and pPVH. Error bars indicate mean ± SEM. Gray circles are sample data. *P < 0.05, **P < 0.01, ***P < 0.001. Statistics are provided in table S2. (**C**) Histogram of PVH cells coexpressing various number of marker genes. (**D**) Gene expression profiles of 13 molecularly defined PVH cell types from hierarchical clustering of normalized expression of 12 marker genes. (**E**) Mean expression pattern of marker genes in 13 cell types. (**F**) Cell types in (D) plotted by *t*-distributed stochastic neighbor embedding (tSNE). “Cell types” are transcriptional clusters denoted as C*i*-*xxx*, where *i* is the cluster number in (D) and *xxx* is a highly expressed gene or “Low” (low expression for all probed genes). (**G**) Spatial organization of 13 molecularly defined cell types in pPVH (data are from four samples). Each symbol represents one neuron. PVH subregion boundaries are from reference (55). pv, periventricular; dp, dorsal parvicellular; lp, lateral parvicellular; mpv, medial parvicellular ventral zone; 3V, 3rd ventricle. (**H**) Normalized expression levels of marker genes from PVH neurons.

**Fig. 3.**
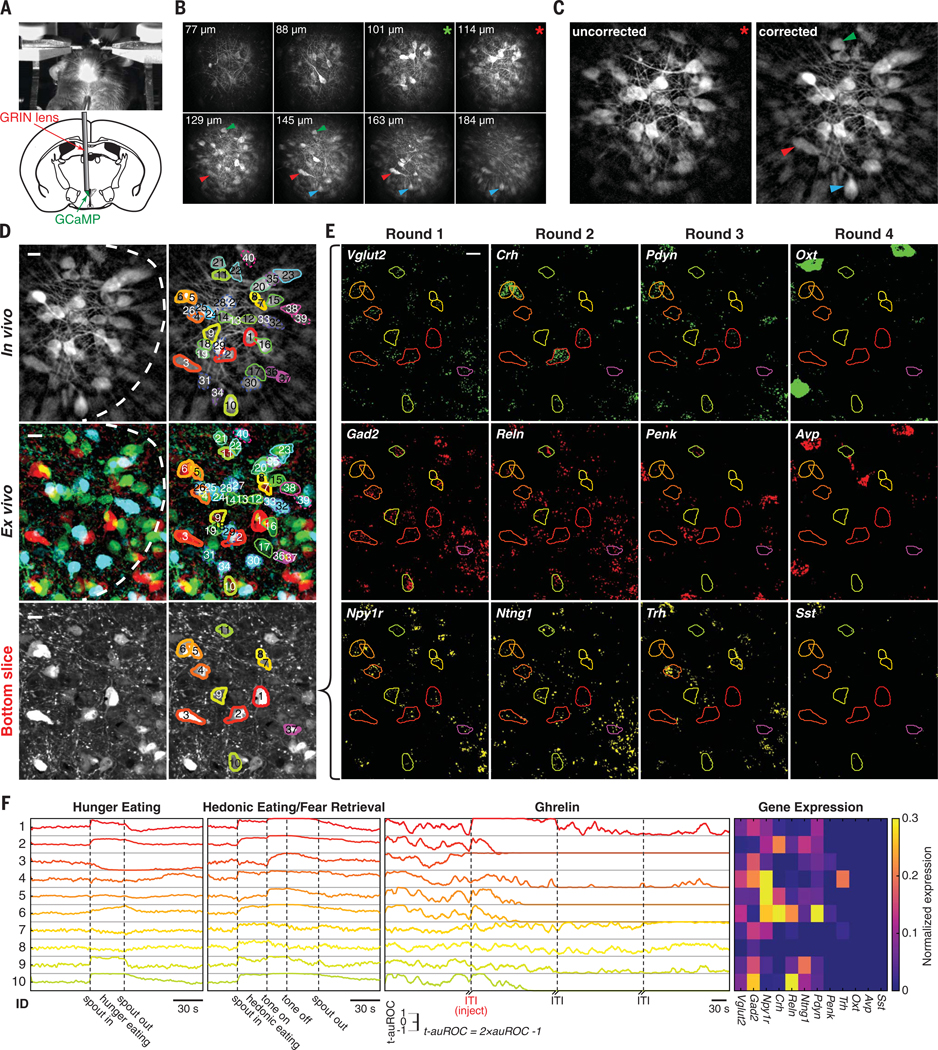
Ex vivo ↔ in vivo registration for CaRMA imaging. (**A**) Top, head-fixed mouse during two-photon calcium imaging of PVH neurons through a GRIN lens. Bottom, schematic of GRIN lens targeting GCaMP-expressing PVH neurons. (**B**) Eight planes from a two-photon imaging volume during behavior. Upper left, distances between imaging planes and GRIN lens. Arrowheads mark the corresponding neurons in (C). Red or green asterisks indicate the imaging plane in Fig. 3C or fig. S9A, respectively. (**C**) Computational correction of optical aberrations from in vivo imaging. Arrowheads indicate neurons from deeper imaging planes in (B) because of field-of-view (FOV) curvature correction. (**D**) Example neurons showing the ex vivo registration to a substack of the in vivo image volume. Ex vivo image is overlay of *z*-projected confocal stacks from three consecutive 14-μm brain slices (pseudocolors: cyan, green, and red indicate top, middle, and bottom slices). White dashed line is the resolvable in vivo FOV. Dashed, thin, and thick contours are neurons from the top, middle, and bottom slices, respectively. (**E**) Four rounds of three-plex FISH from neurons in the bottom slice in (D). (**F**) Calcium dynamics of neurons in (E) across multiple behavioral states and their 12-plex gene expression profiles. t-auROC, transformed auROC (see the materials and methods); ID, neuron number from (D); ITI, intertrial interval (2 min). Scale bars in (D) and (E), 15 μm.

**Fig. 4.**
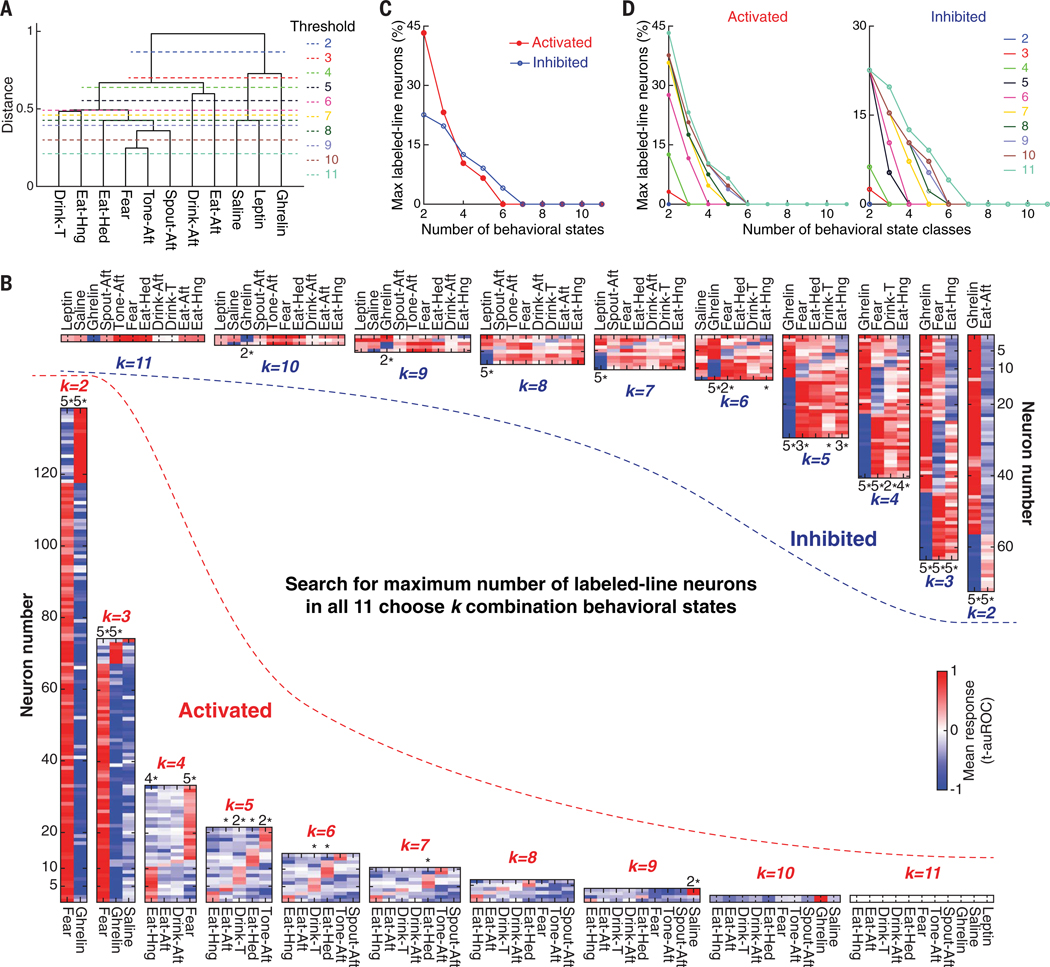
Screening for labeled-line neurons encoding multiple behavioral states. (**A**) Dendrogram of neuron ensemble response similarities across 11 behavioral states. Dashed lines are thresholds for grouping state classes. (**B**) Mean response maps of the maximum number of labeled-line neurons in all 11-choose-***k*** combinations of behavioral states. Bottom left, Activated labeled-line neuron sets. Top right, inhibited labeled-line neuron sets. Fisher’s exact test was used to evaluate whether neurons are significantly specialized for a behavioral state. (**C**) Number of labeled-line neurons depends on the number of behavioral states. (**D**) Number of labeled-line neurons depends on the number of behavioral state-classes [see (A)]. *, *P* < 0.05; 2*, *P* < 0.01; 3*, *P* < 0.001; 4*, *P* < 0.0001; 5*, *P* < 0.00001.

**Fig. 5.**
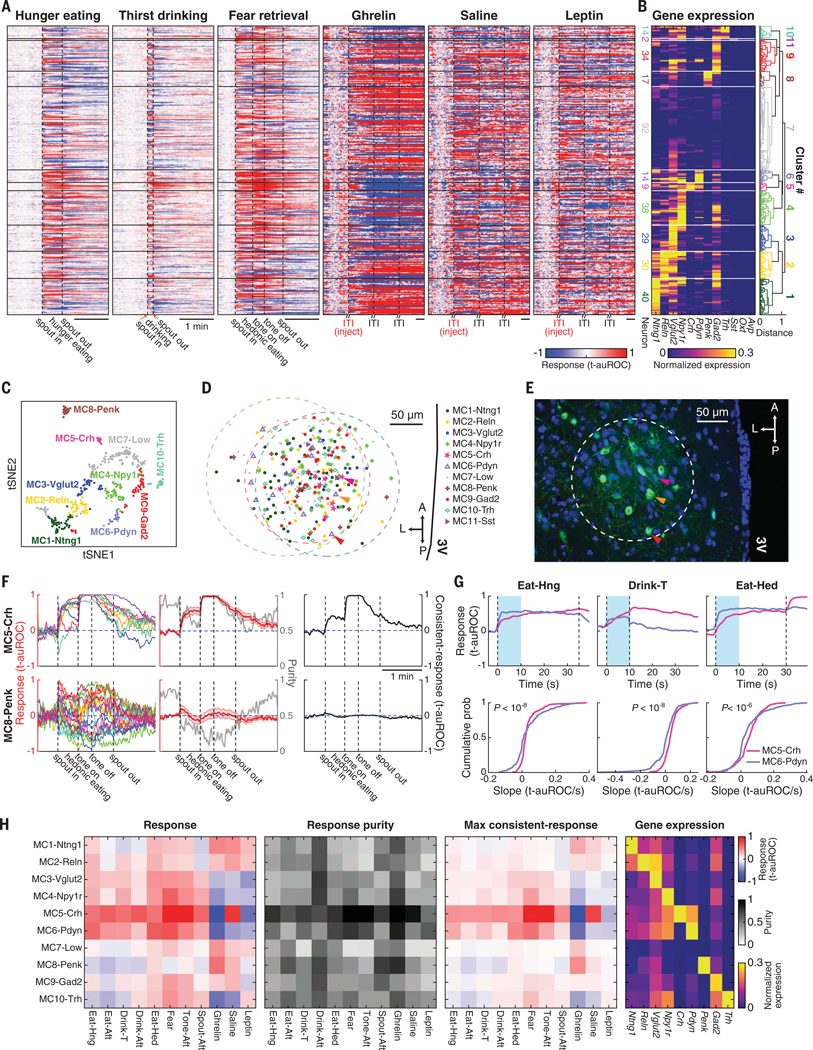
Calcium dynamics and gene expression profile of PVH neurons across 11 behavioral states. (**A**) Calcium response dynamics of the same PVH neurons (319 cells) during multiple behaviors from three mice. Neurons are clustered by gene expression profiles in (B). Temporal scale bars, 1 min. (**B**) Gene expression profile (12-plex RNA-FISH) of neurons in (A). Molecularly defined cell types are clustered based on the expression of the first nine genes. Cluster 11 has two neurons with high *Sst* expression even though *Sst* was not used for clustering (excluded for later analysis because of low neuron count; see the materials and methods). (**C**) Cell types in (B) plotted by tSNE. “Molecular clusters” are denoted as MC*i*-*xxx*, where *i* is the cluster number in (B) and *xxx* is a highly expressed gene or “Low” (low expression for all probed genes). (**D**) Spatial distribution of these cell types in the three imaging FOVs (dashed circles). Colored arrowheads indicate the corresponding neurons in (E). (**E**) Fluorescence image of GCaMP-expressing example neurons within a FOV (dashed circle). Blue is DAPI and green is GCaMP. (**F**) Responses of MC5-Crh and MC8-Penk neurons during fear retrieval. Left, response traces of individual neurons. Middle, red shaded lines are the mean responses ± SEM across neurons; gray lines are purities. Right, instantaneous consistent-responses. (**G**) Different response temporal profiles of MC5-Crh and MC6-Pdyn neurons. Top, Mean responses aligned with food or water presentation. Bottom, Cumulative distribution of instantaneous response slopes of individual neurons from these cell types during the light-blue-shaded periods from the top panel (two-sample Kolmogorov-Smirnov test). (**H**) Temporal maximum for consistent-response and corresponding response and purity of PVH cell types defined by combinatorial gene expression profiles across 11 behavioral states.

**Fig. 6.**
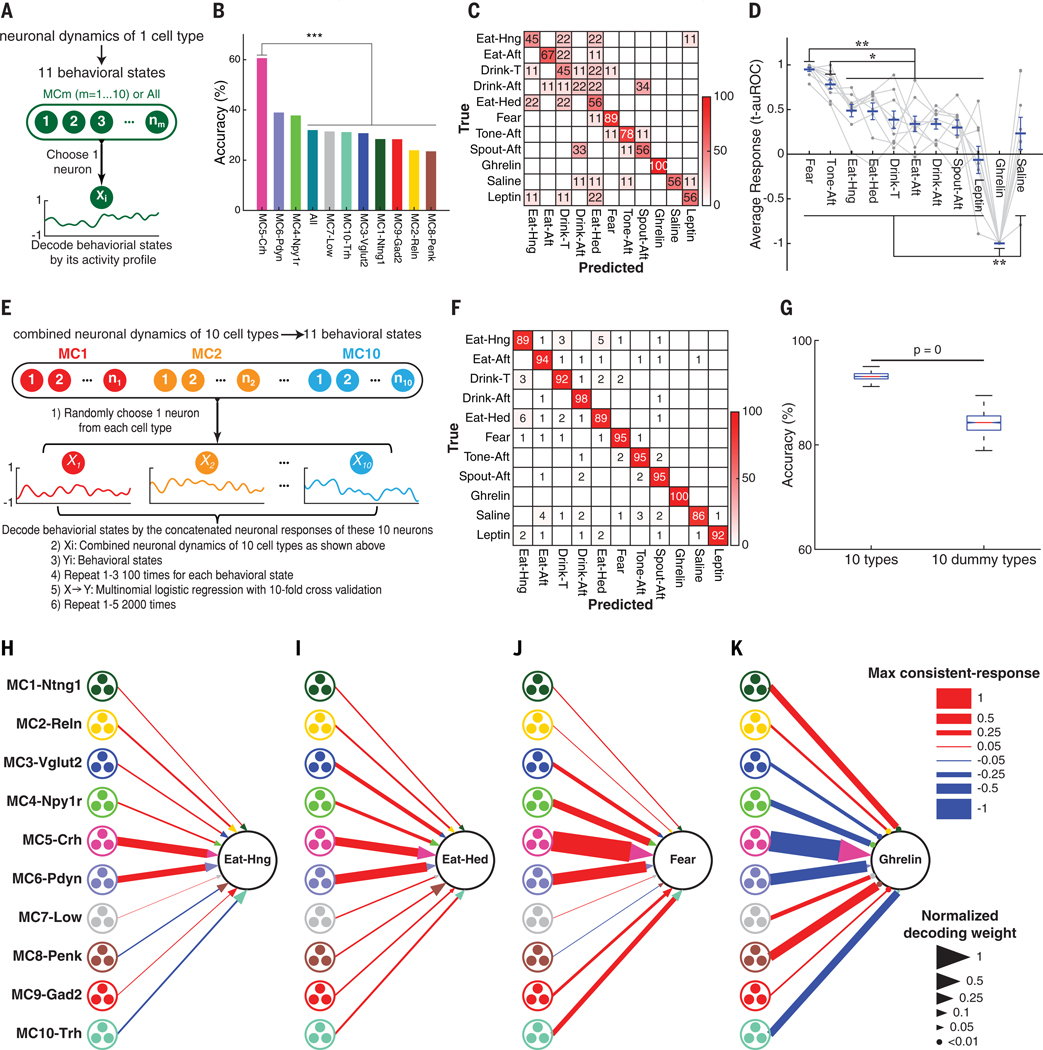
Decoding behavioral states with neuron dynamics of molecularly defined PVH cell types. (**A**) Schematic procedure for decoding behavioral states with the temporal dynamics from individual cell types or all neurons (All, disregards cell type). (**B**) Decoding accuracies for all behavioral states using the temporal dynamics of one cell type or All neurons (Chi-squared test followed by the Marascuillo procedure was used). (**C**) Normalized confusion matrix for behavioral state decoding using MC5-Crh neurons. (**D**) Response amplitude differences of MC5-Crh neurons across behavioral states. Blue lines are mean responses; error bars are SEM; gray connected circles are individual MC5-Crh neuron responses (one-way repeated-measures ANOVA followed by Tukey-Kramer test). (**E**) Schematic of procedure for decoding behavioral states with the combined temporal response profiles of the PVH cell types using one neuron from each cell type. (**F**) Average confusion matrix with the combined neuronal dynamics of 10 neurons using the procedure in (E). (**G**) Decoding accuracies with the combined neuronal dynamics of 10 neurons from 10 PVH cell types or from 10 dummy cell types that scramble cell type information (fig. S21B). Box plots show the median, interquartile range, and minimum to maximum values of the distributions of decoding accuracies (Wilcoxon rank-sum test). (**H** to **K**) Cell type ensemble response-decoding diagrams for homeostatic and hedonic eating, fear, and ghrelin injection. Diagrams with temporal maximum of consistent-response (proportional to line width) for each cell type and their decoding weights (proportional to arrowhead area) for hunger eating (H), hedonic eating (I), fear retrieval (J), and ghrelin injection (K). Behavioral state decoding is for all 11 behavioral states (also see fig. S24). *P < 0.05, **P < 0.01, ***P < 0.001. Statistics are provided in table S2.

**Fig. 7.**
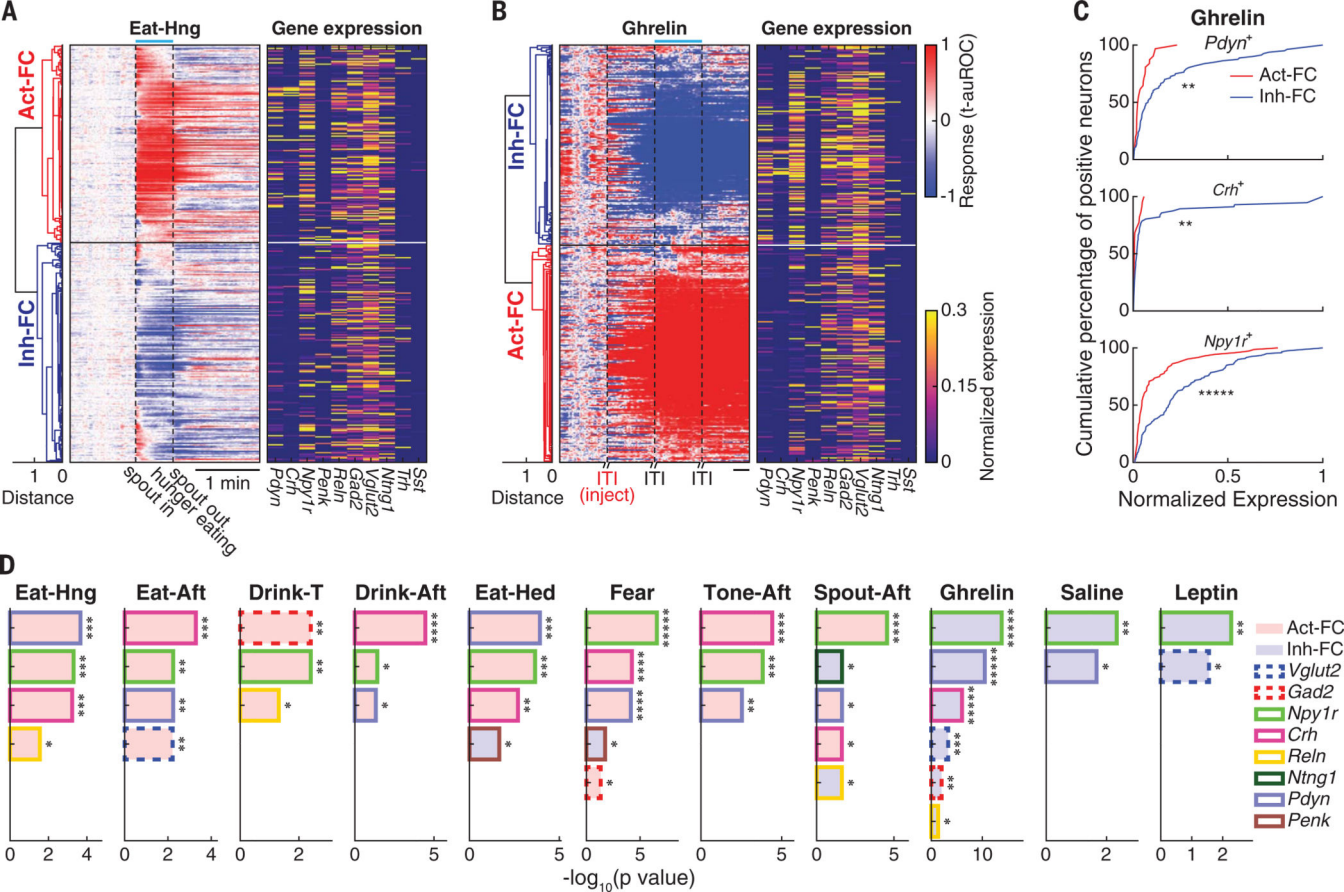
Functional clustering of PVH neurons and differential enrichment of marker genes in 11 behavioral states. (**A** and **B**) Hierarchical clustering of PVH neurons based on their responses while eating in a hunger state (A) and after ghrelin injection (B). Right, gene expression profiles of individual neurons. Blue bar marks the behavioral state. Temporal scale bar, 1 min. (**C**) Comparisons of expression-level distributions of *Pdyn* in *Pdyn*^+^ neurons (top), *Crh* in *Crh*^+^ neurons (middle), and *Npy1r* in *Npy1r*^+^ neurons (bottom) between FCs in (B) after ghrelin injection. (**D**) Enrichment of marker genes in the FCs across 11 behavioral states. Gene enrichments were ranked by –log_10_(*P* value). Gene identity is indicated by bar outline, and the bar fill color indicates the enriched FC. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 10^−4^, *****P < 10^−5^. Statistics are provided in table S2.

**Fig. 8.**
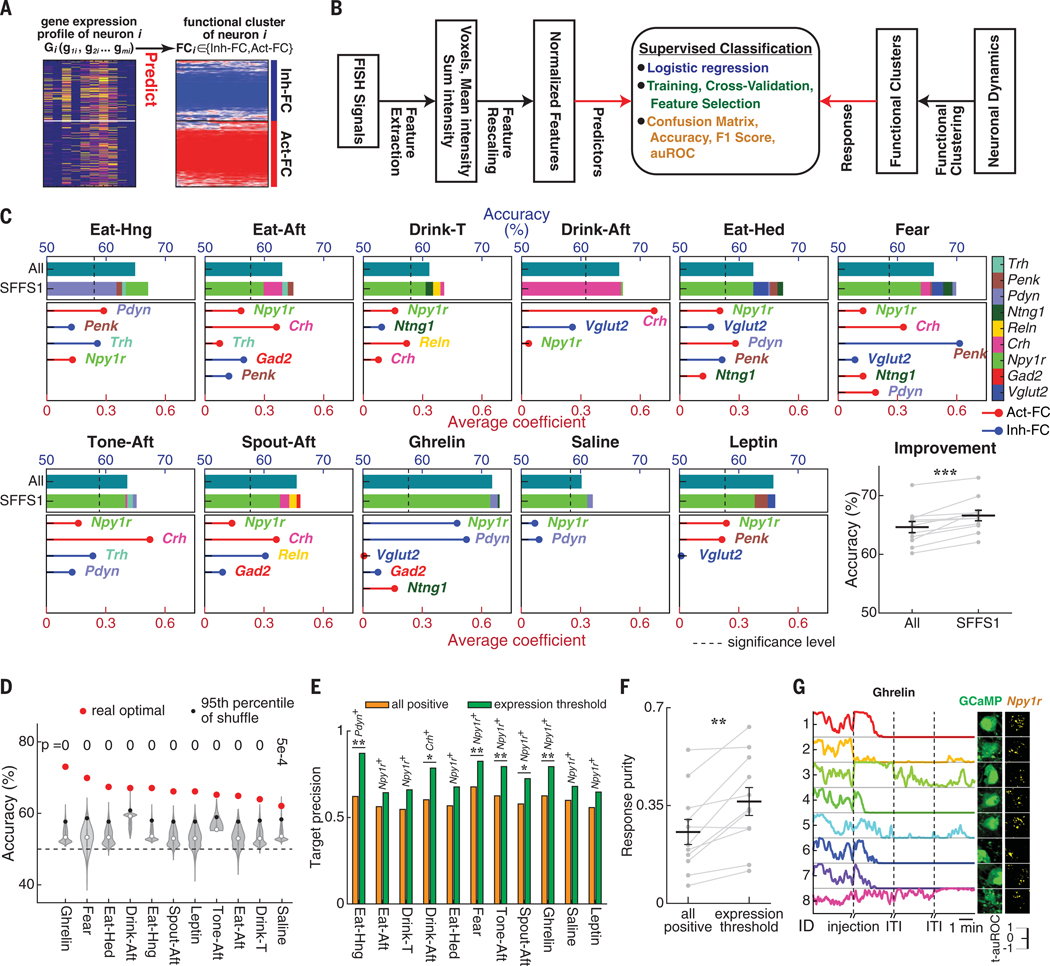
Gene expression predicts FCs in multiple behavioral states. (**A**) Schematic of FC_*i*_ prediction for each neuron solely using its gene expression profile (G_*i*_). (**B**) Supervised learning schematic using logistic regression to predict FCs of PVH neurons by their gene expression profiles (see the materials and methods). (**C**) Predictive accuracies (blue scale) for functional classes using all marker genes (All) and the optimal marker gene set from SFFS1, with stacked bars showing the contribution of individual genes (color legend, right). Bottom subpanels show the average coefficients (red scale) of the SFFS1 genes (see the materials and methods). Stem plot colors indicate to which FC the expression of a gene is positively related. Bottom right panel shows that SFFS1 significantly improved predictive accuracy over using the full marker gene set (All) across all states. (**D**) Predictive accuracies of the optimal gene set for FC prediction ranked for 11 behavioral states (real, red circles) and their corresponding 95th percentile of shuffled accuracies (violin plots). Dashed line indicates 50% accuracy. (**E**) Optimal precision for FC prediction based on expression of a single gene in each behavioral state [first gene in SFFS1 from (C)]. Comparisons between using all neurons expressing that gene (orange) and using the subset of neurons above the optimal expression threshold of that gene (green). (**F**) Comparison of response purities from all neurons expressing the most predictive gene and the subset of neurons above the optimal expression threshold. Each datapoint is response purity in one behavioral state. (**G**) Example responses from predicted Inh-FC neurons after ghrelin injection using *Npy1r*^+^ neurons above the expression threshold for a subset of cells in fig. S32A. Neuron 8 is an example of misclassification by the model (i.e., it was activated despite high *Npy1r* expression). *P < 0.05, **P < 0.01, ***P < 0.001. Statistics are provided in table S2.

**Fig. 9.**
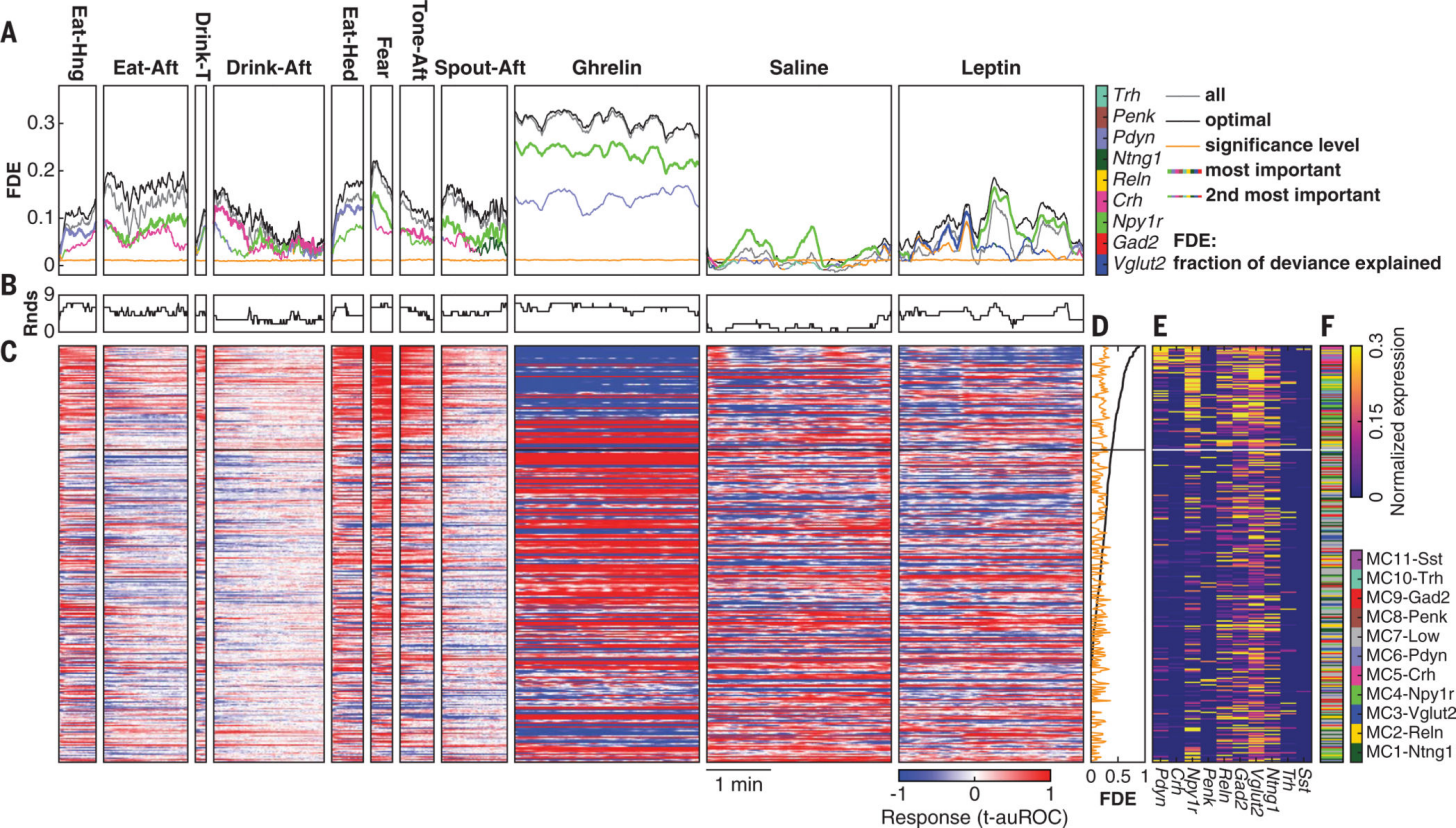
Gene expression profiles of individual PVH neurons predict their temporal responses in multiple behavioral states. (**A**) Prediction performance (fraction of deviance explained, FDE) of neuronal response at each timestamp using expression levels of all marker genes, the optimal gene set, and the two most important genes measured by mSFFS. The optimal gene set was composed of the genes that provided the highest FDE from mSFFS at each timestamp. Significance level is the 95^th^ percentile FDE after shuffling gene expression profiles. (**B**) Number of SFFS rounds with FDE above significance level in each timestamp. (**C**) Responses of PVH neurons ranked by FDE across behavioral states. (**D**) FDE ordered high to low of individual neurons for the entire time series across all behavioral states. (**E** and **F**) Gene expression profiles (E) and molecularly defined cell types (F) of the corresponding neurons in (D). Black or white lines in (C) to (F) indicate the boundary of the most highly predictive quartile.

**Fig. 10.**
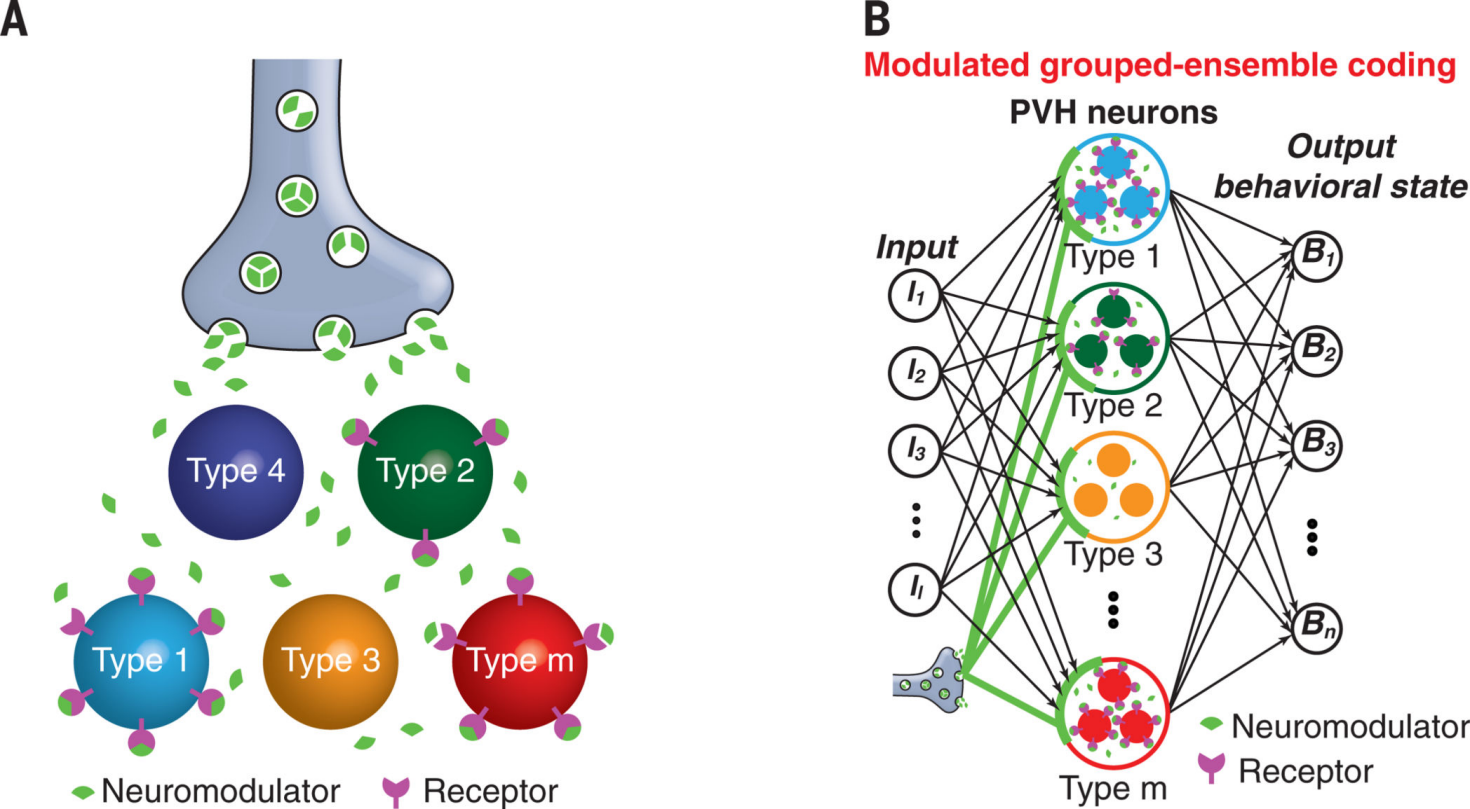
Cooperative regulation of multiple cell types by neuromodulation. (**A**) Diagram illustrating volume diffusion of a neuromodulator to selectively regulate subgroups of cell types expressing its receptor. (**B**) Schematic of modulated grouped-ensemble coding model for multiple behavioral states that includes the role of neuromodulation. Neuromodulator release cooperatively regulates multiple PVH cell types expressing its receptor. This coding configuration highlights the relationship between the hierarchical functional organization of PVH neurons and their molecular hierarchy.

## Data Availability

The GEO submission ID for the single-cell PVH data is GSE148568. Code for CaRMA imaging analysis pipelines, example data, preprocessed multiplex FISH data, and preprocessed CaRMA imaging data are available at GitHub (56).

## References

[1] StringerC , Spontaneous behaviors drive multidimensional, brainwide activity. Science 364, 255 (2019). doi: 10.1126/science.aav7893; pmid: 3100065631000656 PMC6525101

[2] AllenJE, SutherlandTE, Crystal-clear treatment for allergic disease. Science 364, 738–739 (2019). doi: 10.1126/science.aax6175; pmid: 3112312631123126

[3] GründemannJ , Amygdala ensembles encode behavioral states. Science 364, eaav8736 (2019). doi: 10.1126/science.aav8736; pmid: 3100063631000636

[4] ChenX , Brain-wide organization of neuronal activity and convergent sensorimotor transformations in larval zebrafish. Neuron 100, 876–890.e5 (2018). doi: 10.1016/j.neuron.2018.09.042; pmid: 3047301330473013 PMC6543271

[5] LeinES , Genome-wide atlas of gene expression in the adult mouse brain. Nature 445, 168–176 (2007). doi: 10.1038/nature05453; pmid: 1715160017151600

[6] SaundersA , Molecular diversity and specializations among the cells of the adult mouse brain. Cell 174, 1015–1030.e16 (2018). doi: 10.1016/j.cell.2018.07.028; pmid: 3009629930096299 PMC6447408

[7] ZeiselA , Molecular architecture of the mouse nervous system. Cell 174, 999–1014.e22 (2018). doi: 10.1016/j.cell.2018.06.021; pmid: 3009631430096314 PMC6086934

[8] TasicB , Shared and distinct transcriptomic cell types across neocortical areas. Nature 563, 72–78 (2018). doi: 10.1038/s41586-018-0654-5; pmid: 30382198 PMC6456269

[9] AdamantidisAR, ZhangF, AravanisAM, DeisserothK, de LeceaL, Neural substrates of awakening probed with optogenetic control of hypocretin neurons. Nature 450, 420–424 (2007). doi: 10.1038/nature06310; pmid: 1794308617943086 PMC6744371

[10] AtasoyD, SternsonSM, Chemogenetic tools for causal cellular and neuronal biology. Physiol. Rev. 98, 391–418 (2018). doi: 10.1152/physrev.00009.2017; pmid: 2935151129351511 PMC5866359

[11] MagnusCJ , Ultrapotent chemogenetics for research and potential clinical applications. Science 364, eaav5282 (2019). pmid: 3087253430872534 10.1126/science.aav5282PMC7252514

[12] JazayeriM, AfrazA, Navigating the neural space in search of the neural code. Neuron 93, 1003–1014 (2017). doi: 10.1016/j.neuron.2017.02.019; pmid: 2827934928279349

[13] HardcastleK, GanguliS, GiocomoLM, Cell types for our sense of location: Where we are and where we are going. Nat. Neurosci. 20, 1474–1482 (2017). doi: 10.1038/nn.4654; pmid: 2907364929073649 PMC6175666

[14] StevensCF, Neuronal diversity: Too many cell types for comfort? Curr. Biol. 8, R708–R710 (1998). doi: 10.1016/S0960-9822(98)70454-3; pmid: 97785239778523

[15] HolyTE, “Yes! We’re all individuals!”: Redundancy in neuronal circuits. Nat. Neurosci. 13, 1306–1307 (2010). doi: 10.1038/nn1110-1306; pmid: 2097575020975750

[16] FusiS, MillerEK, RigottiM, Why neurons mix: High dimensionality for higher cognition. Curr. Opin. Neurobiol. 37, 66–74 (2016). doi: 10.1016/j.conb.2016.01.010; pmid: 2685175526851755

[17] NorthcuttAJ , Molecular profiling of single neurons of known identity in two ganglia from the crab Cancer borealis. Proc. Natl. Acad. Sci. U.S.A. 116, 26980–26990 (2019). doi: 10.1073/pnas.1911413116; pmid: 3180675431806754 PMC6936480

[18] ArmstrongWE, “Hypothalamic supraoptic and paraventricular nuclei,” in The Rat Nervous System, PaxinosG, Ed. (Elsevier, 2004), pp. 369–388.

[19] RomanovRA , Molecular interrogation of hypothalamic organization reveals distinct dopamine neuronal subtypes. Nat. Neurosci. 20, 176–188 (2017). doi: 10.1038/nn.4462; pmid: 2799190027991900 PMC7615022

[20] SwansonLW, SawchenkoPE, Hypothalamic integration: Organization of the paraventricular and supraoptic nuclei. Annu. Rev. Neurosci. 6, 269–324 (1983). doi: 10.1146/annurev.ne.06.030183.001413; pmid: 61325866132586

[21] LiMM , The paraventricular hypothalamus regulates satiety and prevents obesity via two genetically distinct circuits. Neuron 102, 653–667.e6 (2019). doi: 10.1016/j.neuron.2019.02.028; pmid: 3087978530879785 PMC6508999

[22] KrashesMJ , An excitatory paraventricular nucleus to AgRP neuron circuit that drives hunger. Nature 507, 238–242 (2014). doi: 10.1038/nature12956; pmid: 2448762024487620 PMC3955843

[23] FüzesiT, DaviuN, Wamsteeker CusulinJI, BoninRP, BainsJS, Hypothalamic CRH neurons orchestrate complex behaviours after stress. Nat. Commun. 7, 11937 (2016). doi: 10.1038/ncomms11937; pmid: 27306314 PMC4912635

[24] SaperCB, LowellBB, The hypothalamus. Curr. Biol. 24, R1111–R1116 (2014). doi: 10.1016/j.cub.2014.10.023; pmid: 2546532625465326

[25] IshiiKK , A labeled-line neural circuit for pheromone-mediated sexual behaviors in mice. Neuron 95, 123–137.e8 (2017). doi: 10.1016/j.neuron.2017.05.038; pmid: 2864849828648498

[26] GraebnerAK, IyerM, CarterME, Understanding how discrete populations of hypothalamic neurons orchestrate complicated behavioral states. Front. Syst. Neurosci. 9, 111 (2015). doi: 10.3389/fnsys.2015.00111; pmid: 26300745 PMC4523943

[27] SternsonSM, Hypothalamic survival circuits: Blueprints for purposive behaviors. Neuron 77, 810–824 (2013). doi: 10.1016/j.neuron.2013.02.018; pmid: 2347331323473313 PMC4306350

[28] HebbDO, The Organization of Behavior (Erlbaum, 1949/2002).

[29] MoffittJR , Molecular, spatial, and functional single-cell profiling of the hypothalamic preoptic region. Science 362, eaau5324 (2018). doi: 10.1126/science.aau5324; pmid: 3038546430385464 PMC6482113

[30] LeeD, KumeM, HolyTE, Sensory coding mechanisms revealed by optical tagging of physiologically defined neuronal types. Science 366, 1384–1389 (2019). doi: 10.1126/science.aax8055; pmid: 3183166931831669 PMC7591936

[31] Lovett-BarronM , Multiple convergent hypothalamus-brainstem circuits drive defensive behavior. Nat. Neurosci. 23, 959–967 (2020). doi: 10.1038/s41593-020-0655-1; pmid: 3257223732572237 PMC7687349

[32] Lovett-BarronM , Ancestral circuits for the coordinated modulation of brain state. Cell 171, 1411–1423.e17 (2017). doi: 10.1016/j.cell.2017.10.021; pmid: 2910361329103613 PMC5725395

[33] KerlinAM, AndermannML, BerezovskiiVK, ReidRC, Broadly tuned response properties of diverse inhibitory neuron subtypes in mouse visual cortex. Neuron 67, 858–871 (2010). doi: 10.1016/j.neuron.2010.08.002; pmid: 2082631620826316 PMC3327881

[34] BarnettLM, HughesTE, DrobizhevM, Deciphering the molecular mechanism responsible for GCaMP6m’s Ca^2+^-dependent change in fluorescence. PLOS ONE 12, e0170934 (2017). doi: 10.1371/journal.pone.0170934; pmid: 2818267728182677 PMC5300113

[35] LiC , Defined paraventricular hypothalamic populations exhibit differential responses to food contingent on caloric state. Cell Metab. 29, 681–694.e5 (2019). doi: 10.1016/j.cmet.2018.10.016; pmid: 3047209030472090 PMC6402975

[36] KimJ , Rapid, biphasic CRF neuronal responses encode positive and negative valence. Nat. Neurosci. 22, 576–585 (2019). doi: 10.1038/s41593-019-0342-2; pmid: 3083369930833699 PMC6668342

[37] Mandelblat-CerfY , Bidirectional anticipation of future osmotic challenges by vasopressin neurons. Neuron 93, 57–65 (2017). doi: 10.1016/j.neuron.2016.11.021; pmid: 2798946127989461 PMC5215952

[38] CohenJY, HaeslerS, VongL, LowellBB, UchidaN, Neuron-type-specific signals for reward and punishment in the ventral tegmental area. Nature 482, 85–88 (2012). doi: 10.1038/nature10754; pmid: 2225850822258508 PMC3271183

[39] BetleyJN , Neurons for hunger and thirst transmit a negative-valence teaching signal. Nature 521, 180–185 (2015). doi: 10.1038/nature14416; pmid: 2591502025915020 PMC4567040

[40] LiY , Neuronal representation of social information in the medial amygdala of awake behaving mice. Cell 171, 1176–1190. e17 (2017). doi: 10.1016/j.cell.2017.10.015; pmid: 2910733229107332 PMC5731476

[41] TrunkGV, A problem of dimensionality: A simple example. IEEE Trans. Pattern Anal. Mach. Intell. 1, 306–307 (1979). doi: 10.1109/TPAMI.1979.4766926; pmid: 2186886121868861

[42] KaskA, RägoL, HarroJ, Evidence for involvement of neuropeptide Y receptors in the regulation of food intake: Studies with Y_1_-selective antagonist BIBP3226. Br. J. Pharmacol. 124, 1507–1515 (1998). do10.1038/sj.bjp.0701969; pmid: 97239659723965 PMC1565528

[43] RanzatoM, HuangFJ, BoureauY, LeCunY, “Unsupervised learning of invariant feature hierarchies with applications to object recognition,” in IEEE Conference on Computer Vision and Pattern Recognition (IEEE, 2007), pp. 1–8; 10.1109/CVPR.2007.383157.

[44] HubelDH, WieselTN, Receptive fields, binocular interaction and functional architecture in the cat’s visual cortex. J. Physiol. 160, 106–154 (1962). doi: 10.1113/jphysiol.1962.sp006837; pmid: 1444961714449617 PMC1359523

[45] LeCunY, KanterI, SollaSA, “Second order properties of error surfaces: Learning time and generalization,” in Advances in Neural Information Processing Systems 3, LippmannRP, MoodyJE, TouretzkyDS, Eds. (NIPS, 1990), pp. 396–404.

[46] ZengH, SanesJR, Neuronal cell-type classification: Challenges, opportunities and the path forward. Nat. Rev. Neurosci. 18, 530–546 (2017). doi: 10.1038/nrn.2017.85; pmid: 2877534428775344

[47] HerzogH, 30 Years of NPY research. Neuropeptides 46, 251 (2012). doi: 10.1016/j.npep.2012.10.002; pmid: 23141043

[48] FetissovSO, KoppJ, HökfeltT, Distribution of NPY receptors in the hypothalamus. Neuropeptides 38, 175–188 (2004). doi: 10.1016/j.npep.2004.05.009; pmid: 1533737015337370

[49] RomanovRA, AlpárA, HökfeltT, HarkanyT, Molecular diversity of corticotropin-releasing hormone mRNA-containing neurons in the hypothalamus. J. Endocrinol. 232, R161–R172 (2017). doi: 10.1530/JOE-16-0256; pmid: 2805786728057867

[50] WattsAG, SwansonLW, Diurnal variations in the content of preprocorticotropin-releasing hormone messenger ribonucleic acids in the hypothalamic paraventricular nucleus of rats of both sexes as measured by in situ hybridization. Endocrinology 125, 1734–1738 (1989). doi: 10.1210/endo-125-3-1734; pmid: 27880782788078

[51] ChenKH, BoettigerAN, MoffittJR, WangS, ZhuangX, RNA imaging. Spatially resolved, highly multiplexed RNA profiling in single cells. Science 348, aaa6090 (2015). doi: 10.1126/science.aaa6090; pmid: 2585897725858977 PMC4662681

[52] ShahS, LubeckE, ZhouW, CaiL, In situ transcription profiling of single cells reveals spatial organization of cells in the mouse hippocampus. Neuron 92, 342–357 (2016). doi: 10.1016/j.neuron.2016.10.001; pmid: 2776467027764670 PMC5087994

[53] HarrisJA , Anatomical characterization of Cre driver mice for neural circuit mapping and manipulation. Front. Neural Circuits 8, 76 (2014). doi: 10.3389/fncir.2014.00076; pmid: 2507145725071457 PMC4091307

[54] LeeKY , Lessons on conditional gene targeting in mouse adipose tissue. Diabetes 62, 864–874 (2013). doi: 10.2337/db12-1089; pmid: 2332107423321074 PMC3581196

[55] BiagJ , Cyto- and chemoarchitecture of the hypothalamic paraventricular nucleus in the C57BL/6J male mouse: A study of immunostaining and multiple fluorescent tract tracing. J. Comp. Neurol. 520, 6–33 (2012). doi: 10.1002/cne.22698; pmid: 2167449921674499 PMC4104804

[56] XuS, YangH, MenonV, LemireAL, WangL, HenryFE, TuragaSC, SternsonSM, Code for CaRMA imaging analysis pipelines, example data, preprocessed multiplex FISH data, and preprocessed CaRMA imaging data for: Behavioral state coding by molecularly defined paraventricular hypothalamic cell type ensembles, GitHub (2020); https://github.com/sternson-lab/CaRMA-imaging.10.1126/science.abb2494PMC1193837533060330

# Supplementary material for: Behavioral state coding by molecularly defined paraventricular hypothalamic cell type ensembles
**Source:** Science. Author manuscript; Available in PMC 2025 Mar 26.
**Supplement:** SM

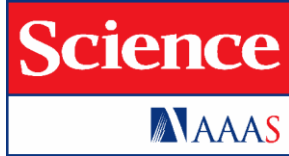

Supplementary Materials for  
**Behavioral state coding by molecularly defined  
paraventricular hypothalamic cell type ensembles**

Shengjin Xu\*, Hui Yang, Vilas Menon, Andrew L. Lemire, Lihua Wang, Fredrick E. Henry,  
Srinivas C. Turaga, Scott M. Sternson\*

Published 16 October 2020, *Science* **370**, eabb2494 (2020)  
DOI: 10.1126/science.abb2494

**This PDF file includes:**

Materials and Methods  
Figs. S1 to S33  
Tables S1 and S2  
Caption for Movie S1  
References

**Other Supplementary Material for this manuscript includes the following:**  
(available at [science.sciencemag.org/content/370/6514/eabb2494/suppl/DC1](https://science.sciencemag.org/content/370/6514/eabb2494/suppl/DC1))

MDAR Reproducibility Checklist  
Movie S1

## Materials and Methods

All experimental protocols were conducted according to U.S. National Institutes of Health guidelines for animal research and approved by the Institutional Animal Care and Use Committee at Janelia Research Campus.

### Mice

Mice were housed on a 06:00-18:00h light cycle with water and mouse chow ad libitum (PicoLab Rodent Diet 20, 5053 tablet, TestDiet) unless otherwise noted. Ten male *Agrp-IRES-Cre* (Jackson Labs Stock 012899, *Agrp<sup>tm1(cre)Lowl/J</sup>*) crossed with *Ai9* (Jackson Labs Stock 007909, B6.Cg-*Gt(ROSA)26Sor<sup>tm9(CAG-tdTomato)Hze/J</sup>*) mice (> 7 weeks) were used for scRNA-Seq. Two adult male (> 8 weeks) *Sim1-Cre* (Jackson Labs Stock 006395, Tg(Sim1-cre)1Lowl/J) mice were used for the FISH-only experiment. Three adult male (> 8 weeks) *Sim1-Cre* (Jackson Labs Stock 006395, Tg(Sim1-cre)1Lowl/J) mice were used for CaRNA imaging. There was no randomization or blinding of experimental treatments. The sample size was determined based on conventions in the field.

### Single cell RNA sequencing

Single cell suspensions were prepared as described previously (57). Briefly, brain sections were cut and treated with protease digestion. We used the axon projection field of AGRP neurons (from *Agrp-IRES-Cre* × *Ai9* crosses) to identify the boundary of the PVH. The PVH tissue was microdissected, dissociated, and individual cells were manually purified. Each single cell was isolated into 3 µl mild lysis buffer (nuclease-free water with 0.2% Triton and 0.1 U/µl RNase inhibitor). Cells in lysis buffer were flash frozen on dry ice and stored at -80 °C. cDNA was prepared from sorted single cells using Smart-SCRB chemistry as described previously (58) with minor modifications. Reverse transcription by using barcoded RT primer, PCR amplification and purification, tagmentation, and library quantification were performed as described previously (58). Libraries were obtained by modified Nextera XT (Illumina) with P5NEXTPT5 and i7 primers and sequenced on a NextSeq 550 flowcell with 25 bases in read 1, 8 bases in the i7 index read, and 50 bases in read 2. PhiX control library (Illumina) was spiked in at a final concentration of 15% to improve color balance in read 1.

### Analysis of scRNA-Seq data

To identify clusters from single-cell RNA-seq data, we used an iterative gene-clustering based approach, modified slightly from previous work in (8, 59). This approach consisted of the following steps:

1. Starting from the raw UMI values, identify genes with variance greater than technical noise, the latter based on ERCC spike-in control variance.

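The methods do not give the form of this test, so the squared coefficient of variation of each gene was set against a curve of a1/mean + a0 fitted to the spike-ins. Cells were scaled by their total gene UMIs and spike-ins by their total ERCC UMIs, and genes and spike-ins with a mean of at least 0.1 UMI per cell entered. The fit to 71 spike-ins gave an a1 of 7.02 and an a0 of 0.0747. Of 15786 genes, 14833 lay above the curve, among them the 11 marker genes. In simulated data with an a1 of 7.02, 66.9% of genes with technical variance alone also lay above the curve and 0.801% above 1.5 times its height, a limit that 14432 genes passed. With an a1 of 1, far less counting noise than in the data, these shares were 54.2% and 0%. The simulation gave all cells the same number of UMIs per molecule, which differed between plates in the data. With a minimum mean of 1 UMI per cell, 3370 of 10377 genes lay above a curve with an a1 of 29.5 and 518 above 1.5 times its height, and on the AL and JM plates alone 12707 and 9029 did, so the number above technical noise depended on the setting. No p-value was computed, since cells are not replicates.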

2. Use Weighted Gene Co-expression Network Analysis (WGCNA) (60) to cluster variable genes into modules.
3. Cluster cells using Euclidean distance on the module eigengenes (as the reduced dimension) with a hierarchical approach with Ward's method. Define the set of clusters using a dynamic tree cutting method.

4. For each pair of cell clusters in 3), identify differentially expressed genes, and sum the total log(p-values) of differential expression. If the sum is less than a specified threshold, merge these clusters together. Repeat until no more cluster pairs (or merged cluster pairs) can be merged.
5. Repeat steps 1-4 on each cluster until no further sub-clusters are identified. This may be due to a) no significant genes showing more variation than technical noise, b) no coherent WGCNA modules or c) no distinct clusters with differentially expressed genes.

This entire process was run on 100 bootstrapped subsets of 80% of the cells, thus providing a cell-cell co-clustering matrix. This co-clustering matrix allows for the determination of an average within- and between-cluster similarity, to further characterize the distinctness of clusters.

Within the data, a small subset of clusters was found to be non-neuronal, based on known glial markers (*Aqp4* for astrocytes, *Olig2* and *Opalin* for oligodendrocytes, *Pdgfra* for oligodendrocyte precursors, and *Ctss* and *Aif1* for microglia). These clusters were not included in the downstream analysis.

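Among the cells kept by the authors these genes were rare. In the PVH clusters, *Aqp4* and *Aif1* were each detected in 5 cells, *Pdgfra* in 4, *Opalin* in 3, and *Olig2* and *Ctss* in 2 each. In the 42 cells of the non-PVH clusters, *Aif1* was found in 1 cell and the others in none, which allows a share of up to 7.14%. The table has no cluster outside the 15 neuronal ones, so the clusters that were set aside as glia were not analysed here. *Snap25*, a neuronal transcript, was detected in 694 of the 706 cells.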

We identified differentially expressed genes across clusters using the DE-Seq2 package (61). 

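Between 9 genes in cluster 8 and 1413 in cluster 1 passed an adjusted p of 0.05 against the other PVH clusters, of 10032 to 12259 genes tested per cluster. The gene with the largest log2 fold change among those that passed and were higher in every plate was sought for each cluster. *Fzd7* had 183 UMIs in cluster 1 and none in the other clusters of the same plates, and *Ptx4* had 199 UMIs in cluster 9 and none in the others. No fold is given for these genes, since several UMIs can stem from a single captured molecule. Other genes so named were *Arg2* in cluster 2 (log2 fold change 8.69), *Igfbp2* in cluster 3 (4.76), *Th* in cluster 4 (2.89), *Aldh1a1* in cluster 7 (9.27), *Prdm8* in cluster 8 (3.05), *Scgn* in cluster 10 (5.73), *Inhbb* in cluster 12 (6.27), *Gad2* in cluster 13 (7.61) and *Fam150b* in cluster 14 (4.56). With a plate left out, *Arg2* and *Igfbp2* passed in 1 of 5 fits each and *Ptx4* in 1 of 4. DESeq2's Wald test with the same design called more genes in every cluster, with 2213 in cluster 1 and 307 in cluster 8. On simulated sums for cluster 10, 200 genes were made 32 times higher or 32 times lower, in equal numbers. Of these edgeR found 80% and made 3 false calls, and DESeq2 found 80.5% and made 103. With genes made 4 times higher or lower in the same way, edgeR found 95% in cluster 1, 0.5% in cluster 10 and 0% in cluster 13. DESeq2 found 95%, 41.5% and 10.5%. Raised and lowered genes were not scored apart. The other clusters were not simulated.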

To refine these genes into the set used for multiplexed FISH, we selected a subset that showed good on-off expression between individual clusters. “On” expression was defined as being detected in >40% of cells within a cluster, and “off” expression was defined as detection in <5% of cells within a cluster.

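Applied to the deposited clusters, these limits sorted the 132 pairs of a marker gene and a PVH cluster into 55 on, 26 off and the rest in between. Of the 11 genes, 7 were on in at least 1 cluster and off in at least 1 other. *Npy1r* was on in clusters 7 and 13 and off in 7 clusters, *Reln* on in 4 and off in 6, and *Ntng1* on in 4 and off in 4. *Crh* was on in clusters 10, 13 and 14, where its share reached 100% in cluster 14. *Penk* was on in cluster 14 alone, at 45.6%, and *Gad2* in cluster 13 alone, at 93.75%. *Oxt*, *Avp*, *Sst* and *Pdyn* were off in no cluster. *Oxt* and *Avp* were detected in 94.7% to 100% and 87.5% to 100% of the cells of every cluster. They were also found in 32 and 29 of the 40 control wells with few UMIs. In the 297 cells of clusters of other classes, subtracting the control-well level took the share with *Oxt* from 97.3% to 26.3% and the share with *Avp* from 94.6% to 36.4%. *Sst* was detected in 94.0% ± 2.80 (SD, n = 4 plates) of the cells outside clusters 7 and 8 on the Q plates and in 14.7% ± 9.10 (SD, n = 6 plates) on the others. Whether a pair counted as off moved most with the number of UMIs asked for: 46 pairs were off at 2 UMIs and 53 at 3 UMIs.

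**Figure D4:**
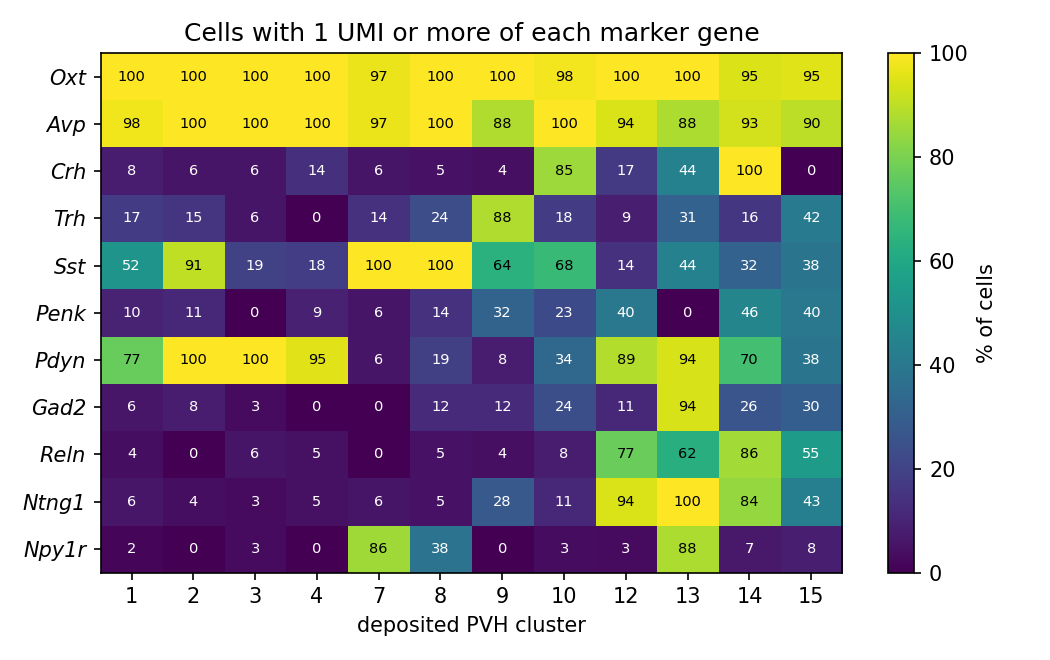
Share of cells in percent (colour and printed whole numbers) with at least 1 UMI of each of the 11 marker genes (vertical axis) in the 12 PVH clusters (horizontal axis). *Npy1r* is highest in cluster 13 at 87.5%, and *Oxt* and *Avp* exceed 87% throughout.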

#### Multiplex FISH of PVH neurons in FISH-only tissue

To examine the spatial organization of gene expression profiles of PVH neurons along the anterior to posterior axis of the entire PVH, we used 2 mice of the same strain as in CaRNA imaging (*Sim1-Cre*) but not subjected to behavioral or surgical perturbations. We collected three coronal cryosections (14  $\mu$ m) from aPVH, mPVH and pPVH (separated by 280  $\mu$ m sequentially) in each mouse. We then performed 12-plex FISH experiments using RNAscope® Multiplex Fluorescent Assay on these 6 sections.

We modified the RNAscope® protocol to enable image registration across 4 rounds of 3-plex FISH. Specifically, prior to the RNAscope® assay, we stained the sections with DAPI, applied 4% paraformaldehyde post-staining, and then digested genomic DNA with RNase-free DNase I (Qiagen Cat # 79254, 2 K units/ $\mu$ l, using 75-100  $\mu$ l to cover the entire section) for 4 hours at 37°C, exchanging for fresh DNase I after the first 2 hours. DNase I digestion at this stage (after DAPI initial staining, paraformaldehyde fixing, but before FISH) allows to generate consistent DAPI staining patterns throughout all rounds of imaging. We then pre-treated sections according to RNAscope® protocol but extended protease IV digestion (105 min) and inactivated residual protease IV activity by incubating the sections with 1 mM phenylmethylsulfonyl fluoride (PMSF, Millipore Sigma-Aldrich SKU 93482) at room temperature (30 min). We performed 3-plex FISH to detect 3 marker-genes according to the manufacturer’s instructions, imaged DAPI (405 nm laser) and FISH signals (488, 561, and 633 nm lasers). We then removed FISH oligonucleotides by 4-hr DNase I digestion as described above (fig. S2) and conducted the next round of 3-plex FISH for another 3 marker-genes. Twelve marker-genes were detected by 4 rounds of 3-plexed FISH. Before probe hybridization in each round, we incubated the sections with 1 mM CuSO<sub>4</sub> in 1× SSC at room temperature for 30 minutes

to reduce lipofuscin autofluorescence and then with 10 mg/mL yeast tRNA (Thermo Fisher Scientific Cat # AM7119) at 40°C (30 min) to reduce non-specific probe and oligonucleotide binding.

To draw ROIs of all neurons by cell segmentation and register these ROIs to FISH images, we performed a round of DAPI and Syto staining after FISH (fig. S3I). We found Syto 81 (Thermo Fisher Cat. No. S11360) could stain cell boundaries (thus enabling segmentation) and was compatible with DAPI staining (it did not alter the DAPI staining pattern, which enabled registration). Syto staining was followed by briefly photo-bleaching to improve image contrast and showed, for each nucleus, a bright spot surrounded by a ring of Syto fluorescence in most neurons (fig. S3A). This pattern was useful for cell segmentation (see *3D segmentation*). Syto 81 was diluted 1:400 in molecular grade water, applied to the section for 15 minutes, and washed twice. The PVH region on each section was photo-bleached on the confocal microscope by 561 nm laser illumination throughout the entire section thickness until the “nucleus-bright-spot-within-a-ring” pattern became apparent and had sufficient contrast with the background. Then we acquired DAPI and Syto images in Round 5 after FISH as shown in fig. S3A.

All images were acquired on a Zeiss LSM880 NLO upright confocal microscope with a 20× water-dipping objective (1.0 NA) using PBS as immersion media. DAPI staining from these 5 rounds of imaging were associated with some residual DAPI-bound DNA and DAPI bound to RNA (“DAPI residual” signal after DNase I digestion and protease treatment, DAPI\_R in fig. S4A) and used for registering marker-gene expression of the same neurons across rounds (fig. S3I).

### Imaging processing of multiplex FISH in FISH-only tissue

#### *3D segmentation*

To generate gene expression profiles of individual neurons, we first performed semi-automatic 3D cell segmentation using Syto signal in Round 5 (fig. S3, A to H; step 1 in fig. S3I)). We found a specific pattern of Syto staining after DNase I digestion that there was only one nucleus-bright-spot in most neurons. We used the nucleus-bright-spots as seeds for 3D watershed segmentation. We obtained the maximum intensity projection (MIP) 2D image of 3D Syto image and their corresponding z-indices using Matlab max function (fig. S3A,  $[img2D, indZ] = \max(img3D, [], 3)$ , where  $img3D$  is the matrix of 3D Syto image,  $img2D$  is the matrix of 2D Syto MIP image and  $indZ$  is the z-indices of the  $img2D$  in  $img3D$ ). The interactive machine learning image segmentation software (ilastik) was used to generate 2D probability maps of background, cell bodies and nucleus bright spots from 2D Syto MIP image (fig. S3B). The 2D probability map was then binarized, visually inspected and manually corrected (fig. S3C). In the manual correction, we ensured that each neuron had only one nucleus bright spot. Each correct 2D nucleus-bright-spot was mapped to 3D at z-depth, where z-depth is the median of  $indZ$ s within 2D nucleus-bright-spot pixels. The 3D nucleus-bright-spots were the seeds for 3D segmentation (3D\_seeds). We duplicated the masks of 2D cell bodies (including red and green labels in fig. S3C) to all depth to generate 3D masks of cell bodies (3D\_cell\_mask). Binarized 3D Syto fluorescence (3D\_Syto\_b) was generated using local adaptive Otsu’s threshold. The 3D cell body foreground for segmentation was the intersection of 3D\_cell\_mask and 3D\_Syto\_b. This 3D cell body foreground was segmented into individual cells with the 3D\_seeds using 3D watershed plugin in Fiji (62) (fig. S3F). We

randomly chose 1200 ROIs (100 ROIs in each location, 2 locations (left and right) from each of the 3 PVH regions (aPVH, mPVH and pPVH) in 2 mice, visually inspected the segmentation results, and found 90% ROIs were correct (4% under-segmentation and 6% over-segmentation).

#### *Multi-round registration of brain slices using DAPI fluorescence for multiplex FISH*

After 3D cell segmentation, we generated gene expression profiles of individual neurons in the FISH-only tissue (fig. S3I). Matlab scripts based on ANTs toolkit (63) (<http://picsl.upenn.edu/software/ants/>) running in Janelia Computer Cluster were used for 3D image registrations and 3D image transformations. We used the image stack of DAPI residual from Round 3 as the reference image stack. We aligned image stacks of DAPI residual from other rounds with the reference stack and obtained their transformations (*Transformation\_Ri*,  $i = \{1, 2, 4, 5\}$ ; step 2 in fig. S3I; and fig. S4A). Images of FISH signals probed in other rounds and neuron ID (3D ROIs) were transformed to aligned images using their corresponding *Transformation\_Ri* (step 3 in fig. S3I). Finally, we merged the aligned neuron ID and aligned FISH signals to generate an image stack of gene expression profiles of individual neurons (step 4 in fig. S3I).

#### *Multi-round FISH signal extraction*

Background was estimated for each FISH image using the 99th percentiles of pixel fluorescence intensity signals within background regions (i.e., fluorescence signals without cellular shape by visual inspection). The background was subtracted from each FISH image. mRNA transcript signals were identified using Otsu's threshold. Nonspecific fluorescence signals were detected as colocalization pixels of the 3 mRNA transcripts from the same FISH round and removed from the FISH images. We found that the *Avp* probe from RNAScope could hybridize with *Oxt* mRNA. To remove the false positive of *Avp* signal, we subtracted *Oxt* images from their *Avp* images. Three features (voxels, mean intensity and sum intensity, where sum intensity = voxels \* mean intensity) of each mRNA signal were extracted from individual neurons in the clean FISH images. To reduce the false positive of *Avp* detection, we further corrected the 3 features of *Avp* signal using a conservative procedure: if  $Avp\_S/Oxt\_S > 10$ , keep the 3 feature values of *Avp*; otherwise set the 3 feature values of *Avp* to zeros, where *Avp\_S* and *Oxt\_S* are the sum intensities of *Avp* and *Oxt* respectively. To reduce the batch effect of individual animals, these 3 features of each mRNA transcript signal were further normalized to [0 1] by  $(fval\_i - fval\_n\_min) / (fval\_n\_max - fval\_n\_min)$ , where *fval\_i* is the feature value from Neuron *i*, *fval\_n\_min* and *fval\_n\_max* are the minimum and maximum feature values among neurons from the same Animal *n* as Neuron *i*.

#### *Classification of molecular clusters for multiplexed FISH data*

Unsupervised hierarchical clustering algorithm was used to classify these neurons using their sum intensities of all genes (z-score normalized values). The optimal cluster number was 13, chosen with Calinski-Harabasz index (Fig. 2D). tSNE visualization of these molecularly defined cell types (Fig. 2F) were based on their sum intensities of all genes (normalized values) using tsne function in Matlab (Distance = correlation, Standardize = true, Perplexity = 40). To generate the spatial organization map of these 13 molecularly defined cell types in the 3 PVH regions (Fig. 2G, and fig. S6, A and B), for each PVH region, we horizontally flipped the images from the left side and manually aligned them with the images from the right side using TrakEM2 with rigid transformation. The 3<sup>rd</sup> ventricle contour and cell density were used as guidance in the

manually alignment of images from different mice. We imported the transformation matrices from TrakEM2 into Matlab, applied the transformations to individual neurons and symbolized the neurons with their cell type markers.

#### Threshold for “positive” gene expression

We considered a neuron as being positive for expression of a gene *xxx* (*xxx*<sup>+</sup>) using a criterion  $Voxel\_xxx > 4$ , where *Voxel\_xxx* is the number of voxels with FISH signal of gene *xxx* in that neuron.

#### Correspondence between scRNA-seq and multiplex FISH

To quantify the correspondence between gene expression profiles measured with scRNA-seq and multiplexed FISH, we identified Seq-neurons that significantly correlated with FISH-clusters and FISH-neurons that significantly correlated with Seq-clusters. To identify the significant Seq-neurons, we first computed the pairwise Pearson’s correlation coefficient between the average expression profiles (z-score normalized values) of each FISH-cluster and the expression profiles (z-score  $\log_{10}(TPM+1)$ ) of Seq-neurons. We then estimated the significant correlation coefficient baseline by calculating the 90th percentile of correlation coefficients from the bootstrap replicates (shuffle the gene labels associated with the average expression profiles of FISH-clusters 1000 times). Next, we identified the Seq-neurons with correlation coefficients greater than the significant baseline ( $r > 0.47$ ) and statistically significant p values ( $p < 0.05$ ). These significantly correlated Seq-neurons were ordered by their correlation coefficients along the FISH-clusters (fig. S6C) and exclusively filtered by their lowest p values and highest correlation coefficients (fig. S6D). Similarly, FISH-neurons significantly correlated with Seq-clusters were identified ( $r > 0.41$  and  $p < 0.05$ ; fig. S6, E and F). We further evaluated the anatomic distributions of the significantly correlated FISH-neurons for each Seq-cluster and all Seq-clusters (fig. S6G).

#### Viral injections and GRIN lens implantation

Viral injections and implantations of GRIN lens (Part ID: GLP-0584; 0.5 mm in diameter, and 8.2 mm in length; Inscopix) were performed as described previously (39). Briefly, AAV2/1-Syn-FLEX-GCaMP6m ( $1.2 \times 10^{13}$  GC/ml, Janelia) viral vector was diluted (1:5, final  $2.4 \times 10^{12}$  GC/ml) with PBS and injected at two depths in the left PVH (bregma: -0.75 mm; midline: 0.3 mm; dorsal surface: -4.55 mm and -4.75 mm (100 nl/site)). After 3-4 weeks for transgene expression, a GRIN lens was implanted to target the GCaMP-expressing PVH neurons (bregma: -0.8 mm; midline: 0.3 mm). The target depth (dorsal surface: -4.80 mm to -4.65 mm) was determined by observing fluorescent signal through a miniature microscope (nVista HD v2, Inscopix). Then, the GRIN lens and a head bar were fixed with black dental cement (Lang Dental Manufacturing). A layer of parafilm covered the top end of the lens. A silicone adhesive (Kwik-Sil; World Precision Instruments) was applied above the parafilm to protect the lens.

#### Two-photon calcium imaging in head-fixed behaving mice

After one-week recovery from the GRIN lens implantation surgery, the mice started food-restriction (3 g of food pellets per day, *ad libitum* access to water) with daily health monitoring and body weight assessments. While under food-restriction, the mice were habituated to head-fixation and eating liquid food (40% paste-like liquid food by

warming liquid diet with distilled water; PMI Micro-stabilized rodent liquid diet LD101) through a lick-spout on a treadmill (Janelia). The habituation training continued until the head-fixed animals could stay on the treadmill without frequent struggling movement for more than 1 hour. During the habituation training period, the neuronal fluorescence intensity was monitored (once a day, only at the end of habituation) with the Inscopix miniature microscope to examine the recovery and stability of the brain tissue under GRIN lens. Once the habituation criterion was reached and the fluorescent structure under the GRIN lens stayed the same across 3 days, mice were moved to a two-photon microscopy rig to acclimatize (2 days, 1 hour/day) to the two-photon imaging environment. Then, a set of calcium imaging experiments involving eating during hunger, drinking water during thirst, hedonic eating (*ad lib* fed, Ensure palatable food), fear retrieval, and hormone-induced hunger (ghrelin injection) or energy surfeit (leptin injection) were sequentially performed over 10 days (fig. S7, see [Behaviors](#)).

Calcium imaging was performed using a custom-built two-photon microscope (Modular In Vivo Multiphoton Microscope, MIMMS, Janelia) controlled by ScanImage (Vidrio Technologies). The two-photon microscope was equipped with some customized components for deep-brain imaging with a graded-index (GRIN) lens, which included a fast resonant scanner module (12 kHz, Cambridge Technology), an assistant epifluorescence imaging module (Thorlabs) for GRIN lens alignment, a high dispersion compensation module (Janelia) and a FastZ scanner module (P-725 PIFOC Objective Scanner, PI, 400  $\mu\text{m}$  travel range). The light source was a Chameleon Ultra femtosecond pulsed laser (Coherent) running at 920 nm. The objective was a 10 $\times$  air lens (CFI Plan Apo Lambda 10 $\times$ , Nikon, 0.45 NA, 4 mm working distance). The power used was 90-100 mW measured after the objective lens and before the GRIN lens.

To facilitate aligning the GRIN lens with the objective lens, the head-bar holder and the treadmill were fixed on  $\alpha\beta$  axis goniometers (OptoSigma). Before each calcium imaging experiment, the parafilm and silicone adhesive above the GRIN lens were removed. The GRIN lens top surface was cleaned with lens paper. Then, the GRIN lens was aligned with the objective lens by adjusting the goniometers. The criterion for a good alignment was when the entire top circular edge of the GRIN lens simultaneously became sharp by epifluorescence imaging. After the alignment, the objective position focusing on the GRIN lens top surface was set as the reference zero for the later aberration corrections. In each imaging experiment, besides the functional trials with fast volumetric imaging (FastZ image: 256  $\times$  256 pixels, 8 imaging planes within 400  $\mu\text{m}$  objective travel range, 7.75 Hz volume rate, sawtooth scanning mode) of neuronal activity in the defined behaviors, there were several meta trials with slow z-stack imaging (ZStack image: 512  $\times$  512 pixels, 5  $\mu\text{m}$  step size, 600  $\mu\text{m}$  objective travel range covering the travel range in functional trials) of some fluorescent fiducial structures, such as the distinct neurites, before and after the functional trials. These meta trials were used to assess the motion of the brain tissue, facilitate longitudinally tracking the same neurons along all imaging experiments and the *ex vivo*  $\rightarrow$  *in vivo* image registration. After each imaging experiment, a new layer of parafilm and silicone adhesive were used to protect the GRIN lens.

#### Stimulus delivery and behavior control and log system

A custom-built behavior-control-log-system (BCLS) was used to control all behavior procedures in the imaging experiments (fig. S7), record the behavior events and synchronize behavior events, two-photon imaging and behavior video acquisitions. The system included 3 Arduino boards (2 Arduino Mega 2560 and 1 Arduino Due). One Mega 2560 generated TTL signals to trigger two-photon imaging acquisition and frame acquisitions of behavior videos in two cameras (front and side, Basler acA640-120um). The other Mega 2560 controlled the behavior logic procedures. The Due board synchronized (20  $\mu$ s precision) all behavior events and the onsets of frame acquisitions from two-photon imaging and behavior videos and sent these synchronized events to a computer. The computer then stored the synchronized events. All the programs running on the Arduino boards were coded with Arduino IDE. The program running in the computer to communicate with Arduino boards and log synchronized events was coded with C++ (Visual studio community, Microsoft). Behavior video acquisition program was developed based on iSpy (<https://www.ispyconnect.com>) with C# (Visual studio community, Microsoft). In experiments shown in fig. S7, A, B, C and E, a linear step motor (Zaber Technologies Inc.) was used to extend and retract the lick spout, which was controlled and recorded by the BCLS. Licking was detected with a capacitive sensor and recorded by the BCLS.

#### *Food and water delivery*

Liquid food, water and Ensure were delivered with a syringe pump (NE-500, New Era Pump Systems, Inc), which was closed-loop controlled (3  $\mu$ l every 3 licks) and recorded by the BCLS.

#### Behavioral experiments

##### *Day1: Eating during hunger (food restriction)*

For the Hunger-Eat experiment (fig. S7A), the lick spout was extended near the mouse's mouth 1-min after the trial onset. Mice immediately started eating the paste-like liquid food. The lick spout was retracted 35-s after the spout extension. The trial stopped 80-s after spout retraction. After the Hunger-Eat experiment (7-9 trials), animals were *ad libitum* fed until all experiments were completed.

##### *Day 2: Drinking water during thirst (16-h water deprivation)*

For the Thirst-Drink experiment (fig. S7B), mice were moderately water deprived (16 hours). This was because in 24-h water deprived mice we found that rehydration by drinking could dramatically change the imaging planes in PVH (surrounding the 3<sup>rd</sup> ventricle), likely due to brain expansion following changes in blood osmolarity. The spout was extended 1-min after the trial onset. Mice immediately started drinking water. The lick spout was retracted 10-s after the spout extension. The trial stopped 105-s after spout retraction. After the session (5-7 trials) mice were given *ad libitum* water.

##### *Day 3-5: Hedonic eating and fear retrieval*

Mice were habituated to eat palatable Ensure in the imaging rig (fig. S7C). During the habituation training, the spout was extended 30-s after the trial onset. Mice immediately started licking the palatable Ensure. The lick spout was retracted 83-s after the spout extension. The trial stopped 62-s after the spout retraction. In the meantime, mice also underwent 2 days of training (5 trials/day) with auditory fear conditioning in an electrical foot-shock arena (Coulbourn Instruments, fig. S7D). During the fear conditioning training (fig. S7D), a 20-s auditory CS stimulus (8 kHz tone, 80 dB) was

presented 60-s after the trial onset. After termination of the CS stimuli, mice received a 2-s, 0.75-mA electrical foot shock. The trial stopped 93-s after the foot shock. The BCLS generated the auditory stimuli and controlled the timing of foot shock. For the fear retrieval experiment (fig. S7E), lick spout was extended 30-s after the trial onset. Mice immediately started licking the palatable Ensure. The same CS stimulus (20 s, 8 kHz, 80 dB) was presented 30 s after the spout extension. Mice stopped eating the palatable Ensure immediately after the onset of the CS tone presentation. The lick spout was retracted 33-s after termination of the CS stimuli. The trial stopped 62-s after the spout retraction. In the fear retrieval experiment, suspension of licking after the onset of CS stimuli presentation to the spout retraction (Fear and Tone-Aft state in fig. S7E) was used as an alternative measurement of freezing response to fear. Once mice started eating during CS stimulus presentation (5-6 trials), then the experiment switched from functional trial acquisition to meta trial acquisition. Inter-trial intervals in the experiments above were randomly chosen (90 - 180 s)

#### *Day 6-10: Hormone injections*

After the fear retrieval experiment, mice were acclimatized to stay on the treadmill without lick spout for food or water delivery (fig. S7F). Then, ghrelin (1  $\mu$ g/g, Bachem Americas, Inc.), saline and leptin (1  $\mu$ g/g, R&D Systems) injection experiments were performed on 3 consecutive days (fig. S7G). In these injection experiments, intraperitoneal injections (ghrelin and leptin were diluted with saline and injected at a volume of 10  $\mu$ L/g; saline: 10  $\mu$ L/g) were administered between the 1<sup>st</sup> and 2<sup>nd</sup> trials. Each trial is a 175-s-long imaging acquisition. Inter-trial intervals in these injection experiments were 2-min.

#### Post hoc tissue processing

After all imaging experiments were completed in a mouse, several meta trials were acquired in the live mouse before perfusion (ZStack\_Bef\_Perf images). To avoid possible circadian effects on gene expression, mice were perfused at the same time of day (2 pm) with PBS and then with 4% paraformaldehyde (PFA). Because the perfusion changes intracellular calcium concentration, the fluorescence intensities of individual neurons can be considerably different before and after the perfusion. To facilitate the *ex vivo*  $\rightarrow$  *in vivo* image registration, we also acquired several meta trials in the perfused lifeless animal (ZStack\_Aft\_Perf images). As an intermediary between live *in vivo* images and *post hoc* confocal microscopy images, these ZStack\_Bef\_Perf and ZStack\_Aft\_Perf images facilitated aligning neuron in the *in vivo* imaging volume with the *ex vivo* cryosections (see below). For brain removal, it was important to take care to maximally preserve the integrity of brain tissue right beneath the lens. For this, the brain was removed out of the skull from the bottom of the skull while the GRIN lens was still fixed on top of the skull. The brain gently slid off the GRIN lens after it was freed from surrounding skull.

After GRIN lens removal, the harvested brain was post-fixed in 4% PFA with RNase Away (Thermo Scientific<sup>TM</sup> Cat # 7002) for 16 hours, cryopreserved (4 °C) in 15% and 30% sucrose sequentially, and embedded in Fisher Healthcare<sup>TM</sup> Tissue-Plus<sup>TM</sup> O.C.T. Compound (Cat # 23-730-571). Consecutive horizontal cryosections (14  $\mu$ m in thickness) were collected to encompass the dorsal-ventral distance of *in vivo* imaged volume. Each section was mounted onto an individual Fisherbrand<sup>TM</sup> Superfrost<sup>TM</sup> Plus

microscope slide (Cat # 12-550-15) with the same orientation as *in vivo* (ventral side facing the glass slide). All slides were dried overnight at 4°C.

We then proceeded to obtain DAPI and GCaMP images to find the *in vivo* imaged volume on *ex vivo* tissue sections. Sections were moved from 4°C to room temperature (RT), further dried at RT for 30 minutes, fixed with 4% PFA for 30 min on slides, DAPI stained, and imaged on a Zeiss LSM880 NLO upright confocal microscope with a 20× water-dipping objective (1.0 NA). For each section, we first chose a single focal plane in the middle of the optical Z-stack and imaged DAPI (“DAPI full”, without DNase I digestion and protease treatment) and GCaMP signals on this plane (fig. S12). This single-plane image encompassed a large area (AP: ~2.66 mm, the entire 3<sup>rd</sup> ventricle lining on the GRIN lens implant side; ML: ~860 µm, larger than the diameter of the GRIN lens). We then acquired a full z-stack of a smaller area (AP: ~1.11 mm; ML: ~850 µm) sufficiently covering the GRIN lens track (with a hole) or the field-of-view (FOV) underneath the GRIN lens (Round F in fig. S10). After imaging DAPI and GCaMP, slides were dried and stored at -80°C, while we performed the *ex vivo* → *in vivo* image registration by identifying GRIN lens imaged neurons on confocal microscopy images (See Ex vivo to in vivo image registration).

#### Calibration and correction of two-photon-GRIN-lens imaging system

To calibrate the optical properties of our two-photon-GRIN-lens (TPGL) imaging system, we built a calibration setup (fig. S8A). A custom-built one-photon and two-photon excitable grid target (fig. S8B) was held on a micromanipulator (MP285, Sutter Instrument) and aligned with the objective lens. The GRIN lens was aligned with the objective lens using epifluorescence imaging (as described above). Once the grid target, GRIN lens, and objective lens were well aligned, we moved up the grid target until it touched the GRIN lens and set the target position as 0 for sample position. Water was used as immersion medium between GRIN lens and the target. We then moved the objective lens to focus on the top surface of the GRIN lens and set the position as reference zero for the objective lens (air interface, the same as in the *in vivo* imaging experiment). For each objective lens position (270 to 1280 µm; step size: 270-985 µm, 5 µm; 990-1280, 10 µm), we acquired a two-photon image stack of the grid target by changing the target position with the micromanipulator (step size: 1 µm).

An ImageJ script was used to segment and track individual grid elements on the target. Axial resolution at each grid position (fig. S8E) was measured with the full-width at half maximum of the Gaussian fit for the average intensity of that grid along Z-depth. The sample position (Z) at each grid position (red dots in fig. S8F) was measured with maximum of the Gaussian fit for the average intensity of that grid along Z-depth. For each objective lens position, we computed the imaging plane (surface in fig. S8F) with a paraboloid surface fit of the measured sample positions. After we had the grid positions, axial resolutions and imaging planes from all objective lens positions, we fitted the objective-lens-position-dependent mean axial resolution (fig. S8G), vertex of imaging plane (fig. S8H) and relative magnification (fig. S8I). Then, we built a calibration model (fig. S8J) to describe the objective-lens-position-dependent transformation from the TPGL imaging space to real physical space by integrating the fits in (fig. S8, F, H and I). Finally, we corrected all ZStack images acquired in meta trials with the calibration model using the scatteredInterpolant (linear interpolation) function in Matlab.

### Ex vivo to in vivo image registration

#### Alignment of ex vivo brain slices

To identify the neurons in the *in vivo* imaging volume from the images of *ex vivo* sections, we first reconstructed the imaging volume by stitching the *ex vivo* images. Because the PVH surrounds the 3<sup>rd</sup> ventricle, we coarsely stitched the large single-plane images of *ex vivo* sections using the contour of the 3<sup>rd</sup> ventricle. We then used the stitched large single-plane images as a map and coarsely aligned the smaller full z-stack images of sections. The coarsely stitched image stacks have ~200  $\mu\text{m}$  error (mostly in A/P direction) between consecutive sections because of the tissue distortions caused by tissue processing (sectioning, mounting, etc.). We further adjusted the coarsely stitched image stacks, using the corrected *in vivo* ZStack images. With the help of corrected ZStack\_Aft\_Perf *in vivo* images and GRIN lens track (hole on the superficial sections), we usually could find a few neurons with distinct features (cell body shape, neurites, etc.) in the *in vivo* imaging volume that could be confidently recognized in the *ex vivo* confocal images of each section. For example, in Fig. 3D, we found distinct neuron 29, 30, 32 and 33 in the top slice, neuron 15, 16 and 21 in the middle slice and neuron 1, 2 and 3 in the bottom slice; in fig. S9B, we found distinct neuron 9, 20 and 35 in the top slice, neuron 1, 2 and 4 in the middle slice and neuron 10, 11 and 26 in the bottom slice. We then adjusted relative positions of these coarsely stitched slices so that the spatial patterns of these identified distinct neurons could be well matched between *in vivo* and *ex vivo* images (left columns in Fig. 3D and fig. S9B). Stitching of *ex vivo* images was performed manually using TrakEM2 with rigid transformation.

#### Aligning neuron ROIs between ex vivo and in vivo image volumes

After stitching *ex vivo* images, we used these identified distinct neurons as starting points to find their neighbor neurons matched between the corrected ZStack images in fear retrieval experiment (middle of the entire imaging experiments) and *ex vivo* images (right columns in Fig. 3D and fig. S9B). In addition, the matched neurons were mapped to the FastZ imaging planes from the corrected ZStack images. The ROIs of the matched neurons (*ex vivo*  $\rightarrow$  correct ZStack  $\rightarrow$  FastZ) were manually drawn in 3D using TrakEM2. Using this *ex vivo* to *in vivo* image registration strategy, two independent observers found the neurons matched between *in vivo* and *ex vivo* with 96% correspondence. Identifications of all neurons for further analyses were discussed and confirmed by these two independent observers.

### Multiplex FISH in CaRMA-imaged tissue after in vivo calcium imaging

After *in vivo* to *ex vivo* registration, we performed 12-plex FISH on sections where *in vivo* imaged neurons had been found to reside using the FISH protocol as described in (Multiplex FISH of PVH neurons in FISH-only tissue) with the following 3 modifications.

These modifications resulted from GCaMP-expressing neurons in CaRMA-imaged tissue. First, after 4-hour DNase I digestion before FISH, we re-applied DAPI stain and then imaged all sections for DAPI and GCaMP fluorescence (Round P in fig. S10). DNase I digestion prior to tissue permeabilization generated a DAPI pattern that we called “DAPI partial” (with DNase I digestion but without protease treatment). This “DAPI partial” pattern was used as an intermediary between a “DAPI full” pattern

obtained in the earliest confocal imaging session and a “DAPI residual” (after DNase I digestion and protease treatment) pattern obtained after DNase I was used to strip FISH oligonucleotides on fully permeabilized tissue sections. This intermediate pattern was necessary for registering GCaMP expression and marker-gene expression of the same neurons (fig. S10, B to D). Second, to eliminate GCaMP fluorescence in the 488 nm channel, SSC buffered citric acid (1 volume of citric acid added into 9 volumes of 1.18X SSC, yield a pH between 5.6 and 5.7) was used as immersion media during FISH imaging. This pH was sufficiently acidic to quench GCaMP6m fluorescence. Third, because we already had ROIs of GCaMP-expressing neurons, the round of DAPI and Syto staining after FISH that we used for FISH-only tissue was removed for calcium activity imaged tissue.

### Image processing of multiplex FISH in CaRNA-imaged tissue

#### *Multi-round registration of brain slices using DAPI fluorescence for multiplex FISH*

After *ex vivo* to *in vivo* image registration and multiplex FISH in the same brain tissue, we generated gene expression profiles of individual neurons registered between *ex vivo* and *in vivo* (fig. S10B). Matlab scripts based on ANTs toolkit (63) (<http://picsl.upenn.edu/software/ants/>) running in Janelia Computer Cluster were used for 3D image registrations and 3D image transformations. We used the image stack of DAPI residual from Round 1 as reference image stack for the 3D registration. Because of the change in the shape of DAPI staining before (DAPI full from Round F) and after (DAPI residual from Round 1) DNase I digestion and protease treatment, we aligned DAPI full with the reference DAPI residual in 2 steps to improve the registration precision (step 2 in fig. S10B). We first aligned the image stack of GCaMP from Round F with the image stack of GCaMP from Round P (fig. S10C) and obtained its corresponding transformation (*Transformation\_F*). We then aligned the image stack of DAPI partial from Round P with the image stack of DAPI residual from Round 1 (fig. S10D) and obtained its corresponding transformation (*Transformation\_P*). Next, we transformed the neuron ID identified in the GCaMP image from Round F (3D ROIs drawn during *Ex vivo* to *in vivo* image registration, step 1 in fig. S10B) to aligned neuron ID (aligned 3D ROIs) using the concatenated transformation (*transformation\_FP*, the concatenation of *transformation\_F* and *transformation\_P*, step 3 in fig. S10B). In addition, we aligned the image stacks of DAPI residual from Round 2-4 with the reference image stack (step 4 in fig. S10B and fig. S10D) and obtained their corresponding transformations (*Transformation\_Ri*,  $i = 2$  to 4). Images of FISH signals probed in Round 2-4 were transformed to aligned images of FISH signals using their corresponding *Transformation\_Ri* (step 5 in fig. S10B). Finally, we merged the aligned neuron ID and aligned FISH signals to generate an image stack of gene expression profiles of individual neurons (step 6 in fig. S10B).

#### *Multi-round FISH signal extraction, issues with AAV tropism*

Three features (voxels, mean intensity and sum intensity, where sum intensity = voxels  $\times$  mean intensity) of each mRNA signal were extracted from individual neurons as described for FISH-only tissue. Then, these extracted FISH signal features were manually validated by visual inspection. Finally, these 3 features of each mRNA transcript signal were further normalized to [0 1] in the same way as for FISH-only tissue.

We did not observe GCaMP expression in *Oxt*<sup>+</sup> and *Avp*<sup>+</sup> neurons in the CaRMA tissue because of the viral tropism of the AAV serotype 1 that we used. The viral tropism was confirmed by the evidence that we found GCaMP expression in *Oxt*<sup>+</sup> and *Avp*<sup>+</sup> neurons by injecting AAV-DJ-EF1a-DIO-GCaMP6m (fig. S15, GVVC#: GVVC-AAV-92, Stanford Gene Vector and Virus Core). In general, this is a potential challenge with CaRMA imaging where AAV tropism issues may arise for capturing all cell types, thus the broadest neural tropism is advantageous for this technique. We only imaged a few *Sst*<sup>+</sup> neurons because *Sst*<sup>+</sup> neurons are distributed along the 3<sup>rd</sup> ventricle in the PVH (Fig. 2G, and fig. S6, A and B), which is not accessible to GRIN lens placements without damaging the ventricle. Thus, we used the gene expression profiles of the remaining 9 genes (without *Oxt*, *Avp* and *Sst*) to cluster all neurons into molecularly defined cell types (Fig. 5B).

#### *Classification of molecular clusters (MCs) from multiplexed FISH data*

Unsupervised hierarchical clustering was used to classify these neurons using their sum intensities of the 9 genes (without *Oxt*, *Avp* and *Sst*; z-score normalized values). The optimal cluster number 11 was chosen with 3 criteria 1). Calinski-Harabasz index; 2). Aggregation of neurons with clusters by visual inspection of t-SNE plot; 3). Identification of cluster 11 with the only 2 high *Sst*-expressing neurons, even though *Sst* was not used for clustering (Fig. 5B). tSNE visualization of these molecularly defined cell types (MCs, Fig. 5C) were based on their sum intensities of the 9 genes (z-score normalized values) using tsne function in Matlab (Distance = correlation, Standardize = true, Perplexity = 15).

To evaluate the validity of molecular clustering of the CaRMA-imaged neurons, we combined the gene expression profiles from pPVH FISH-only and CaRMA imaged tissue as a merged multiplex FISH dataset and classified the neurons in the merged dataset into 13 molecular clusters (posterior PVH Clusters, pCs) using their sum intensities of the 12 genes (z-score normalized values, fig. S16A). Next, for each MC, we found its corresponding pC according to their high-expressed genes or “Low”. For all CaRMA-imaged neurons, we used their MCs as true classes and their corresponding pCs as predicted classes and computed the confusion matrix. We defined this confusion matrix as a consistency matrix representing the consistency between the molecular clusters determined with CaRMA dataset and the clusters determined with the merged FISH dataset (fig. S16C). Consistency ratio of a CaRMA cluster is the recall of the confusion matrix for that CaRMA cluster, while consistency ratio of a cluster from the merged datasets is the precision of the confusion matrix for that cluster (fig. S16D).

#### *Threshold for “positive” gene expression*

We considered a neuron as being positive for expression of a gene *xxx* (*xxx*<sup>+</sup>) using the same criterion as for FISH-only tissue.

#### *In vivo* calcium imaging preprocessing

##### *Alignment of in vivo image volumes across multiple behavioral states*

For the FastZ images in each imaging plane, brain tissue movement under the GRIN lens was corrected using Matlab scripts based on ANTs toolkit in Janelia Computer Cluster. To improve the signal-noise ratio for further analyses, the motion corrected images were temporally downsampled by averaging every 3 frames to 1 frame (temporal sample rate: 7.75 Hz → 2.58 Hz).

For each imaging experiment, the average intensity projection image of the motion-corrected FastZ images in each imaging plane was used as the template image of that imaging plane. For the fear retrieval imaging experiment, the ROIs of the *ex vivo*  $\rightarrow$  *in vivo* matched neurons were manually drawn on these template images (see Ex vivo to in vivo image registration). To longitudinally track the same neurons in different imaging experiments, the template image of each imaging plane in the fear retrieval experiment was aligned with its corresponding template images in other experiments using Matlab scripts based on ANTs toolkit. This template from fear retrieval experiment was selected for alignment across states because it was midway through the sequence of behavioral state experiments. To get the neuron ROIs in other experiments, the alignment transformations (linear and nonlinear) were applied to the ROI images of individual corresponding imaging planes. Next, these neuron ROIs in other imaging experiments were overlaid with their template images, manually examined and corrected.

#### *Removal of overlapping ROI areas and contamination from background signals*

Because of the relative elongated axial resolution ( $\sim 10 \mu\text{m}$ , fig. S8G) of our TPGL imaging system, the images of some neurons may be overlapped (fig. S11A). To prevent the signal interference among these overlapped neurons, cleaned ROIs (ROIs\_clean) were generated for individual neurons by excluding the overlapped region from the ROIs of these overlapped neurons (fig. S11C). To correct the contamination from background signals (64), the calcium fluorescence signal of neuron  $i$  was measured as

$F_i(t) = F_{ROI\_clean\_i}(t) - F_{Bkg\_i}(t)$ , where  $F_{ROI\_clean\_i}(t)$  is the average fluorescence intensity within the ROI\_clean of neuron  $i$ , while  $F_{Bkg\_i}(t)$  is the average fluorescence intensity within a  $\sim 20 \mu\text{m}$  (20 pixels in the FastZ images) region from the neuron center (excluding all ROIs, fig. S11, B and C).

#### *ROC analysis of neuron calcium fluorescence responses*

We used receiver-operating characteristic (ROC) analysis to measure neuron temporal responses (38). The temporal response of neuron  $i$  was calculated as  $R_i(t) = 2 \times (auROC_i(t) - 0.5)$ , where  $auROC_i(t)$  is the area under the ROC curve using fluorescence signals  $\{F_i(base), F_i(t\_wnd)\}$  to discriminate current state from baseline state.  $F_i(base)$  were fluorescence signals of neuron  $i$  during a baseline period, while  $F_i(t\_wnd)$  were fluorescence signals within a sliding time window at time  $t$ . The baseline period was 20-40 s after trial onset across trials in hunger eating and thirst drinking experiments, 40-120 s of the first trial in the injection experiments. The sliding time window was 2-s (centered at time  $t$ ) across trials in hunger eating, thirst drinking and fear retrieval experiments (multiple repeat trials) and 8-s (centered at time  $t$ ) in the injection experiments (singular continuous trials). The range of auROC value is [0 1], where 0.5 indicates no responses. To calculate consistent-response by scaling the responses with purity, we need to set response metric = 0 for no response. Thus, we transformed the auROC value to  $2 \times auROC - 1$  as the response metric. In addition, for neural activity data, the transformed auROC has a range [-1 1], which is also intuitive with widely used notations of neuron inhibition depicted with negative values and activation with positive values. We called the transformed auROC as t-auROC and set  $R_i(t) = t\text{-}auROC_i(t)$ .  $R_i(t) = 1$  represents reliable activation (all fluorescence signals within the time window from all trials were greater than all fluorescence signals during the baseline period from all trials).  $R_i(t) = -1$  represents reliable inhibition (all fluorescence signals within the time window from all trials were less than all fluorescence signals during the baseline period from all trials).

$R_i(t) = 0$  indicates no response (the distribution of fluorescence signals within the time window from all trials was similar to the distribution of all fluorescence signals during the baseline period from all trials). In general,  $R_i(t) > 0$  indicates activation, while  $R_i(t) < 0$  indicates inhibition. In addition, this measurement of neuron temporal response normalizes neuronal responses by considering the response amplitude and incorporates reliability of response changes across trials between time  $t$  and baseline.

#### *$\Delta F/F$ activity map in Movie S1*

$\Delta F/F$  was calculated for each pixel's time series as described in (65) with minor modifications. Briefly, for each pixel, baseline fluorescence ( $F_{bs}$ ) was estimated with the 20th percentile of the pixel's time series. For pixel  $i$  at time  $t$ ,  $\Delta F/F(i, t) = (F_{raw}(i, t) - F_{bs} - 50) / (F_{bs} + 20)$ , where  $F_{raw}(i, t)$  is the raw fluorescence intensity of pixel  $i$  at time  $t$ . The addition of 20 to the denominator was used to prevent division by baseline values very close to zero. The subtraction offset to the numerator (-50, similar results were observed by using other values in [-20 -100]) and addition offset to the denominator (+20, similar results were observed by using other values in [10 50]) of the  $\Delta F/F$  calculation underestimates true  $\Delta F/F$  but reduces the rate of artifacts. To generate the  $\Delta F/F$  activity images, the  $\Delta F/F$  activity pixels in each frame were filtered with a Gaussian filter (radius = 2 pixels).

#### Analysis of *in vivo* imaging responses

##### *Unsupervised clustering of behavioral states*

For unsupervised clustering behavioral states based on their neuronal ensemble responses without regard to cell type (Fig. 4A), responses of each neuron in individual behavioral states were temporally averaged into 26 bins (26-bin responses, the minimum number of timepoints among all states). The binned responses of all neurons (319 neurons) in each state were concatenated to a response vector ( $26 \times 319$  data points) as neuronal response representation of that state. Hierarchical clustering (correlation distance and single linkage) generated the dendrogram of behavioral states similarities based on their neuronal response representations.

##### *Screening for labeled-line neurons*

To search for labeled-line neurons encoding the 11 behavioral states (Fig. 4B), a labeled-line neuron was defined as specifically activated or inhibited in one state but not in other states. Neuron  $i$  was assigned as activated in behavioral state  $S_n$  using the criterion  $Rm_{S_n, i} - Rm_{base, i} > 3 \times Std_{base, i}$ , where  $Rm_{S_n, i}$  is the mean response of neuron  $i$  in state  $S_n$ ,  $Rm_{base, i}$  is the mean response of neuron  $i$  in baseline state and  $Std_{base, i}$  is the standard deviation of the responses of neuron  $i$  in baseline state. In contrast, neuron  $i$  was assigned as inhibited in behavioral state  $S_n$  using the criterion  $Rm_{base, i} - Rm_{S_n, i} > 3 \times Std_{base, i}$ . The baseline state was before the lick spout extension in Hunger-Eat, Thirst-Drink and fear retrieval experiments and was the 1<sup>st</sup> trial in the injection experiments. For each  $k$ -state combination from all 11 choose  $k$ -combinations ( $C_{11}^k$ ) ( $k = 2$  to 11), we searched for labeled-line neurons among all 319 neurons and counted the number of labeled-line neurons ( $n_{ln}$ ) and the number of behavioral states ( $n_s$ ) encoded by these labeled-line neurons. The  $k$ -state combination with maximum  $n_s$  and maximum  $n_{ln}$  ( $n_s$  was prior to  $n_{ln}$ ) in all  $C_{11}^k$   $k$ -state combinations was displayed in Fig. 4B to indicate the maximum number of labeled-line neurons for encoding  $k$ -states.

To search for labeled-line neurons encoding behavioral state-classes, we grouped these 11 behavioral states ( $S_n, n = 1$  to 11) into  $m$  “state-classes” ( $SC_j, j = 1$  to  $m$ ) either subjectively based on ideas about behavioral similarity ( $m = 7$ , fig. S13A) or systematically based on response similarity metrics derived from the PVH neural ensemble used for unsupervised clustering ( $m = 2$  to 11, Fig. 4A). Subjective grouping was based on the rationale that 1) food consumption behaviors might be similar, 2) a shock-associated CS often elicited fear-like freezing responses during its delivery and shortly after the CS is terminated, and 5) leptin is thought to mimic aspects of an energy surfeit state, so it was grouped with post-food consumption states.

Systematic grouping was performed as follows. Given  $SC_j = \{S_{jl}, \dots, S_{js}\}$ , neuron  $i$  was assigned as activated or inhibited in state-class  $SC_j$  when it was activated or inhibited in all element behavioral states ( $S_{jl}, \dots, S_{js}$ ), respectively. For each  $k$ -state-class combination from all  $m$  choose  $k$ -combinations ( $C_m^k$ ) ( $k = 2$  to  $m$ ), we exhaustively searched for labeled-line neurons among all 319 neurons and counted the number of labeled-line neurons ( $n_{ln}$ ) and the number of state-classes ( $n_{sc}$ ) encoded by these labeled-line neurons. The  $k$ -state-class combination with maximum  $n_{sc}$  and maximum  $n_{ln}$  ( $n_{sc}$  was prior to  $n_{ln}$ ) in all  $C_m^k$   $k$ -state-class combinations was used to indicate the maximum number of labeled-line neurons for encoding  $k$ -state-classes. fig. S13 and fig. S14 are examples of searching for labeled-line neurons encoding 7 behavioral state-classes.

#### *Purity and consistent-response*

Response purity is a linearly normalized entropy used to measure the response similarity of a group of neurons (fig. S17). The value of maximum entropy (3 bits) was determined by  $\text{floor}(\log_2(\min\_nSamp))$ , where  $\min\_nSamp$  is the minimum sample size from all groups ( $\min\_nSamp = 9$  for MC5-Crh neurons). Examples and formulas for calculating response purity and consistent-response were shown in fig. S17B. When computing the consistent-responses of single gene defined cell types, we assigned a neuron as  $xxx$  cell type ( $xxx^+$ ) using a criterion  $Voxel\_xxx > 4$ , where  $Voxel\_xxx$  is the number of voxels with FISH signal of gene  $xxx$  in that neuron. The same criterion was applied to gene co-expression pattern of *Crh* subtypes (fig. S20A).

#### Decoding behavioral states with neuronal responses

Multinomial logistic regression with L1 regularization from Glmnet in Matlab toolbox ([http://web.stanford.edu/~hastie/glmnet\\_matlab/index.html](http://web.stanford.edu/~hastie/glmnet_matlab/index.html)) was used to decode behavioral states with neuronal responses. To explicitly include the neuronal dynamics in these prediction models, we used the binned temporal responses (26 response bins in each state as described in *Unsupervised clustering of behavioral states*) of neurons as the predictor inputs of the multinomial regression. To assess the generalization ability of these prediction models, all prediction performance metrics were measured with cross-validation (leave-one-out or 10-fold as noted below)

#### *Decoding behavioral states with responses of a single molecularly defined cell type*

For decoding behavioral states with the neuronal responses from cell type  $MC_m$  ( $m = 0$  to 10;  $MC_0$  is all neurons, which ignores cell type; Fig. 6A), each labeled sample in the dataset (DS\_single) consisted of a response array as input ( $X_i$ ) and a label as output ( $Y_i$ ).  $X_i$  is the 26-bin temporal responses of a  $MC_m$  neuron  $MC_m\_N_j$  in behavioral state  $B_k$ , where  $j = 1$  to  $MC_m\_nSamp$  and  $MC_m\_nSamp$  is the number of  $MC_m$  neurons ( $MC_0\_nSamp = 319$ ).  $Y_i$  is the label of behavioral state  $B_k$  ( $Y_i = k, k = 1$  to 11). Thus, the

sample size of DS\_single ( $Ds\_single\_nSamp$ ) is  $11 * MCm\_nSamp$  and  $i = 1$  to  $Ds\_single\_nSamp$ . Decoding performance, including accuracy (Fig. 6B), confusion matrix (Fig. 6C) and F1 score (fig. S21A), was evaluated by leave-one-out cross-validation using DS\_single dataset.

*Decoding behavioral state by 10-neuron ensembles combining one of each cell type*

For decoding behavioral states with the combined responses of each PVH molecularly defined cell type (Fig. 6E), each labeled sample in the dataset (DS\_comb) consisted of a combined response array as input ( $X_i$ ) and a label as output ( $Y_i$ ).  $X_i$  is the 10-cell-ensemble, the concatenated responses of 10 neurons (a 260-long array; 10 neurons, each with 26 time bins), which were randomly chosen by 1 neuron from each cell type, in behavioral state  $B_k$ .  $Y_i$  is the label of behavioral state  $B_k$  ( $Y_i = k$ ,  $k = 1$  to 11). We randomly chose 100 ( $X_i$ ,  $Y_i$ ) pairs with replacement for each behavioral state (the same neuron combinations but with different responses from different states). This resample size (100 pairs) was determined by  $10 * \text{ceil}(\text{max\_nSamp}/10)$ , where  $\text{max\_nSamp}$  is the maximum sample size of PVH cell types ( $\text{max\_nSamp} = 92$  for MC7-Low neurons) and 10 is from 10-fold cross-validation. Thus, the sample size of DS\_comb is 1100 and  $i = 1$  to 1100. For statistical analysis, we generated 2000 DS\_comb datasets and evaluated each for decoding performance metrics, including confusion matrix (Fig. 6F) and accuracy (Fig. 6G), by 10-fold cross-validation using individual DS\_comb datasets.

For decoding behavioral states with the combined responses of the dummy PVH cell types (fig. S21B), we first shuffled all neurons to generate 10 dummy PVH cell types. The sample size of each dummy cell type is the same as that of its corresponding real cell type, but the dummy cell type consists of a random selection from all PVH neurons independent of molecularly defined cell type identity, thus this dummy cell type could include any of the different molecularly defined PVH cell types. Next, the dataset (DS\_dummy) was generated from the dummy PVH cell types using the same procedure as that with the real cell types (as described in the preceding paragraph). We repeated the DS\_dummy dataset generation following dummy cell types generation 2000 times to facilitated statistical comparisons. Finally, we evaluated the decoding accuracies by 10-fold cross-validation for each of the 2000 DS\_dummy datasets (accuracy:  $84.20 \pm 0.04\%$ ) and compared these accuracies with those generated using real cell types (Fig. 6G). Because the analyses of decoding behavioral states with the combined responses (real and dummy) were computationally intensive, they were coded with Matlab running in Janelia Computer Cluster. Predictive accuracy using 10-cell-ensembles in the absence of molecularly defined cell type information was consistent with past results decoding behavioral states using neuronal ensemble dynamics without molecular information (3, 66, 67) and was better than decoding accuracy from a single cell (Fig. 6B). However, taking cell type information into account gave significantly greater predictive accuracy than when molecularly defined cell type information is scrambled ( $p=0$ ), which has not been previously observed because it had not been possible to simultaneously evaluate activity patterns in many molecularly defined cell types (Fig. 6G).

*Effect of the number of molecular clusters on the robustness of behavioral state decoding*

To examine the effect of the number of molecular clusters on the accuracy of behavioral state decoding, we systematically adjusted the threshold for hierarchical molecular clustering in Fig. 5B and classified the CaRMA-imaged neurons into  $m$  cell types ( $m = 1$  to 13). If the Sst cluster with only 2 neurons was one of the  $m$  cell types, it

was excluded from the decoding analysis. Thus, the effective number of cell types  $n = m$  or  $m-1$  (fig. S23A).

Next, we decoded the behavioral states with the combined neuronal dynamics of  $n$  neurons from the  $n$  cell types (one from each cell type) using the same procedure as in Decoding behavioral state by 10-neuron ensembles combining one of each cell type but different number of cell types. Similarly, we also shuffled the neurons to generate  $n$  dummy cell types and performed behavioral state decoding analysis with the combined neuronal dynamics of  $n$  neurons from the  $n$  dummy cell types (one from each dummy cell type). Improvement in decoding accuracies by using the molecular information was the difference between mean decoding accuracies with PVH cell types and dummy cell types.

#### *Response-decoding diagrams*

Response-decoding diagrams illustrate the temporal maximum of consistent-response quantitatively using line width. The temporal maximum was used because the purity and response amplitude can change with time, based on the characteristic dynamics of a molecularly defined cell type, but the maximum consistent-response is likely to have greatest relevance to the capacity of a cell type to contribute to behavioral state coding.

The decoding weights for each molecular cluster (MC) in each behavioral state were shown as proportional to arrowhead size. These weights were derived from the average multinomial regression coefficients for the temporal response (26 bins) of individual cell types in each behavioral state (average value of the corresponding coefficients from the 2000 prediction models). These average coefficients were transformed into decoding weights of a given molecularly defined cell type for each behavioral state by the summation of the absolute values of the average decoding coefficients of that cell type for that behavioral state. Then the decoding weights of all cell types for each behavioral state were normalized, so that the summation of the normalized decoding weights of all cell types for each behavioral state was 1.

#### Clustering of PVH neuron functional responses measured by CaRMA imaging

For functional clustering of neurons based on their responses in a behavioral state (Fig. 7, A and B, and fig. S26), we first denoised the responses by dimensionality reduction using principle component analysis (PCA) to extract the most important  $n$  principle components (PCs), where  $n = \max(3, n_{ev90})$ ,  $n_{ev90}$  is the number of PCs that could explained  $>90\%$  variance of the responses. We then used unsupervised hierarchical clustering to classify these neurons based on the  $n$  PCs of their responses (Distance = correlation). The optimal cluster number of 2 in every behavioral state was chosen with Silhouette index.

For functional clustering neurons based on their concatenated responses across all behavioral states (fig. S31A), to balance the weight of response in each behavioral state, we first temporally averaged the response in each behavioral state into 26 bins (26-bin responses, the minimum number of timepoints among all states) and concatenated them across all behavioral states for each neuron. PCA was used to reduce the dimension of concatenated responses to the most important 4 important PCs which explained 75% variance of the concatenated responses. We then used unsupervised hierarchical

clustering to classify these neurons based on these 4 PCs of their responses (Distance = correlation). The optimal cluster number, 5, was chosen with Calinski-Harabasz index.

### Prediction of functional clusters

We developed a quantitative analytic approach to predict the functional cluster of each neuron solely using its gene expression profile. The quantitative analysis had 4 highlighted characteristics. 1) Gene expression levels were taken into account by 3 normalized features of each gene. 2) Multiple rounds of sequential forward feature selection (mSFFS) were used to identify the optimal gene combinations that best predicted the functional clusters while minimizing the contribution of redundant gene co-expression information. 3) Predictive powers of gene expression profiles for functional clusters were statistically evaluated by shuffling the relationship between gene expression of individual neurons and their functional clusters. 4) All prediction performances were measured with leave-one-out cross-validation to assess the generalization ability of the predictions.

#### *Normalization of gene expression features*

For most machine learning algorithms, normalizing input features to normal distribution with similar scale range improves the algorithm performance. We used 3 features (voxel, mean intensity and sum intensity) to represent the expression level of each gene. We found that the raw mean intensity features of all genes largely had normal distributions with a big gap between feature value = 0 and value > 0, but the raw voxel and sum intensity features of most genes were not normally distributed (fig. S29A). To improve the algorithm performance, we normalized these features with *N01\_ReLu\_In* function (fig. S29B). This function achieved 3 goals of feature normalization (fig. S29C). 1) The voxel and sum intensity features became largely normal distributed. 2) The dynamic range of mean intensity features was increased. 3) All features were in the same scale range [0 1].

#### *Prediction of 2 functional clusters in each behavioral state*

For each behavioral state, we used logistic regression with L1 regularization from Glmnet in Matlab toolbox ([http://web.stanford.edu/~hastie/glmnet\\_matlab/index.html](http://web.stanford.edu/~hastie/glmnet_matlab/index.html)) to predict the functional cluster of each neuron solely using its gene expression profile (Fig. 8, A and B). For Neuron  $i$  in behavioral state  $B_k$  ( $i = 1$  to 319,  $k = 1$  to 11), we used its normalized gene expression features ( $G_i = (g_{1i}, g_{2i}, \dots, g_{9i})$ ), where  $g_{mi} = (gf_{mV_i}, gf_{mM_i}, gf_{mS_i})$  are the 3 normalized expression features of gene  $m$  ( $g_m, m = 1$  to 9)) as input and its functional cluster ( $FC_{ik} \in \{\text{Act-FC}, \text{Inh-FC}\}$ ) as output. Thus, for behavioral state  $B_k$ , its sample dataset ( $DS_{B_k}$ ) consisted of 319 pairs of ( $G_i, FC_{ik}$ ) (fig. S30A). All prediction performances, including confusion matrix, area under the receiver-operating characteristic (auROC) curve and accuracy, were measured with leave-one-out cross-validation using  $DS_{B_k}$  dataset to assess the generalization ability of the predictions.

#### *Multiple rounds of sequential forward feature selection (mSFFS)*

We developed mSFFS to optimize the prediction performance and quantitatively assess the importance of individual genes and their combinations in predicting neuron functional clusters. The mSFFS assessed the importance of a gene in predicting functional clusters by gain-of-function (add it in) and loss-of-function (remove it) manipulations of its expression features (add in or remove its 3 expression features together) in the prediction models. In the 1<sup>st</sup> round of mSFFS, we used all genes as

candidate gene set ( $GC^1 = \{g_1, g_2 \dots g_9\}$ , where  $g_m$  is represented by the 3 normalized features of gene  $m$  ( $m = 1$  to  $9$ ) from all neurons ( $319 \times 3$  matrix).). We then sequentially added 1 gene from the candidate gene set to the select the best gene set ( $GS^1$ , gain-of-function analysis), so that the combination of the normalized features of the selected genes had highest accuracy. We continued adding 1 gene into  $GS^1$  until there was no improvement in prediction accuracy. In the  $n^{\text{th}}$  ( $n = 2$  to  $8$ ) round of sequential forward feature selection, the most predictive gene from the previous round ( $gp_j, j < n$ ) was removed from the candidate gene set ( $GC^n = \{g_1, g_2 \dots g_9\} - \{gp_1, gp_2 \dots gp_{n-1}\}$ , loss-of-function analysis of  $\{gp_1, gp_2 \dots gp_{n-1}\}$ ). We obtained the selected best gene set ( $GS^n$ ) from  $GC^n$  using the same sequential forward feature selection as that in Round 1. The selected best gene set ( $GS^n, n = 1$  to  $8$ ) contains the optimal gene combinations that best predicted the functional clusters while minimizing the contribution of redundant gene co-expression information in  $GC^n$ . To make it easy to evaluate the predictive power of any sequential combination of the selected genes, the predictive power in each round of mSFFS was shown as stacked bar graphs with the sequentially additive contributions of the selected genes (Fig. 8C and fig. S30B).

#### *Statistical evaluation of predictive power*

To statistically evaluate the predictive power of gene expression profiles for predicting functional clusters, for each behavioral state, we shuffled the relationship between gene expression of individual neurons and their functional clusters to generate a shuffled sample dataset (DS\_shuffle). Prediction accuracy was calculated using the DS\_shuffle dataset as described for the real dataset. We repeated the shuffling and prediction procedure 2000 times and obtained 2000 shuffled prediction accuracies. The 95<sup>th</sup> percentile of the shuffled accuracies was set as the statistical significance threshold for  $p < 0.05$ .

#### *Average coefficients of the SFFS1 optimal genes*

For each FC, the average coefficient of gene  $xxx$  (Fig. 8C) was the average value of coefficients of  $xxx$ -V,  $xxx$ -M and  $xxx$ -S from logistic regression. Positive average coefficient of gene  $xxx$  for FCy indicated the expression of gene  $xxx$  positively related to the prediction probability as FCy. To show how gene combinations improved prediction, only positive coefficients were plotted using 2 colors to indicate their corresponding FCs.

#### *Prediction of 5 functional clusters across all behavioral states*

Multinomial logistic regression with L1 regularization from Glmnet in Matlab toolbox ([http://web.stanford.edu/~hastie/glmnet\\_matlab/index.html](http://web.stanford.edu/~hastie/glmnet_matlab/index.html)) was used to predict the function cluster across all behavioral state of each neuron solely using its gene expression profile. For Neuron  $i$  ( $i = 1$  to  $319$ ), we used its normalized gene expression features ( $G_i$ , as described in *Prediction of the 2 functional clusters in each behavioral state*) as input and its functional cluster ( $FC_i \in \{FC_n \mid n = 1 \text{ to } 5\}$ ) as output. Thus, the dataset for all behavioral states (DS\_All) consisted of 319 pairs of ( $G_i, FC_i$ ) (fig. S31A). All prediction performances were measured with leave-one-out cross-validation using DS\_All dataset. We optimized the prediction performance, quantitatively assessed the importance of individual genes and their combinations in predicting their functional clusters across all behavioral states and statistically evaluate the predictive power of gene expression profiles as described above.

#### *Optimal expression threshold of the most predictive gene*

How the deposited data were processed for this re-analysis (not part of the article)

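The samples were 10 plates of 96 wells with cells picked from the PVH of mice of a single condition, and the plate was the unit of replication throughout. The prefixes Q (4 plates), AL (2 plates) and JM (4 plates) of the plate names were taken as technical batches. The authors' files hold raw UMI counts per gene and well, raw UMI counts per ERCC spike-in and well, and a table of the cells kept after quality control with the authors' totals and cluster numbers. The aligner, genome build, annotation and any correction of UMIs are not named in the paper's text or the sample labels. The cluster membership values in the authors' table have no stated meaning and were not used here, and neither was the list of well barcodes. Of the 254 wells outside the table, 80 lay in the columns that held control wells. The lowest total of UMIs among the cells of the table, as the authors computed it, was 50149, and the highest among the other wells after the same subtraction was 49720.

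Counts per cell were read as deposited. A gene was detected in a cell with at least 1 UMI. Shares of cells were given with exact Clopper-Pearson intervals at 95% and as the mean and SD over plates with at least 3 cells, and for a count of 0 the limit is 3 counts. A marker gene was on in a cluster when detected in over 40% of its cells and off when detected in under 5%, which are the limits in the paper's methods. PVH and non-PVH clusters were compared with exact permutation tests that swap both sides within each plate. For this a plate needed at least 1 cell of each kind. Batches were compared with exact permutation tests over all 210 ways to choose 4 of the 10 plates. All were two-sided with Benjamini-Hochberg adjustment within each family.

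Differences between clusters were tested on UMIs summed per plate and cluster with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test with robust trended dispersion, plate as an additive block) under R 4.3.3. Sums needed at least 3 cells, and a cluster needed at least 3 plates. For the comparisons within a neuropeptide class all PVH clusters were fitted together. The methods name DESeq2 across clusters without a design, and DESeq2 1.42.0 was an alternative. Sums, shares and assignments were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

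Cells of a left-out plate were assigned to the cluster whose mean profile they correlated with most, on log2(CPM + 1) of the 2000 most variable genes among the 16678 with at least 50 UMIs. Spike-ins detected in a share of 2% to 25% of a plate's cells gave UMIs per captured molecule as the mean UMIs per cell over the Poisson estimate of molecules per cell. For comparisons at equal total UMIs, which do not equal numbers of captured molecules, each cell was thinned to 63046 UMIs, the 10th percentile, which left out 71 cells with fewer, 70 of them from the AL and JM plates.

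The count tests, the fits for batches and classes, the assignment of cells, the spike-in curve and the estimate of UMIs per molecule were tested on simulated data. The edgeR and DESeq2 tests recovered 86% of genes made 32 times higher or lower in cluster 1, with 4 and 38 false calls. The fit for plate batches recovered 99% of genes made 8 times higher, and the test of a difference between batch differences 50.5%, with 2 false calls. A first simulation for the assignment of cells, with fewer genes marking each type, recovered a minority of the cells, after which the number of marking genes was raised to 200 per type. The spike-in estimate gave 9.17 UMIs per molecule where 10 had been put in.

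The genes named were chosen before the data were examined: those the paper names for scRNA-seq, for each cluster the gene with the largest log2 fold change among those past the threshold and higher in every plate, and as checks *Xist*, *Ddx3y*, *Eif2s3y*, *Fos*, *Jun*, *Egr1*, *Agrp*, *Npy* and *Pomc*. Other genes were named after their values were seen. The alternatives set before the data were examined covered the UMIs that count as detection, the depth of a cell, the weighting and leaving out of plates, the count test, filter, normalization, block and size of the sums, the clusters compared, the minimum mean and scaling for the spike-in curve, and the genes, classifier and pseudocount for assigning cells. Subtracting the control-well level, using the Q plates or the AL and JM plates alone, and joining neighbours with the marker genes were added after the data had been seen. Other splits of the plates numbered at most 50 per comparison, to limit running time. In the tests of clusters, 1 result is not reported here.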

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

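The tests of the plate shares, of carry-over of *Sst* and *Pomc* and of plate JM5, with its other ranges of spike-ins, were chosen after the results they weigh had been seen, and the setting that subtracts the control-well level was added after the data had been seen.

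Plate JM5 stood apart from the other plates in its median UMIs per cell divided by its UMIs per captured spike-in molecule. The quotient was 40710, against 6535 to 18750 on the other 9 plates, and its gap to the nearest plate was 0.643 of the whole range, past the 95% critical value of Dixon's test for 10 samples. Of 14 plate measures looked at in this way it was the 1 that passed, and about 1 in 20 passes by chance. The value depends on the spike-ins used: with those found in 5% to 40% of the cells JM5 had 6.15 UMIs per molecule in place of 1.98 and a quotient of 13100, among the other plates, and with those found in 2% to 10% a quotient of 81420. Single spike-in UMIs made up 41.6% of detections on JM5. If single UMIs carried between wells had been counted as captured molecules, the plate would join the others once they were set to 0. With single UMIs set to 0 its quotient was 10850, among 5768 to 13720 over all plates, and no plate stood apart. Setting single UMIs to 0 would raise UMIs per molecule on a plate rich in them whether they were carried or captured. The test therefore cannot tell these apart. Carried single UMIs stay open as an explanation, found and tested on the same counts. The design gives no biological explanation to test for this measure of spike-ins.

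Outside the authors' table and the control columns, 121 wells held at least 5000 UMIs, whereas no control well with few UMIs exceeded 791. These wells are data that the paper does not report on. Their median was 39165 UMIs, 109 of them held *Snap25* UMIs, and 110 lay on AL and JM plates. All of them lay below the lowest total in the table, in line with a limit on UMIs per cell. Assigned to clusters by their counts, 13.2% went to the magnocellular clusters 1 to 4, and 33 wells went to cluster 10 and 27 to cluster 15. A limit on UMIs that removed a random part of the cells would have left these shares equal to those of the table. On the 9 plates with at least 3 such wells, clusters 1 to 4 were 28.6 points lower in the left-out wells than in cells of the same plates thinned to the wells' UMIs (SD 16.2, lower in 8 of 9 plates; exact permutation p = 0.00781), which argues against removal at random. A lower RNA content of other cell types may be among the reasons, and so may damaged cells; neither was tested.

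In rows A, B, E and F of the control columns, 40 wells held 35402 to 312891 UMIs. The paper does not report on these wells. *Igkc*, *Lgals1* and *Spp1* were found in all 40, *Xist* in 35 and *Snap25* in 4, with *Igkc* at a mean of 11830 CPM against 4.90 CPM in the cells of the table. These genes were chosen after their values were seen. What the wells were loaded with is not stated in the paper's text and was not tested, and no biological explanation was tested.

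*Pomc*, a gene of neighbouring arcuate neurons, is not discussed for these cells in the paper and was found in 289 of 706 cells, or 40.9%, but in 1 of 40 control wells with few UMIs, which flags a signal in data the paper did not analyse. On the Q plates 56.4% ± 3.94 (SD, n = 4 plates) of the cells had *Pomc* UMIs and on the AL and JM plates 26.1% ± 11.0 (SD, n = 6 plates; exact permutation p = 0.00476). A difference in UMIs per cell would vanish after thinning, but the shares stayed 24.55 points apart (exact permutation p = 0.00476). Control wells of the Q plates held 0.540% of the *Pomc* UMIs of a cell, but that value rests on 1 UMI in 16 wells and is not an upper limit. Subtracting the control-well level of each plate took the share of cells with *Pomc* on the Q plates to 52.2% ± 9.60 (SD, n = 4 plates), against 26.1% ± 11.0 (SD, n = 6 plates) on the others (exact permutation p = 0.0143). Carry-over that grows with the cDNA of the receiving well was not tested and stays open, as do a difference between animals and *Pomc* transcription in PVH cells.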

How the results depend on the processing

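The settings that subtract the control-well level, use the Q plates or the AL and JM plates alone, or join nearest neighbours with the marker genes were chosen after the data had been seen. Results below are those that changed; for each of them the cause was not tested, except that settings with fewer plates or cells, or with fewer genes entering, have less to test by construction. No called value changed sign under any setting run.

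The number of genes past an adjusted p of 0.05 for a cluster against the other PVH clusters depended on the count test. With DESeq2 it was 2213 for cluster 1, 904 for cluster 2, 820 for cluster 3, 416 for cluster 4, 1852 for cluster 7, 307 for cluster 8, 788 for cluster 9, 1458 for cluster 10, 653 for cluster 12, 1516 for cluster 14 and 810 for cluster 15, and stayed within 1.5 times for cluster 13. Without the plate block it was 764 for cluster 1, 343 for cluster 2, 487 for cluster 3, 239 for cluster 4, 369 for cluster 7, 561 for cluster 9, 292 for cluster 10, 28 for cluster 13, 312 for cluster 14 and 71 for cluster 15. With ERCC counts as library size it was 3473 for cluster 1, 454 for cluster 8, 3624 for cluster 10 and 393 for cluster 15. Library size without TMM gave 20 for cluster 8, and no filter on low counts gave 141 for cluster 4, 1110 for cluster 7 and 288 for cluster 10. Sums of 1 cell or more gave 336 for cluster 2, 125 for cluster 4, 21 for cluster 8, 1127 for cluster 9, 473 for cluster 13 and 373 for cluster 15. Sums of 5 cells or more gave 54 for cluster 2, 150 for cluster 3, 94 for cluster 7, 5 for cluster 8, 77 for cluster 9 and 72 for cluster 12. Subtracting the control-well level gave 5 for cluster 8. The Q plates alone gave 226 for cluster 1, 54 for cluster 2, 103 for cluster 7, 60 for cluster 10 and 58 for cluster 15, and the AL and JM plates alone 747 for cluster 1, 126 for cluster 7, 169 for cluster 10 and 111 for cluster 15. With all 15 clusters in the comparison each count stayed within 1.5 times.

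Leaving out each plate in turn gave 54 to 80 genes for cluster 2, 129 to 237 for cluster 3, 28 to 72 for cluster 4, 5 to 24 for cluster 8, 60 to 109 for cluster 9, 292 to 446 for cluster 10, 99 to 140 for cluster 12 and 114 to 233 for cluster 15. Counts moved more than 1.5 times without each of the 5 plates for cluster 2, AL5, AL6, JM6 or JM7 for cluster 3, AL6, JM6 or JM8 for cluster 4, Q5, Q7 or Q8 for cluster 8, Q5, Q6 or Q7 for cluster 9, Q5 or AL5 for cluster 10, AL5, JM5, JM6 or JM7 for cluster 12 and Q7 for cluster 15. All of these were falls, except for cluster 8, which rose without Q7 or Q8. Clusters 1, 7 and 14 stayed within 1.5 times. Cluster 13 has 3 plates, and leaving 1 out would leave too few, so this was not run.

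Of the 20 tests of *Gad2*, *Reln*, *Ntng1* and *Npy1r* within classes, 4 passed with DESeq2, 11 without a filter, and 3 of the 16 that could be run with sums of 5 cells or more, and 5 (without JM6) to 12 (without AL6) with each plate left out, with 11 without JM7. *Reln* and *Ntng1* between clusters 1 and 12, *Npy1r* between clusters 10 and 13 and *Reln* between clusters 9 and 15 passed under each setting in which they were run. *Npy1r* between clusters 2 and 3 lost its call in 5 of 20 settings, among them without JM6, which holds all of its UMIs there. *Npy1r* between clusters 9 and 15 lost its call in 4 of 20, with DESeq2, with sums of 5 cells or more, on the AL and JM plates alone and without Q5, and *Gad2* between clusters 10 and 13 in 3 of 19, with DESeq2, without the plate block and without JM6. Calls were gained for *Ntng1* between clusters 10 and 13 in 11 of 19 settings and for *Reln* between them in 4 of 19. *Gad2* gained a call between clusters 7 and 8 in 7 of 19. Between clusters 9 and 15 it did so in 5 of 20, and between clusters 1 and 12 in 3 of 20. Each neuropeptide gene was also tested under the other settings in the cluster with its largest log2 fold change, which for *Pdyn* is cluster 2 and not cluster 4, where its CPM is highest: *Oxt* passed in 11 of 11, *Avp* in 9 of 10, *Crh* in 11 of 11, *Sst* in 8 of 11, *Pdyn* in 10 of 10, *Trh* in 4 of 10 and *Penk* in 2 of 10. Over all single genes and settings, 611 values kept their side of the threshold, 54 no longer passed and 33 passed anew.

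The lowest share of a cluster's cells with *Sim1* was 12.5% on the AL and JM plates alone, 1 of 8 cells of cluster 9, and 20.0% at 3 UMIs or more. *Slc17a6* was detected in 72.6% of all PVH-cluster cells at 3 UMIs or more, and in 20.0% of the cells of its lowest cluster on the AL and JM plates alone, which is 1 of 5 cells of cluster 2. For the difference between PVH and non-PVH clusters within plates, settings with few plates cannot pass by construction. The 5 AL and JM plates allow an exact permutation p of 0.0625 at best and the 4 Q plates 0.125. On the AL and JM plates alone the difference was 59.2 points for *Sim1*, higher in 5 of 5 plates, 24.8 for *Slc17a6*, higher in 3 and lower in 2, and -11.0 for *Slc32a1*. For *Slc32a1* 6 of 9 plates differed from 0, the fewest that can pass. The difference was -22.8 points at 3 UMIs or more, where 5 plates differed, -24.3 points with cells thinned to equal UMIs, where 4 did, and -31.3 to -18.8 points with each plate left out. Without Q5, Q6, Q7, Q8, JM6 or JM8, 5 plates differed and no call was possible. The number of pairs of a marker gene and a cluster that were off was 46 at 2 UMIs, 53 at 3 UMIs, 17 on the Q plates alone, where 99 pairs could be judged, and 44 on the AL and JM plates alone. The share of cells with more than 2 panel genes was 89.5% at 5 UMIs or more and 89.0% with the control-well level subtracted, and the share of *Crh* cells with *Npy1r* was 2.54% at 5 UMIs or more, against 8.44% of 154 cells at 1 UMI. Because UMIs per captured molecule differ between batches, a minimum number of UMIs is not an equal limit on all plates.

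With a minimum mean of 1 UMI per cell, 3370 genes lay above the spike-in curve, and scaling, the cells used, the subtraction and the batch moved that count by less than 1.5 times. Above 1.5 times the curve, 518 genes were left with that minimum mean and 9029 on the AL and JM plates alone. The accuracy of assigning cells of a left-out plate was 72.9% on the 11 marker genes and *Slc17a6* alone, 76.5% with 15 nearest neighbours, 73.3% with both, and 71.4% with both and the control-well level subtracted.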

Differences from the paper's values

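Of the values compared, those the paper states for its sequenced cells, none differed by the limits used. The paper's shares of cells with several marker genes come from FISH in other cells and were not compared. For differences in a gene, the settings with the control-well level subtracted or with one batch of plates alone were chosen after seeing the values.

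The paper names 7 neuropeptide genes as differentially expressed markers of the PVH clusters. Of these, 6 were higher in at least 1 cluster past the threshold, among them *Trh*, which passed in 4 of 10 other settings. *Penk* was not, at a log2 fold change of 3.67 in its highest cluster, 14 (edgeR adjusted p = 0.141), although it passed as lower in clusters 1, 2, 3, 4, 7 and 13. In cluster 14 it passed with DESeq2 (DESeq2 adjusted p = 0.00120), without the plate block (edgeR adjusted p = 0.025), without plate JM7 (edgeR adjusted p = 0.0106) and when adjusted over the neuropeptide list alone (edgeR adjusted p = 0.0192), and in none of the other settings run.

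The paper describes its marker genes as switched on in some clusters and off in others. Of the 11 genes, 7 were so here, and *Oxt*, *Avp*, *Sst* and *Pdyn* were off in no cluster. The lowest share of cells in a cluster was 94.7% for *Oxt*, 87.5% for *Avp*, 14.3% for *Sst* and 5.71% for *Pdyn*. *Sst* was off in at least 1 cluster at 2 UMIs, at 3 UMIs and, chosen after seeing the values, on the AL and JM plates alone. *Pdyn* was off in at least 1 at 2 UMIs, at 3 UMIs, with cells thinned to equal UMIs, without plate Q5, Q7 or JM7, and, chosen after seeing the values, on the AL and JM plates alone. *Oxt* and *Avp* were off in no cluster under any setting run.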

Other observations

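The tests of the plate shares and of *Sst* carry-over, the comparison of *Gad2* and *Slc17a6* between clusters 6 and 11, and all tests that subtract the control-well level, were chosen after their results or the data had been seen. Patterns below were found and tested on the same counts and are hypotheses.

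The vasopressin cells fell mostly into cluster 2 on the Q plates and into clusters 3 and 4 on the AL and JM plates. Cluster 4 was counted among them for its *Avp* level. The split was not complete. Plate JM8 held 3 cells of cluster 2, 3 of cluster 3 and 4 of cluster 4, and plate AL5 held 2, 14 and 3. Plate Q7 held 12 cells of cluster 2 and 1 of cluster 3. Chance assignment of plates is argued against by the 6 of 12 clusters whose share differed between batches. A difference in UMIs per cell alone would move cluster 2 cells to clusters 3 or 4 once they were thinned, but 2.08% of 48 cells were assigned there after thinning and 4.17% before. If the plate batches differ in a way that touches all cells, the oxytocin cells of cluster 1 should show the same gene differences. Between batches 1316 genes differed in cluster 1 and 672 in clusters 2 to 4 taken together (edgeR adjusted p below 0.05). Of 669 genes called in the vasopressin cells and tested in both, 658 moved in the same direction in cluster 1, with a Pearson's r of 0.830 across these genes and 0.552 across all 9701 genes tested in both, which are not independent replicates, and a median ratio of log2 fold changes of 0.907. In edgeR's test of the difference between both batch differences 0 genes passed and 494 had an unadjusted p below 0.05. That test found 50.5% of genes made 8 times higher in 1 cell group in simulated data, so smaller differences may have been missed. A difference between plate batches that touches both cell groups is thus a candidate explanation for most of the split between cluster 2 and clusters 3 and 4. By itself it would not separate cells of the same plate, as on JM8 and AL5. Whether it is technical or lies in the animals cannot be told apart, since the prefixes hold all plates of a batch. Of 50 splits of the 10 plates into 4 and 6, the real one included, 1 gave as many genes as the batches in cluster 1 and 1 in the vasopressin clusters, and the largest counts in the others were 2 and 0.

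More UMIs per captured molecule on the Q plates may explain why they have more UMIs per cell without more genes. The ratio of UMIs per captured spike-in molecule was 5.37 between batches, above the ratio of 2.76 in UMIs per cell, so other differences must offset part of it. A higher rate of capture would have raised the number of spike-ins detected at equal spike-in input, but that ratio was 0.966 (exact permutation p = 0.657). Among the AL and JM plates alone, 25.6 to 36.2 spike-ins were detected per cell. Spike-ins do not measure the RNA of a cell, so this ratio cannot exclude more captured molecules per cell. Thinning matches total UMIs and not captured molecules. Median UMIs per cell divided by UMIs per captured molecule were 8355 ± 1890 (SD, n = 4) on the Q plates and 19340 ± 10890 (SD, n = 6) on the others (exact permutation p = 0.0429, adjusted 0.0612), so by this estimate cells of the Q plates did not hold more molecules, as a greater depth in molecules would need in order to raise their shares with *Sst* or *Pomc*. For the split of the vasopressin cells, a difference in captured molecules was not tested.

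*Oxt* and *Avp* UMIs in cells of other classes may have been carried between wells after barcoding. Subtracting the control-well level lowered the share of such cells with *Oxt* by 71.0 points and with *Avp* by 58.2 points. Most of them thus held no more than that level. The level reached 97 *Oxt* and 34 *Avp* UMIs on a plate, against medians of 22 and 14 in these cells. Such a subtraction lowers the shares whatever the source of the UMIs, so the fall cannot tell carry-over from other sources. Across genes within a plate, control-well UMIs rose with the plate's total for the gene, at a median Spearman's rho of 0.2505 and 0.145 to 0.399 over 10 plates, a weak relation across genes, which are not independent replicates. Across the 6 AL and JM plates, control-well UMIs and the plate's total UMIs had a Pearson's r of 0.890 (exact permutation p = 0.0444) and a Spearman's rho of 0.829 (exact permutation p = 0.0583), both 0.0583 after adjustment over 2 relations. Without the 2 plates farthest from the median r was 0.334, so the relation rests on those plates. The Q plates were not part of it. Their control wells held 1028 to 2434 UMIs per plate at plate totals of 17846319 to 27155016. Both measures lay above those of all AL and JM plates, which were at most 821 and 10387433. UMIs per captured molecule also differed between these batches, so whether carry-over follows a plate's total stays open.

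*Sst* UMIs were present in most cells of the Q plates outside clusters 7 and 8. A difference in UMIs per cell would vanish after thinning, but the shares of cells stayed 47.8 points apart (exact permutation p = 0.00476). Control wells of the Q plates held 8.105% of the *Sst* UMIs of such a cell, in 12 of 16 wells. After the control-well level was subtracted, 34.5% ± 13.35 (SD, n = 4 plates) of the cells on the Q plates and 12.2% ± 7.65 (SD, n = 6 plates) on the others still had *Sst* (exact permutation p = 0.0190). Carry-over could thus account for part of the pattern, and carry-over that grows with the cDNA of the receiving well was not tested. RNA of broken *Sst* neurons would raise other transcripts of clusters 7 and 8 alike. The median rise of 16 such transcripts was 2.10% of their level there, and 1.10% for *Sst*, but single transcripts ranged from -5.13% to 32.3%, which leaves this open. No biological explanation was tested.

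*Fos* was higher in cluster 1 on the Q plates than on the others, by a log2 fold change of 1.86 (edgeR adjusted p = 0.00311). A longer or harsher handling would be expected to raise *Jun*, *Egr1*, *Junb*, *Fosb*, *Nr4a1* and *Hspa1a* as well. Of these, 1 passed (*Hspa1a*, log2 fold change 1.35, edgeR adjusted p = 0.0451), 4 were higher by fold, and *Jun* and *Egr1* fell by 0.75 and 0.83 on the log2 scale, so the test leaves handling open.

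*Slc32a1* was found in clusters 5 and 6 but not in 11. If cluster 11 differed in UMIs per cell alone, its cells would show the same transmitter genes as cluster 6 at equal UMIs. After thinning, *Slc32a1* was found in 42.9% of 21 cells of cluster 6 and none of 10 cells of cluster 11, *Gad2* in 19 (95% interval 69.6% to 98.8%) and 1 (0.253% to 44.5%), and *Slc17a6* in 0 (up to 14.3%) and 10 (69.2% to 100%). Opposite transmitter genes at equal UMIs argue against a difference in UMIs per cell. For *Slc32a1* taken by itself, a count of 0 in 10 cells allows a share of up to 30.0%. No biological explanation was tested.

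When the cluster and the other clusters were swapped within a random part of the plates, 1 split, the real one, gave as many genes in each of the 12 clusters. This was 1 of 24 splits drawn for clusters 1, 7, 10, 14 and 15 and 1 of 32 for cluster 12. For clusters 2, 3 and 4 there are 16 splits, for clusters 8 and 9 there are 8 and for cluster 13 there are 4, too few for a share under 0.05. The largest count in another split was 455, for cluster 1.

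Of the 664 PVH-cluster cells, 99.2% had UMIs of more than 2 of the 12 panel genes, with a mode of 5 genes. The magnocellular clusters 1 to 4 held 50.0% of the PVH-cluster cells (95% interval 46.1% to 53.9%), or 48.7% ± 14.3 (SD, n = 10 plates), from 25.8% on plate JM8 to 72.5% on plate AL6, and 47.0% of the cells of all 15 clusters.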
